# Spermatogonial fate in mice with increased activin A bioactivity and testicular somatic cell tumours

**DOI:** 10.3389/fcell.2023.1237273

**Published:** 2023-07-26

**Authors:** Penny A. F. Whiley, Benedict Nathaniel, Peter G. Stanton, Robin M. Hobbs, Kate L. Loveland

**Keywords:** SSC, stem cell, inhibin, spermatogenesis, steroidogenesis

## Abstract

Adult male fertility depends on spermatogonial stem cells (SSCs) which undergo either self-renewal or differentiation in response to microenvironmental signals. Activin A acts on Sertoli and Leydig cells to regulate key aspects of testis development and function throughout life, including steroid production. Recognising that activin A levels are elevated in many pathophysiological conditions, this study investigates effects of this growth factor on the niche that determines spermatogonial fate. Although activin A can promote differentiation of isolated spermatogonia *in vitro*, its impacts on SSC and spermatogonial function *in vivo* are unknown. To assess this, we examined testes of *Inha* KO mice, which feature elevated activin A levels and bioactivity, and develop gonadal stromal cell tumours as adults. The GFRA1+ SSC-enriched population was more abundant and proliferative in *Inha* KO compared to wildtype controls, suggesting that chronic elevation of activin A promotes a niche which supports SSC self-renewal. Intriguingly, clusters of GFRA1+/EOMES+/LIN28A– cells, resembling a primitive SSC subset, were frequently observed in tubules adjacent to tumour regions. Transcriptional analyses of *Inha* KO tumours, tubules adjacent to tumours, and tubules distant from tumour regions revealed disrupted gene expression in each KO group increased in parallel with tumour proximity. Modest transcriptional changes were documented in *Inha* KO tubules with complete spermatogenesis. Importantly, tumours displaying upregulation of activin responsive genes were also enriched for factors that promote SSC self-renewal, including *Gdnf*, *Igf1*, and *Fgf2*, indicating the tumours generate a supportive microenvironment for SSCs. Tumour cells featured some characteristics of adult Sertoli cells but lacked consistent SOX9 expression and exhibited an enhanced steroidogenic phenotype, which could arise from maintenance or acquisition of a fetal cell identity or acquisition of another somatic phenotype. Tumour regions were also heavily infiltrated with endothelial, peritubular myoid and immune cells, which may contribute to adjacent SSC support. Our data show for the first time that chronically elevated activin A affects SSC fate *in vivo*. The discovery that testis stromal tumours in the *Inha* KO mouse create a microenvironment that supports SSC self-renewal but not differentiation offers a strategy for identifying pathways that improve spermatogonial propagation *in vitro*.

## Introduction

Spermatogenesis is the continuous and highly specialised process of cellular differentiation which generates mature spermatozoa. This relies on spermatogonial stem cells (SSCs) in the basal layer of the seminiferous epithelium. SSCs can either self-renew or differentiate to maintain spermatogenesis or rescue it following physiological and environmental insults. In adult mice, SSCs are found within a functionally and molecularly heterogeneous undifferentiated spermatogonial population (type A undifferentiated, A_undiff_ or undiff SPG) (La and Hobbs, 2019). The pool of A_undiff_ spermatogonia consists of single isolated cells (A_s_), pairs of cells (A_pr_), and chains of 4–16 cells (A_al 4–16_) interconnected by cytoplasmic bridges. In homeostatic conditions, SSCs are largely contained within A_s_ and A_pr_ fractions, and the remaining A_undiff_ act as transit-amplifying progenitors primed for differentiation. However, this hierarchical structure is adaptive. Lineage-tracing experiments show that under regenerative conditions, progenitors undergo fragmentation and acquire stem cell potential (Nakagawa et al., 2010), form long GFRA1+ A_al 8–16_ chains, which are rarely observed in steady-state testes, and SSC proliferation increases (La et al., 2018b); the result is replenishment of the SSC pool and restoration of spermatogenesis. Common molecular markers used to identify the self-renewing SSC-enriched population include the receptor GFRA1, which marks the majority of A_s_ and A_pr_, and the transcription factors ID4 (Helsel et al., 2017) and EOMES which mark a primitive subset of GFRA1+ cells (La and Hobbs, 2019; Sharma et al., 2019). Transit-amplifying progenitor markers include LIN28A (Chakraborty et al., 2014) and SOX3 (predominantly in A_al_) (McAninch et al., 2020), while SALL4 and PLZF are expressed throughout the A_undiff_ population and at initial differentiation stages, while KIT identifies differentiating spermatogonia (diff SPG) (Yoshinaga et al., 1991). GILZ is broadly expressed throughout the germline but is predominant in A_undiff_ and early meiotic cells (La et al., 2018a).

SSC cell fate (self-renewal vs differentiation) is influenced by niche-derived growth factors, including glial cell-derived neurotrophic factor (GDNF) and fibroblast growth factors (FGFs), which maintain a stem-cell phenotype (Ishii et al., 2012; Sharma and Braun, 2018; Kitadate et al., 2019). GDNF is produced by several somatic cell types, including Sertoli, peritubular myoid and testicular endothelial cells (Meng et al., 2000; Chen et al., 2014; Bhang et al., 2018), and it is secreted in a cyclic manner during adult spermatogenesis along the length of the seminiferous epithelium (Sharma and Braun, 2018). In mice, targeted transgenic overexpression of GDNF in spermatogonia is associated with accumulation of A_undiff_ and formation of cell clusters resembling seminomatous tumours (Meng et al., 2001). Further, GDNF overexpression in Sertoli cells results in formation of clusters of primitive GFRA1+ LIN28A- cells (Sharma and Braun, 2018). These models highlight the importance of limiting GDNF production to appropriately control SSC fate.

Several members of the TGFβ superfamily are implicated as key regulators of SSC and male germline differentiation including activin A and bone morphogenetic protein (BMPs) (Itman et al., 2006; Young et al., 2015). The widely expressed growth factor activin A (encoded by *Inhba*) is formed by the homodimerization of two Inhba subunits. It has important regulatory roles in fetal, postnatal and adult testes, and its production and actions are tightly controlled (Barakat et al., 2008; Itman et al., 2011; Mendis et al., 2011; Young et al., 2015; Wijayarathna and de Kretser, 2016). During fetal life, activin A governs development and proliferation of both germ and somatic cells, promoting proliferation of Sertoli cells and restricting germ cell proliferation; the outcome of dysregulated activin A bioactivity is an altered Sertoli:germ cell ratio and fetal steroidogenesis (Mendis et al., 2011; Whiley et al., 2020). Further consequences of low activin signalling (*Inhba* ^*BK*/BK^ mice) is the delayed onset of fertility, reinforcing the concept that activin A levels modulate the pace of testis development (Brown et al., 2000). *In vitro* studies have shown activin A supports differentiation of mouse (Nagano et al., 2003) and human SSCs (Tan et al., 2020a), however the effects of chronically elevated activin A on SSCs *in vivo* are unknown.

Inhibin ⍺ (encoded by *Inha*) forms Inhibin A when linked to an Inhba subunit and this is a potent inhibitor of activin A. As a consequence, mice lacking the inhibin ⍺ subunit (*Inha* KO) exhibit increased circulating activin A and B levels (>10 fold) (Matzuk et al., 1994). The *Inha* KO mouse model revealed a role for inhibin as a tumour inhibitor (Matzuk et al., 1992). Inhibin-deficient male mice with elevated activin A levels exhibit testicular enlargement, fewer Leydig cells and develop focally invasive, undifferentiated gonadal stromal tumours by weeks 4–5. In parallel with an increase in tumour mass, spermatogenesis deteriorates (Matzuk et al., 1992). Based on histological analyses, the tumours are considered to originate from Sertoli cells (Matzuk et al., 1992; Kumar et al., 1996), however the identity and features of these tumours has not been examined in detail. *Inha*/*Smad*3 double KO mice have reduced tumour frequency and size, confirming that elevated activin signalling via SMAD3 drives tumour formation (Li et al., 2007). This fits with their cell of origin being immature Sertoli cells, as SMAD3, but not SMAD2, is activated by activin A in these cells (Itman et al., 2009). Follicle Stimulating Hormone (FSH) specifically augments tumour progression during the second postnatal week of by promoting Sertoli cell proliferation, the sole testicular cell type bearing FSH receptors (Matzuk et al., 1994; Kumar et al., 1996; Haverfield et al., 2017). In general, tumour formation is associated with progressive acquisition of hallmark traits, including sustained cell proliferation, induced angiogenesis, increased immune cell activation and re-programming of energy metabolism; these collectively create a microenvironment that sustains tumour growth (Hanahan and Weinberg, 2011). In humans, testicular tumours derived from somatic cells are rare, representing ∼5% of all tumours in adults, but comprising ∼40% of cases in children (Rajpert-De Meyts et al., 2018). These cancers are generally benign and highly treatable, therefore the molecular and cellular landscape underpinning somatic cell tumours is not well studied.

In this study, we characterised the spermatogonial populations in mice with chronically elevated activin A levels (*Inha* KO) and identified an expanded population of SSCs and other A_undiff_. By examining the molecular landscape of the *Inha* KO somatic cell tumours and their surrounding tubules, we provide new insights into their cellular composition, establish a new understanding of the tumour microenvironment and show it can support SSCs. In discovering that these tumours, formed in mice with chronically elevated activin A, produce high levels of transcripts encoding growth factors that support SSC maintenance, we demonstrate the value of examining *Inha* KO mice to identify conditions that underpin SSC biology.

## Materials and methods

### Animals and genotyping

Mice were housed at the Monash Medical Centre Animal Facility with a 12h light/dark cycle and food and water available *ad libitum*. All animal procedures were carried out in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes. This study was approved by the Monash University Animal Ethics Committee. Mice lacking the inhibin alpha subunit (Matzuk et al., 1992), termed *Inha* KO (C57/Bl6 background), were maintained through heterozygote breeding. Adult *Inha* KO male mice were collected at postnatal (P) day 48–64. Tails were collected from each animal for commercial genotyping (Transnetyx).

### Histological analyses

Whole mouse testes were weighed, and fixed in 4% paraformaldehyde (PFA, ThermoFisher Scientific) overnight at 4°C. Testes were washed 3 × 15 min in PBS, cut in half and cryoprotected in 30% (w/v) sucrose for 2–3 days at 4°C. Testis tissues were then embedded in Tissue-Tek O.C.T. Compound (Sakura) and stored at −80°C until sectioned. Frozen sections (7 µm) were cut onto Superfrost Plus slides by Monash Histology Platform staff (MHTP node). For immunofluorescent analyses, frozen sections were air dried for 15–20 min then washed in PBS, 3 × 10 min. Sections were circled with a wax pen (Cedarlane Laboratories), then blocked with 10% (v/v) fetal calf serum (FCS, Bovogen) in 2% (w/v) bovine serum albumin (BSA, Sigma-Aldrich) in PBS for >1 h. Primary antibodies diluted in blocking solution were used to detect the proteins listed in Table 1. Slides were placed in a humid chamber overnight at 4°C. The next day, slides were washed in PBS 3 × 8 min, and secondary antibodies (Invitrogen, donkey anti-goat 488, A11055, RRID:AB_2534102; donkey anti-rabbit 555, A31572, RRID:AB_162543; Jackson ImmunoResearch Labs, donkey anti-rat 647, 712–605–153, RRID:AB_2340694) diluted 1:500 in 2% BSA/PBS were applied to sections and incubated for 2 h at room temperature in a humid chamber. Slides were washed in PBS 3 × 8 min, then sections were counterstained with 5 μg/mL DAPI (Sigma-Aldrich) prior to mounting with Prolong Gold mounting medium (Invitrogen) under glass coverslips. Slides were scanned (Monash Histology Platform, MHTP node) using the Olympus VS.120^®^ Virtual Slide Microscope System. For Hematoxylin and Eosin (H&E) staining, adult mouse testes were fixed in Bouins solution for 4–5 h, washed in 70% ethanol (v/v) 2 × 5 min, then processed, embedded in paraffin, and sectioned (4 µm) prior to H&E staining (Monash Histology Platform, MHTP node). H&E sections were imaged using an Olympus BX53 microscope with Olympus DP73 camera and Olympus cellSens Software (RRID:SCR_014551).

**TABLE 1:** Antibody details.

Antibody	Species	CAT #	Supplier	Dilution	RRID
SALL4	Rabbit	ab29112	Abcam	1:250	RRID:AB_777810
GFRA1	Goat	AF560	R&D Systems	1:250	RRID:AB_2110307
KI67	Rat	14–5698–82	Invitrogen	1:250	RRID:AB_10854564
EOMES	Rabbit	MAB8889	R&D Systems	1:250	NA
GILZ	Rat	14–4033–82	Invitrogen	1:250	RRID:AB_1311225
LIN28A	Rabbit	#8641	Cell Signalling	1:500	RRID:AB_10997528
GCNA	Rat	ab82527	Abcam	1:500	RRID:AB_1659152
SOX3	Goat	AF2569	R&D Systems	1:250	RRID:AB_2239933
LAMININ	Rabbit	L9393	Sigma-Aldrich	1:200	RRID:AB_477163
CYP11A1	Rabbit		gift from A/Prof. Dagmar Wilhelm Svingen et al. (2012)	1:250	NA
PECAM	Rat	553370	BD Pharmingen	1:200	RRID:AB_394816
CD45	Rat	05–1416	Merck Millipore	1:800	RRID:AB_10562966

NA: RRID not available.

### Counting strategy

Centrally located testicular cross sections from 3 independent animals/genotype were assessed for each measured parameter. Three groups of adult seminiferous tubules were defined based on the mouse genotype and the proximity of the tubules to tumours. Tubules from *Inha* WT mice exhibited complete, normal spermatogenesis, as expected and were designated WT. In *Inha* KO testes, tubules distant from tumour foci exhibiting grossly ‘normal’ spermatogenesis were designated N, and tubules adjacent to tumours exhibiting spermatogenic deterioration were designated TAT (for tumour associated tubules). The perimeter of intact tubules (identified as those with an undamaged basement membrane) were measured (µm) using Fiji (Version 2.1.0, RRID:SCR_002285) (Schindelin et al., 2012) or QuPath (RRID:SCR_018257) (Bankhead et al., 2017) and counted. The tumour regions lacked intact tubules and were excluded from the quantitative IF analyses. Quantitative analyses of cells expressing proteins of interest was performed using panels of antibodies as follows: A) To assess the number of SSCs and their proliferation, all spermatogonia were identified using SALL4, then SALL4+ cells with GFRA1 and/or KI67 signals were counted. B) To assess the number of progenitor cells, all spermatogonia positive for both GILZ and SOX3 were counted. C) SOX9+ Sertoli cell nuclei were detected and counted using the Positive cell detection command in QuPath. A scaling range for each antibody was established based on settings that yielded no visible signal in the negative controls lacking primary antibody (secondary antibody only). Sertoli cell-only cords with no visible lumen and rete testis were excluded from all analyses.

### Flow cytometry

To generate single-cell suspensions from adult *Inha* WT and KO testes (without tumours, *Inha* KO ‘normal’ tubules only), dissected tissues were coarsely minced and washed with PBS, then digested with 1 mg/mL collagenase Type IV (Sigma-Aldrich) in DMEM medium (Gibco) and 50 μg/mL DNase I (Sigma-Aldrich). Tubule fragments were washed in PBS to deplete interstitial and peritubular myoid cells then dissociated with 0.25% trypsin/DMEM in the presence of DNase I and passed through a 70 μm cell strainer. For intracellular staining, cell suspensions were fixed in 4% PFA for 10 min at 37°C then permeabilized in methanol overnight at −20°C. Fixed and permeabilized cells were washed in PBS with 2% FCS then stained with the following antibodies diluted in PBS with 2% FCS: eFluor 450-conjugated anti-KI67 clone SolA15 (Thermo Fisher Scientific, 1:500, 48–5698–82, RRID:AB_11149124) and phycoerythrin (PE)-conjugated anti-KIT clone 2B8 (Thermo Fisher Scientific, 1:250, 12–1171–81, RRID:AB_465812), rabbit anti-mouse EOMES clone 1219A (R&D Systems, 1:1,000) and Alexa 647-conjugated anti-PLZF clone 9E12 (Hobbs et al., 2010). EOMES antibody was detected with Alexa 488-conjugated secondary antibody (Thermo Fisher Scientific and Jackson ImmunoResearch, 1:500). Cells were analysed on an LSR Fortessa (Monash Flowcore) and data processed with FlowJo software.

### Microdissection

Tissues were collected from decapsulated testes from *Inha* WT and KO mice aged between P53-55. Three discrete regions were microdissected from *Inha* KO testes: *Inha* KO ‘normal’ tubules (N), ‘tumour associated tubules’ (TAT), and tumour (TM) regions. *Inha* KO ‘normal’ seminiferous tubules were collected from areas distant from tumour regions. *Inha* KO tumour associated tubules ‘TAT’ and tumour regions ‘TM’, readily identified by the high level of vascularisation, were microdissected and snap frozen. To assess heterogeneity of multiple tumours within a single testis and between testes from the same animal, ‘normal’, ‘TAT’ and multiple ‘tumour’ regions from both testes of a single mouse were analysed.

### RNA sequencing

Testis tissues (18–100 mg) were homogenised using a syringe and 23G needle. RNA was isolated from *Inha* WT mouse testis tubules (*n* = 3), and *Inha* KO ‘normal’ (*n* = 4), ‘tumour associated tubules’ (*n* = 4) and tumour regions (*n* = 6) using the RNeasy Mini Kit (Qiagen) with on-column DNase treatment (RNase-free DNase Set, Qiagen) according to the manufacturer’s instructions. RNA integrity and concentration were assessed using the 2100 Bioanalyser (Agilent) prior to RNA sequencing (RIN values: 8.3–9.3). RNA-Seq was performed using a custom in-house multiplex method, modified from (Grubman et al., 2021) (MHTP Medical Genomics Facility). Briefly, samples were given a unique i7 index (together with UMI) during individual pA priming and first strand synthesis which also adds a template switch sequence to the 5′-end. Samples were then pooled and amplified using P7 and an oligo which binds the template switch sequence. Final library construction was completed by tagmentation and addition of P5 (with i5 index) by PCR. Sequencing was performed on an Illumina NSQ2k run with up to 101 nt SR (cDNA). An 18 nt i7 read contains the 8 nt index and 10 nt UMI and, where required, an 8 nt i5 index read is also generated.

Bioinformatics analysis was performed as follows: Raw fastq files were analysed using the nf-core/rnaseq pipeline (Ewels et al., 2020) using STAR aligner (RRID:SCR_004463) (Dobin et al., 2013) to map the raw reads to GRCm38 (*Mus musculus*) reference genome. Reads were quantified using Salmon (RRID:SCR_017036) (Patro et al., 2017) producing the raw genes count matrix. Alignment and transcript quantification were completed via the Laxy platform (Perry and Powell, 2020). Raw counts were exported to and analysed with Degust (RRID:SCR_001878) (Powell et al., 2019), a web tool which performs differential expression analysis using limma voom normalisation (Law et al., 2014), producing counts per million (CPM) library size normalisation and trimmed mean of M values (TMM) normalisation (Robinson and Oshlack, 2010) for RNA composition normalisation. This identified differentially expressed genes (DEGs) in WT and *Inha* KO ‘normal’ (N), tumour associated tubules (TAT) and tumour (TM) regions using the following criteria: false discovery rate (FDR) < 0.05, Abs log fold change (FC) > 1.5X. RNA-seq data are available via GSE236488.

To identify enriched biological themes, we performed DAVID analysis (RRID:SCR_001881) (Huang da et al., 2009a; Huang da et al., 2009b) which requires a list of <3,000 DEGs. To accommodate this requirement, FDR and Abs log FC values were adjusted for each group as follows: WT and KO N; FDR cut-off <0.05, Abs log FC > 1.5X, WT and KO TAT; FDR cut-off <0.01, Abs log FC > 1.5X, WT and KO TM; FDR cut-off <0.0001, Abs log FC > 3X. Ingenuity Pathway Analysis software (IPA, RRID:SCR_008653) (Qiagen, Hilden, Germany) was used to identify downstream Disease and Bio Functions in adult *Inha* KO N, TAT and TM samples compared to WT (Kramer et al., 2014). RNAseq data from each comparison was uploaded to the Ingenuity Knowledge Base (Genes Only) reference set, using Expr Fold Change range: < −3; > +3, and Expr *p*-value of 0.01. Significance calculated using the right-tailed Fisher’s exact test.

## Results

### Increased number and proliferation of SSCs and spermatogonia in adult *Inha* KO testes

In mice, genetic deletion of the *Inha* gene (*Inha* KO) results in testicular enlargement (Figures 1A,B), and development of focally invasive tumours by approx. 4 weeks of age (Figure 1A, arrow) (Matzuk et al., 1992; Matzuk et al., 1994; Coerver et al., 1996). Although reduced activin A levels during fetal life affect testis cord development (Archambeault and Yao, 2010; Moody et al., 2022), in adulthood elevated activin A bioactivity does not significantly affect average tubule perimeter in grossly ‘normal’ tubule cross-sections from *Inha* KO mice (Figure 1C). Given that spermatogonia reside on the basement membrane, all cell counts were normalised to tubule perimeter.

**FIGURE 1:**
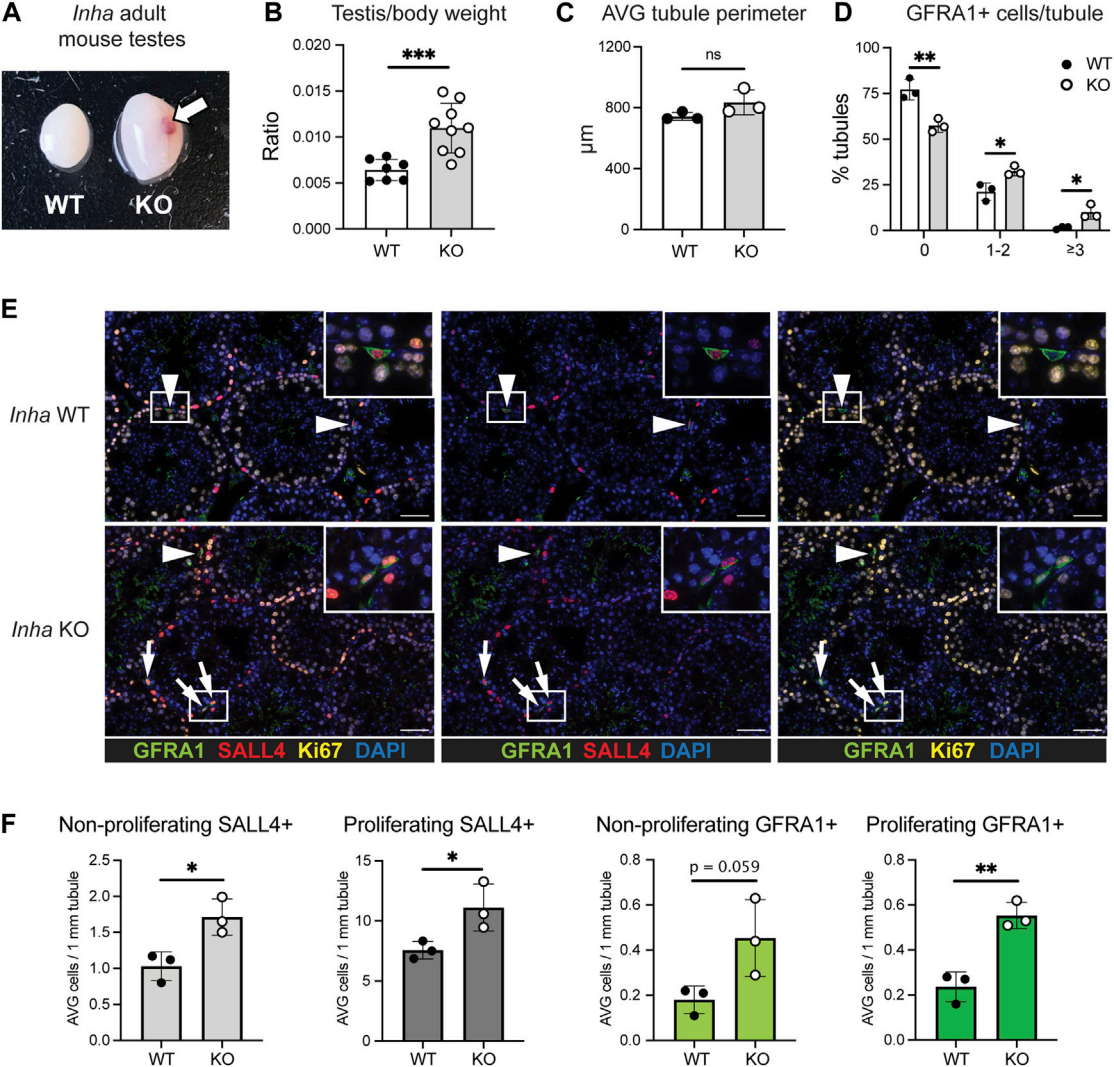
Increased number of proliferative SALL4+ and GFRA1+ spermatogonia in ‘normal’ tubules from adult *Inha* KO mouse testes. **(A)** Gross comparison of adult *Inha* WT and KO mouse testes. Haemorrhagic region indicated by arrow. **(B)** Testis/body weight ratio, **(C)** Average cord perimeter, and **(D)** Percentage of tubules with 0, 1-2, or ≥3 GFRA1+ cells/tubule in adult *Inha* WT and KO ‘normal’ testes. **(E)** Representative images of adult *Inha* WT and KO testes. White arrow heads indicate non-proliferating GFRA1+ spermatogonia; white arrows, proliferating GFRA1+ spermatogonia, scale bar = 50 µm. **(F)** Quantification of SALL4+ spermatogonia and GFRA1+ cell populations and their proliferation (KI67) status in adult (P48-50) *Inha* WT and KO testes. Tubule perimeter measurements and cell counting performed on *Inha* WT and KO adult animals (*n* = 194–304 tubule cross-sections from n = 3 animals/genotype). All graphs show mean ± SD. Significance determined using an unpaired two-tailed t-test, *p < 0.05, **p < 0.01, ***p < 0.001.

To understand the impact of chronically elevated activin A on spermatogonial populations, we first evaluated the incidence of SALL4+ (marks all spermatogonia, SPG), GFRA1+ (SSC-enriched population) and KI67+ (proliferation) cells in adult *Inha* KO ‘normal’ tubules. The percentage of tubule cross-sections containing no GFRA1+/SALL4+ cells was significantly lower, and those containing 1-2 or ≥3 GFRA1+/SALL4+ cells was significantly higher, compared to wildtype (WT) testes (Figure 1D). The overall abundance of SALL4+ SPG and GFRA1+/SALL4+ SPGs in *Inha* KO testes was significantly increased (by 50% and 140%, respectively), and each population exhibited a higher incidence of KI67+ cells, indicating enhanced proliferation (Figures 1E, F). Additionally, in WT testes, there was approximately 1 GFRA1+ cell per 21 SPGs, however in the KO testes, there was approximately 1 GFRA1+ cell per 13 SPGs, suggesting a higher proportion of SPG were SSCs in ‘normal’ tubule cross-sections of adult *Inha* KO mice compared to in WT controls.

Next, we characterised populations of SPG isolated from adult WT and *Inha* KO ‘normal’ testes (without visible tumours) by intracellular staining for PLZF, KIT and EOMES by flow cytometry (Chan et al., 2017; La et al., 2018b). Undifferentiated SPG are PLZF+/KIT- (population a), early differentiating (diff) SPG are PLZF+/KIT+ (b), and late differentiating SPG are PLZF^low^/KIT+ (c) (Figures 2A, B). The relative abundance of undiff SPG (a) and early diff SPG (b) was variable and not significantly altered, however late diff SPG (c) were significantly increased (Figure 2B), consistent with normal differentiation from an elevated population of undiff SPG. Primitive SPG are EOMES+ and were identified in the (a) undiff SPG population (Figure 2C) and intriguingly, the proportion of undiff cells that were EOMES+ was significantly decreased in *Inha* KO testes (Figure 2D). In agreement with our previous data, primitive and undiff SPG were more proliferative, as indicated by KI67 (Figures 2E, F). These data indicate long term exposure to elevated activin A levels leads to altered SSC and spermatogonial populations.

**FIGURE 2:**
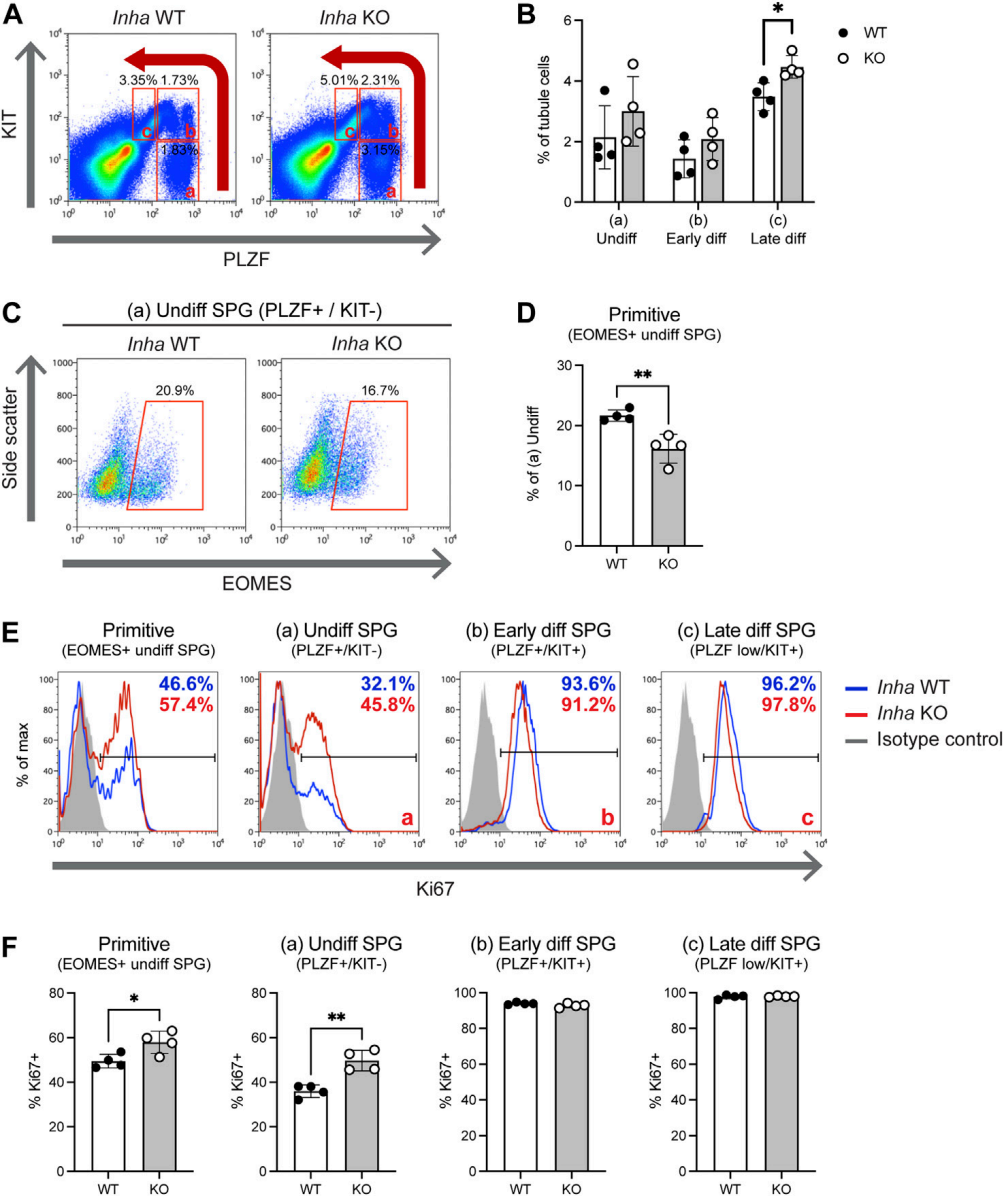
Flow cytometry analysis of testis tubule cells from adult *Inha* WT and KO ‘normal’ testes. **(A)** Gating strategy used to identify (a) undifferentiated SPG (PLZF+/KIT–), (b) early differentiating SPG (PLZF+/KIT+), and (c) late differentiating SPG (PLZF^low^/KIT+) cells. Percentages of cells within gates are indicated. **(B)** Graph showing subpopulations (a–c) of cells as a percentage of tubule cells (interstitial depleted). **(C)** Gating strategy for EOMES+ cells within the PLZF+/KIT- population. **(D)** Graph showing EOMES+ fraction as a percentage of (a) undifferentiated cells. **(E)** Representative flow cytometry and **(F)** graphs showing proportion of proliferating (KI67+) cells in populations from **(A)** and **(C)**. All graphs show mean percentage of cells in each population ± SD (*n* = 4 animals/genotype). Significance determined using a two-tailed unpaired t-test, *p < 0.05, **p < 0.01.

### Clusters of GFRA1+ spermatogonia in tubules adjacent to tumour regions

In WT testis cross-sections, GFRA1+ cells are relatively rare and often observed as isolated SPG on the basement membrane. Therefore, the finding of GFRA1+ cell clusters in seminiferous tubules adjacent to tumour regions (termed here ‘TAT’, for tumour associated tubules) was intriguing (Figures 3A–C). Theses clusters were frequently displaced from the basement membrane, and further examination revealed a high proportion of these cells were EOMES+ (Figure 3B, panels 1–2) and LIN28A– or LIN28A low (Figure 3C). EOMES expression identifies a discrete population of A_s_-A_pr_ spermatogonia (Sharma et al., 2019), and LIN28A is reported to be absent or weakly expressed in A_s_ and may be expressed at either low or high levels in A_pr_ spermatogonia (La et al., 2018b; Sharma and Braun, 2018; McAninch et al., 2020). Thus, this combination of staining (GFRA1+/EOMES+/LIN28A- or LIN28A low) indicates these clusters are comprised of A_s_ – A_pr_ spermatogonia. To establish if SSC clusters result from a failure to differentiate, we applied the progenitor marker SOX3 and the differentiation marker KIT. Both SOX3+ and KIT+ cells were present in TAT tubules (Supplementary Figure S1A, B) demonstrating SSC differentiation was occurring. Next, we reasoned that the relative proportion of SOX3+ cells compared to GFRA1+ SPGs would be significantly reduced if SSC differentiation was impeded, so we quantified SOX3+/GILZ+ cells in WT, *Inha* KO N and TAT tubules (Figure 3E). In *Inha* KO ‘normal’ N tubules (Figure 3E, purple bars) compared to WT, the average tubule perimeter was not different, the average number of GFRA1+ cells/1 mm tubule perimeter was significantly increased in *Inha* KO N tubules, however SOX3+ cell numbers were unchanged. In *Inha* KO TAT tubules (Figure 3E, orange bars), the average tubule perimeter was reduced compared to WT and KO N, consistent with tubules exhibiting severely disrupted spermatogenesis. The average number of GFRA1+ cells/1 mm tubule perimeter was further increased in TAT tubules, compared to WT and KO N, while SOX3+ cells were also significantly increased. The ratio of SOX3+/GFRA1+ cell was significantly lower in *Inha* KO N and TAT tubules compared to WT, suggesting SSC differentiation is suppressed in *Inha* KO testes (Figure 3E). Thus, the presence of clusters of A_undiff_ resembling primitive SSCs along with a proportional decrease in progenitors indicates SSC differentiation is hindered in TAT tubules.

**FIGURE 3:**
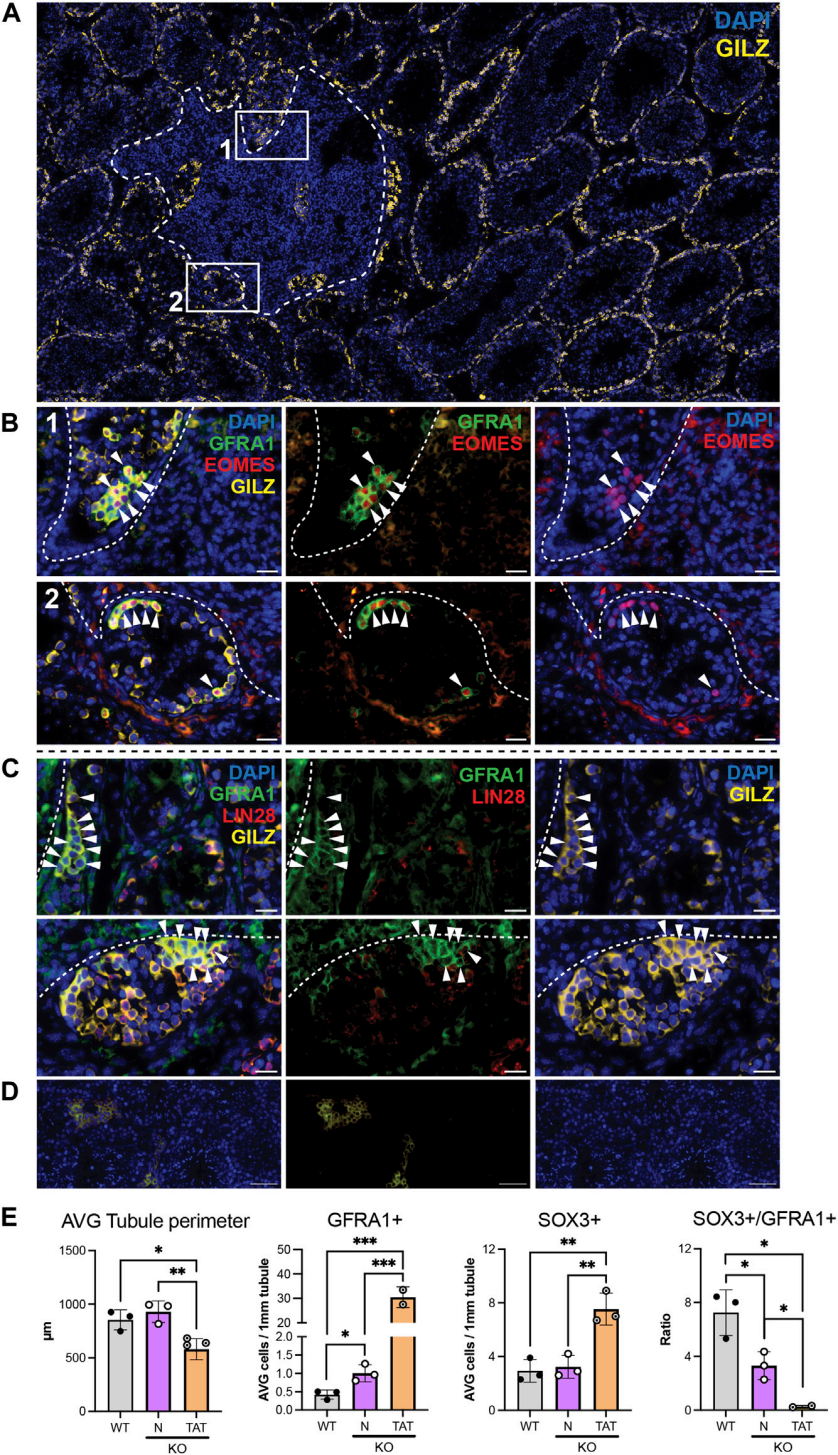
Tubules adjacent to stromal tumour regions are associated with clusters of cells with SSC characteristics. **(A)** Representative image of tumour region (white dashed line) in adult *Inha* KO testes. Numbered boxes show location of tumour associated tubules (designated TAT) (in B) relative to tumorigenic region. **(B)** Representative images showing clusters of GFRA1+/EOMES+ cells. White arrow heads indicate GFRA1+/EOMES+/GILZ+ spermatogonia. **(C)** High density GFRA1+ cells are LIN28– or low. White arrow heads indicate GFRA1+/LIN28-/GILZ+ spermatogonia. **(D)** Representative negative control images. Scale bars: main image = 200 μm, panels **(B–C)** = 20 μm, negative control panels = 50 µm. **(E)** Graphs show average (AVG) tubule perimeter (µm), AVG number of GFRA1+ cells and SOX3+ cells/mm tubule perimeter, and ratio of SOX3+/GFRA1+ cells in *Inha* WT (grey bars) and KO ‘normal’ (N, purple bars) and TAT tubules (orange bars). All graphs show mean ± SD (n = 3/genotype). Significance determined using a two-tailed unpaired t-test, *p < 0.05, **p < 0.01, ***p < 0.001.

### Transcriptional dysregulation of seminiferous tubules increases in parallel with tumour proximity

Previous histological analyses described *Inha* KO tumours as undifferentiated gonadal stromal tumours derived from cells of the Sertoli cell lineage (Matzuk et al., 1992; Matzuk et al., 1994) that are positive for GATA4 (Sertoli cell nuclei) (Haverfield et al., 2017). 

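RNAseq libraries were made from testis pieces of 3 *Inha* WT and 3 *Inha* KO animals. Each WT animal (79783, 79811 and 79852) gave 1 library. KO animals 79781 and 79853 each gave 1 N, 1 TAT and 1 TM library. KO animal 79813 gave N and TAT libraries from each testis, 1 TM library from testis 1 and 3 TM libraries from separate tumours of testis 2. The groups thus held 3 WT, 4 N, 4 TAT and 6 TM libraries.
*Inha*, which encodes the inhibin alpha subunit and is the gene removed in the KO animals (ENSMUSG00000032968, chromosome 1 of GRCm38, 75507077 to 75510366), had a level of 62.9, 70.5 and 64.3 CPM in the 3 WT animals. It was 1.55, 0.510 and 0.840 CPM in N, 1.57, 1.73 and 1.41 CPM in TAT and 3.20, 4.25 and 5.24 CPM in TM of the 3 KO animals, below every WT animal. Which part of the gene the allele lacks is not given in the sources used here, and reads from a part that remains would not test the genotype.
The paper gives an age of P53 to P55 and the sample labels postnatal day 48 to 52. RNA was primed at the poly(A) tail with a unique molecular identifier, and whether duplicate reads were removed is not given in the sources used here. The authors mapped reads with STAR to GRCm38. The paper names Salmon for the counts and the submitters' processing notes name featureCounts. The values are estimated counts for 23362 genes, mostly whole with decimals in some genes, and are not normalized. Their total per library was 6349358 to 35454195 in WT, 24739160 to 32382283 in N, 17413667 to 25065616 in TAT and 9139835 to 18995984 in TM. The shallowest library was that of WT animal 79783. All floors given for genes at 0 cover counting error only.
For each animal and region the counts of all libraries were summed and rounded, since pieces of one animal are not independent, which left 12 summed libraries with n = 3 animals per group. Levels are CPM (counts scaled by library size) after trimmed mean of M values (TMM) scaling, as mean ± SD over 3 animals. Genes were kept by edgeR's filterByExpr and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment. Regions of the KO animals were compared in their 9 summed libraries with the animal as a block, while the WT libraries are of other animals and were compared without pairing. A gene was called changed at an adjusted p under 0.05 and a fold change above 1.5, the thresholds of the study. Log2 fold changes are those of this fit.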

To explore the molecular features of these tumours in *Inha* KO testes, we performed RNAseq on *Inha* WT tubules, microdissected *Inha* KO ‘normal’ (N), tumour associated tubules (TAT) and tumour regions (TM) (Figure 4A). The presence of multiple tumours within a single testis (Figure 4B) allowed tumour heterogeneity to be compared across 3 independent animals, as well as within a single animal and a single testis (Figure 4C). A multidimensional scaling (MDS) plot (Figure 4D) identified that all 4 groups were transcriptionally distinct from each other, indicating the microdissection was effective at separating distinct regions. 

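On the first MDS dimension the WT libraries lay at -2.49 to -2.40 (3 libraries), N at -1.68 to -1.59 (4 libraries), TAT at -0.96 to 0.74 (4 libraries) and TM at 1.73 to 3.94 (6 libraries), with no overlap between the regions. This dimension held 32.4% of the variance and the second 10.4%. Within TAT the libraries differed by animal. On the first dimension those of KO animal 79813 lay at -0.96 and -0.85, that of animal 79781 at 0.03 and that of animal 79853 at 0.74. By the distance over all dimensions both TAT libraries of KO animal 79813 were nearest to the N library of animal 79853, and the TAT library of animal 79853 to a TM library of animal 79813, while each other library was nearest to one of its own group. WT animal 79783 stood apart from the other WT animals on the second dimension, at 3.47. The plot was computed from the log2 CPM of the 500 genes that differed most between each pair of the 17 libraries.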

To examine the degree of tumour heterogeneity, the coefficient of determination (R^2^ value) of the global transcriptome (CPM of ∼22,000 genes/sample) was calculated between samples from each group (WT and *Inha* KO ‘N’, ‘TAT’ and ‘TM’, including single tumours from multiple animals (multiple animals), tumours from both testes from the same animal (single animal, both testes), and tumours within a single testis (single animal, single testis) (Figure 4E). 

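The squared Pearson correlation (R2) of CPM over all genes was computed for every pair of libraries of a group. WT animals 79811 and 79852 gave an R2 of 0.964. WT animal 79783, with the shallowest library, gave 0.838 with animal 79811 and 0.872 with animal 79852. The mean over the 3 WT pairs was 0.891 ± 0.0651 (SD). These correlations are across genes, which are not independent replicates, and pairs share libraries, so no test was made between groups of pairs.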

The overall heterogeneity of WT testis samples was low, with R^2^ values between 0.84–0.96. In *Inha* KO testes, heterogeneity was even lower in ‘normal’ tubules and in tumours found within a single animal (R^2^ values: 0.93–0.99), suggesting a high degree of transcriptional similarity between focal tumours within testes from an individual mouse. 

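Among N libraries, R2 was 0.962 to 0.987 over the 5 pairs from separate KO animals (mean 0.974 ± 0.0114, SD) and 0.969 between the testes of animal 79813. The 3 tumours of testis 2 of animal 79813 gave 0.930 to 0.971 (3 pairs, mean 0.947 ± 0.0211). Each of them against the tumour of testis 1 of the same animal gave 0.949 to 0.970 (3 pairs, mean 0.959 ± 0.0107). All tumour pairs from a single mouse come from this animal, so they give no spread between mice.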

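Between tumours of separate animals R2 was 0.669 to 0.953 over 9 pairs (mean 0.817 ± 0.108, SD). The tumour of KO animal 79781 gave 0.953 with a tumour of animal 79813 and 0.836 with the tumour of animal 79853. The lowest value, 0.669, was between animal 79853 and testis 1 of animal 79813. With testis 1 as the only tumour of animal 79813, the pairs of separate animals gave 0.669, 0.836 and 0.916. These match both ends of the range of the paper, which compared single tumours of multiple animals. The value of 0.953 came from a tumour of testis 2. TAT libraries of separate animals gave 0.797 to 0.937 (5 pairs), and those from both testes of animal 79813 gave 0.971.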

The greatest heterogeneity was observed between tumours from multiple animals (R^2^ values: 0.67–0.92). During the course of cancer development, cellular heterogeneity generally increases (Marusyk and Polyak, 2010), therefore this heterogeneity may reflect the varying severity of the tumours analysed.

**FIGURE 4:**
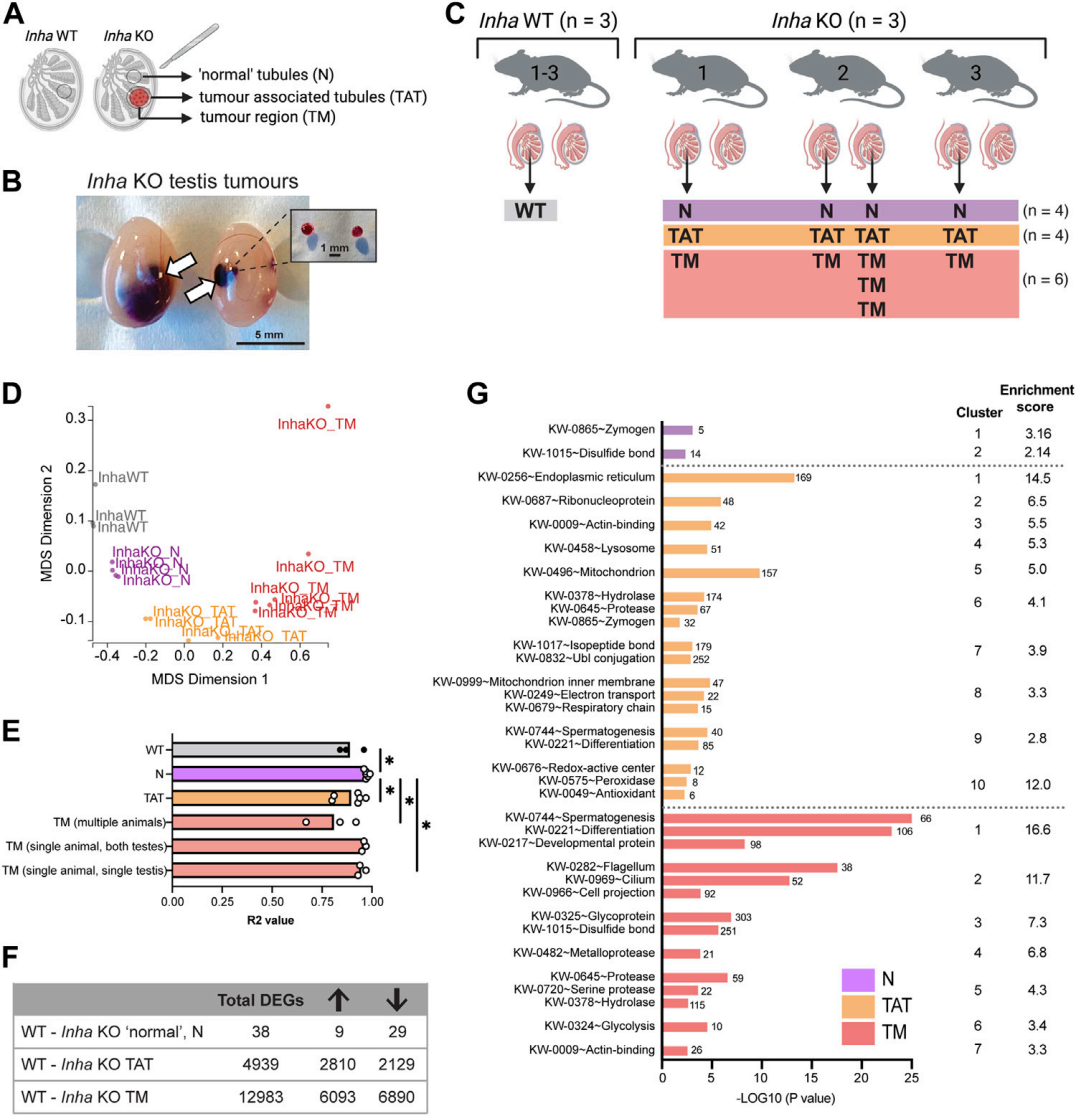
Transcriptional analyses of *Inha* WT and microdissected *Inha* KO ‘normal’ (N), tumour associated tubules (TAT) and tumour (TM) regions. **(A)** Diagram illustrating *Inha* WT and KO ‘normal’ N, TAT and TM regions. **(B)** Single and multiple tumours in *Inha* KO adult testes, *in situ* and after dissection. **(C)** Experimental overview of sample collections and microdissected regions; *Inha* WT tubules (grey) and *Inha* KO ‘normal’ N (purple), *Inha* KO ‘tumour associated tubules’ TAT (orange), *Inha* KO ‘tumours’ TM (red) (N = 3-6 samples/group). **(D)** MDS Dimension plot demonstrating groups are transcriptionally distinct from each other. **(E)** Coefficient of determination (R^2^ values) indicates the degree of similarity between biological replicates in each group and shows *Inha* KO TMs from multiple animals are most transcriptionally heterogeneous. Calculations performed on CPM for the entire RNAseq dataset (∼22,000 genes). **(F)** Table showing the total number of differentially expressed genes (DEGs) for each KO region relative to the WT control (FDR <0.05, Abs logFC >1.5X). Arrows indicate number of DEGs increased and decreased. **(G)** Graph shows top biological processes (UniProt keyword) affected in *Inha* KO ‘normal’, TAT and TM regions identified using DAVID analysis.

Overall, we found that compared with *Inha* WT controls, the number of differentially expressed genes (DEGs) in each KO group increased in parallel with tumour proximity (Figure 4F). 

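Against WT, 4 genes were higher and 4 lower in N, 2850 higher and 912 lower in TAT, and 5501 higher and 6062 lower in TM, of 19791 genes tested (n = 3 animals per group, edgeR). The spermatid list, genes of haploid germ cells, had a median log2 fold change of -0.42 in N, -1.69 in TAT and -3.89 in TM. The extracellular matrix list had medians of 1.04, 2.64 and 3.43, and the granulosa cell list, genes of the ovarian follicle, 1.77, 4.25 and 6.42. The Leydig cell list, genes of the steroid-producing interstitial cells, had -3.30, -2.44 and -2.47. Haemoglobin and other red blood cell genes had 0.29, 2.43 and 5.99.
In N, 1502 genes had an unadjusted p under 0.05, against 989.5 by chance. The count in N was 3 without WT animal 79783 or 79852, 1 without KO animal 79781 and 15 without KO animal 79853. In TAT it was 778 without KO animal 79781, 2162 without WT animal 79852 and 2326 without KO animal 79853. With limma-voom on 17 libraries, the method of the study, the N count was 38, and with DESeq2 214. The TAT count was 2514 higher and 1792 lower with RLE size factors, and 4220 higher and 582 lower when scaled by total library size. In TM total library size gave 6643 higher and 5372 lower, and the fit of only the 2 groups 4633 and 4473, so which direction holds more genes in TM depends on the method.

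**Figure D1:**
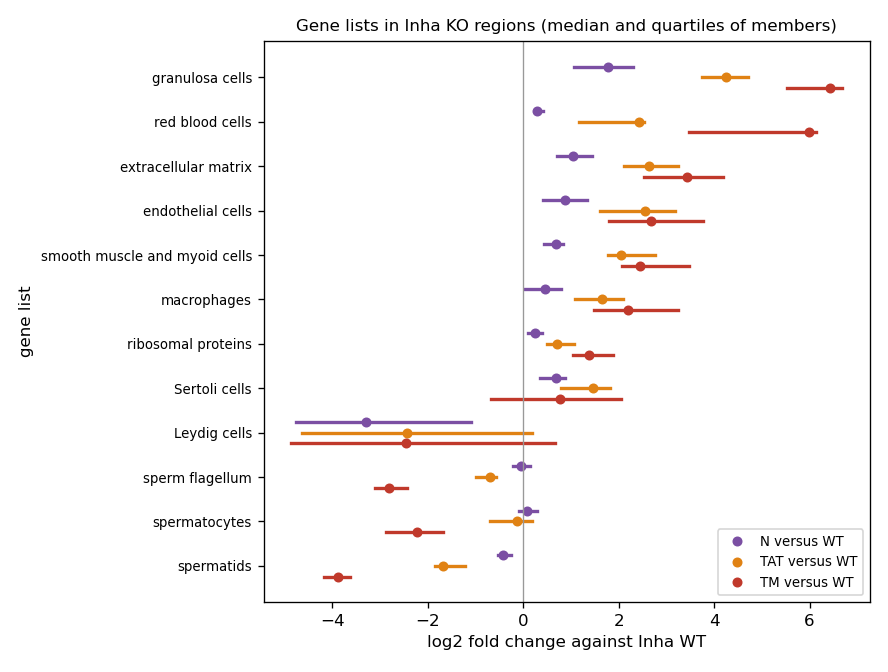
Median (point) and quartiles (line) of the log2 fold changes of the members of 12 gene lists in N, TAT and TM against *Inha* WT, from counts of 3 animals per group. The spermatid medians lie at -0.42, -1.69 and -3.89 and the granulosa cell medians at 1.77, 4.25 and 6.42.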

As expected, *Inha* was significantly decreased in all *Inha* KO groups and *Inhba* (encoding activin A) was increased in both the TAT and TM groups (Supplementary Figure S2). 

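*Inha* fell in every KO region, with a log2 fold change of -6.13 (standard error 0.42, edgeR adjusted p = 8.13e-05) in N, -5.38 (standard error 0.41, edgeR adjusted p = 1.24e-04) in TAT and -3.96 (standard error 0.38, edgeR adjusted p = 3.29e-05) in TM. *Inhba*, which encodes the activin A subunit (ENSMUSG00000041324, chromosome 13 of GRCm38, 16011851 to 16031621), had a level of 15.8 ± 3.04 CPM in WT, 60.0 ± 15.3 CPM in N, 434 ± 432 CPM in TAT and 1591 ± 683 CPM in TM (mean ± SD, n = 3 animals). It rose in TAT by 4.78 (standard error 0.74, edgeR adjusted p = 0.00188) and in TM by 6.66 (standard error 0.81, edgeR adjusted p = 7.27e-05) on the log2 scale, and its value in N was 1.93 (standard error 0.66, edgeR adjusted p = 0.519). *Inhbb*, which encodes the activin B subunit, rose in TAT (log2 fold change 3.61, standard error 0.66) and TM (log2 fold change 5.46, standard error 0.72). *Fst*, which encodes the activin antagonist follistatin (ENSMUSG00000021765, chromosome 13 of GRCm38, 114452290 to 114458951), rose by 5.18 (standard error 0.77, edgeR adjusted p = 0.00164) in TAT and 7.36 (standard error 0.84, edgeR adjusted p = 5.34e-05) in TM. The related antagonist *Fstl3* rose by 2.13 (standard error 0.25) and 1.99 (standard error 0.25), and the activin receptor *Acvr2b* by 2.50 (standard error 0.46) and 3.17 (standard error 0.48). The receptor *Acvr2a* fell in TM (log2 fold change -1.38, standard error 0.43, edgeR adjusted p = 0.0149). *Acvr2a* in TM did not pass the test without WT animal 79783 or KO animal 79781 or 79853 (log2 fold changes -0.93, -1.13 and -1.34). *Inhba* in N passed the test with only the 2 groups in the fit (log2 fold change 1.96), and *Acvr2a* in TM did not pass the test with limma-voom and the animal as a random block or only the 2 groups in the fit (log2 fold changes -0.86 and -1.33).
Of 14 tested genes of the activin pathway, 7 were higher and 1 lower (9 higher and 1 lower when adjusted over the list alone) in TAT, and 10 were higher and 2 lower in TM (10 higher and 2 lower when adjusted over the list alone). The lower gene in TAT was *Inha*, and those in TM were *Inha* and *Acvr2a*. *Inha* is the gene removed in the KO animals, so its fall is no response of the pathway. Of 12 genes that activin or TGFβ induces in many tissues, 5 were higher in TAT and 8 in TM, and none was lower (6 and 8 when adjusted over the list alone). Among them *Pmepa1*, an inhibitor of TGFβ signalling, rose by 3.09 (standard error 0.29) in TAT and 4.13 (standard error 0.30) in TM, and *Ctgf*, a matricellular growth factor, by 2.08 (standard error 0.55) and 2.43 (standard error 0.56). *Ctgf* in TAT did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes 1.32 to 2.40).

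**Figure D2:**
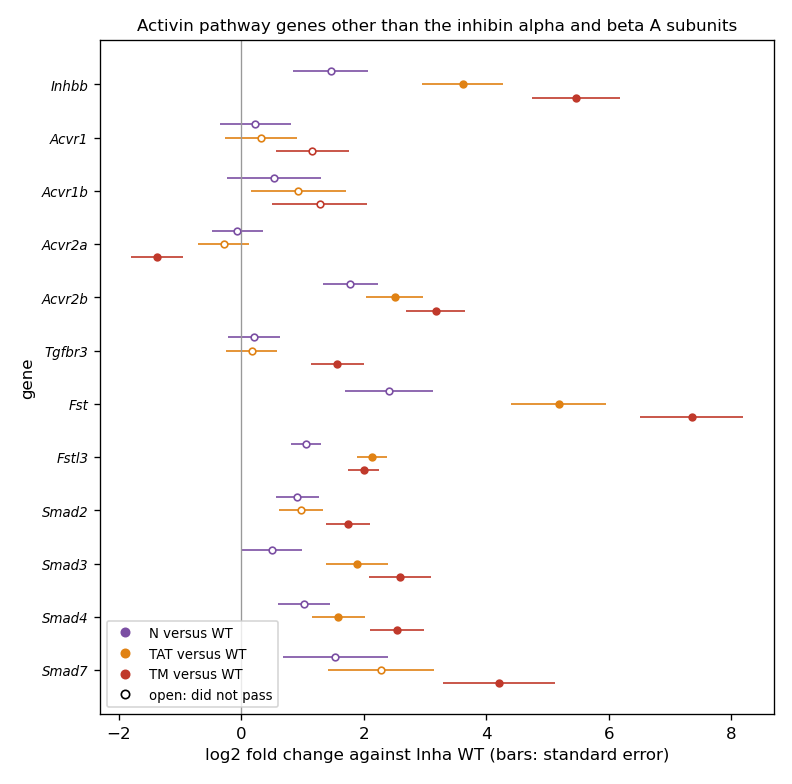
Log2 fold change against *Inha* WT (points) with its standard error (bars) of 12 activin pathway genes in N, TAT and TM, from 3 animals per group. Filled points passed the test and open points did not. *Fst* lies at 5.18 in TAT and 7.36 in TM, and *Acvr2a* at -1.38 in TM.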

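*Robo4*, a receptor of vascular endothelial cells (ENSMUSG00000032125, chromosome 9 of GRCm38, 37401897 to 37415115), rose in N by 7.52 (standard error 0.73, edgeR adjusted p = 0.00207) on the log2 scale, from 0.0269 ± 0.0244 CPM in WT to 7.16 ± 3.49 CPM in N (mean ± SD, n = 3 animals). *Tnfrsf12a*, the receptor of the cytokine TWEAK, rose by 3.09 (standard error 0.38, edgeR adjusted p = 0.0113) and *Bok*, a member of the BCL2 family of cell death regulators, by 2.18 (standard error 0.29, edgeR adjusted p = 0.0158). Among the genes that fell, *Agt* encodes angiotensinogen (log2 fold change -3.43, standard error 0.44, edgeR adjusted p = 0.0137) and *Ephx1* microsomal epoxide hydrolase (log2 fold change -2.87, standard error 0.31, edgeR adjusted p = 0.00487). *Robo4* in N did not pass the test without KO animal 79781 (log2 fold change 7.54), and *Tnfrsf12a* and *Bok* in N did not pass the test without WT animal 79783 or 79852 or KO animal 79781 (log2 fold changes 2.06 to 3.11). *Agt* in N did not pass the test without WT animal 79783 or 79852 or KO animal 79781 (log2 fold changes -3.48, -3.50 and -3.57), and *Ephx1* in N did not pass the test without KO animal 79781 (log2 fold change -3.06). *Tnfrsf12a* in N did not pass the test with the limma-voom method of the study or limma-voom and the animal as a random block (log2 fold changes 3.03 and 3.07), and *Bok* in N did not pass the test with the limma-voom method of the study (log2 fold change 2.15). *Agt* in N did not pass the test with only testis 1 of KO animal 79813 (log2 fold change -3.36).
*Cyp17a1*, the enzyme of androgen synthesis that makes dehydroepiandrosterone (ENSMUSG00000003555, chromosome 19 of GRCm38, 46667165 to 46673172), fell from 170.2 ± 64.5 to 9.55 ± 1.47 CPM (log2 fold change -4.16, standard error 0.62, edgeR adjusted p = 0.0496). *Insl3*, a peptide hormone of Leydig cells (ENSMUSG00000079019, chromosome 8 of GRCm38, 71689214 to 71690575), had 3175 ± 1712 CPM in WT and 284 ± 31.3 CPM in N (log2 fold change -3.48, standard error 0.62, edgeR adjusted p = 0.127). *Hsd17b3*, the enzyme that makes testosterone (ENSMUSG00000033122, chromosome 13 of GRCm38, 64058266 to 64089230), had 16.3 ± 8.55 and 0.932 ± 0.480 CPM (log2 fold change -4.15, standard error 0.90, edgeR adjusted p = 0.223). In all 3 WT animals *Insl3*, *Cyp17a1* and *Hsd17b3* lay above all 3 KO animals. *Cyp17a1* in N did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 or 79813 (log2 fold changes -4.38 to -3.82), and *Insl3* in N passed the test without KO animal 79853 (log2 fold change -3.48). *Cyp17a1* in N did not pass the test with thinned counts (log2 fold change -4.04), and *Insl3* in N passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2, no filter on low counts and only the 2 groups in the fit (log2 fold changes -3.53 to -3.29). *Hsd17b3* in N passed the test with the limma-voom method of the study, pieces as replicates in edgeR, DESeq2 and only the 2 groups in the fit (log2 fold changes -4.61 to -4.16).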

In *Inha* KO ‘normal’ testis tubules, there were 38 DEGs compared to *Inha* WT testes (FDR <0.05, absolute fold change ≥1.5, Supplementary Table S1) including key Leydig cell-associated genes (*Insl3*, *Cyp17a1*, *Hsd17b3*, decreased 3 to 5-fold). Using publicly available testis single-cell RNAseq datasets (Hermann et al., 2018; Tan et al., 2020b), we found 37% (14/38) of the DEGs are normally exclusively expressed in Leydig cells and all were decreased, including several members of the kallikrein 1-related peptides (*Klk1b22*, *Klk1b21*, *Klk1b24*, *Klk1b27*, decreased ∼ 5-fold). 

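*Klk1b22*, *Klk1b21*, *Klk1b24* and *Klk1b27*, serine proteases of a tissue kallikrein gene cluster on chromosome 7, had 7.94 ± 7.02, 38.5 ± 23.9, 21.7 ± 14.4 and 22.5 ± 13.4 CPM in WT and 0.149 ± 0.243, 0.776 ± 0.272, 0.641 ± 0.538 and 0.746 ± 0.912 CPM in N (mean ± SD, n = 3 animals). Their log2 fold changes were -5.86 (standard error 1.62, edgeR adjusted p = 0.378), -5.63 (standard error 1.23, edgeR adjusted p = 0.224), -5.11 (standard error 1.04, edgeR adjusted p = 0.170) and -4.95 (standard error 1.26, edgeR adjusted p = 0.294). These paralogs are similar in sequence, so how reads were divided among them is uncertain. *Klk1b21* in N passed the test without KO animal 79853 (log2 fold change -5.96). *Klk1b22*, *Klk1b24* and *Klk1b27* in N passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, DESeq2 and only the 2 groups in the fit (log2 fold changes -7.26 to -4.97). *Klk1b21* in N passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2 and only the 2 groups in the fit (log2 fold changes -5.83 to -5.62).
Of 14 Leydig cell genes tested, *Cyp17a1* alone fell in N over all genes, and 11 fell when adjusted over the list alone. The list moved down against all other genes (camera adjusted p = 4.86e-20, and adjusted p = 0.0461 with an estimated correlation). The list holds *Insl3*, *Cyp17a1*, *Hsd17b3*, *Klk1b21*, *Klk1b22*, *Klk1b24* and *Klk1b27*, which the paper names as decreased in these samples. The result for the list is thus not independent evidence of a decrease. The Leydig cell list in N held 0 changed members without WT animal 79783, 79811 or 79852 or KO animal 79781 or 79813 and 3 without KO animal 79853.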

The reduced expression of all Leydig cell-specific DEGs in the *Inha* KO testes most likely reflects their reduced number (Matzuk et al., 1992). 

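*Hsd3b1*, an enzyme early in steroid synthesis (ENSMUSG00000027871, chromosome 3 of GRCm38, 98852194 to 98859794), had 80.2 ± 11.9 CPM in WT and 101 ± 4.68 CPM in N (mean ± SD, n = 3 animals), a log2 fold change of 0.34 (standard error 0.44, edgeR adjusted p = 0.981). *Cyp11a1*, the first enzyme of steroid synthesis, had -0.55 (standard error 0.36, edgeR adjusted p = 0.834) and the luteinizing hormone receptor *Lhcgr* 1.20 (standard error 0.66, edgeR adjusted p = 0.757). Lists of other interstitial and wall cells had positive medians in N. The macrophage list had a median log2 fold change of 0.45, the endothelial list 0.87 and the myoid list 0.69 in N, and the Sertoli list, cells inside the tubule, 0.68. Of 18 Sertoli genes 2 were higher when adjusted over the list alone. These medians kept their sign with RLE size factors and with total library size.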

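Beyond *Klk1b21*, *Klk1b22*, *Klk1b24* and *Klk1b27*, the kallikrein 1-related family also held genes with smaller differences in N. *Klk1b8* (ENSMUSG00000063089, chromosome 7 of GRCm38, 43950664 to 43954941) had 497 ± 119 CPM in WT and 292 ± 59.7 CPM in N (mean ± SD, n = 3 animals), a log2 fold change of -0.76 (standard error 0.46, edgeR adjusted p = 0.797). *Klk1b9* had -0.29 (standard error 0.37) and *Klk1b26* -0.40 (standard error 0.62). Over the 12 family members tested the median log2 fold change was -0.73, and 4 were lower when adjusted over the list alone, none over all genes (edgeR). In TAT 6 members fell and in TM 11 (8 and 11 when adjusted over the list alone). *Klk1b8* fell by 2.26 (standard error 0.48, edgeR adjusted p = 0.00753) in TAT and *Klk1b26* fell by 4.31 (standard error 0.71, edgeR adjusted p = 3.61e-04) in TM. *Klk1b8* in TAT did not pass the test without KO animal 79781 (log2 fold change -2.19). The kallikrein family in TAT held 2 changed members without KO animal 79781 and 3 without WT animal 79811, and the kallikrein family in N held 1 changed member without KO animal 79853.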

DAVID analysis identified the top affected biological processes to be enriched for the terms ‘Zymogen’, referring to the enzymatically inactive precursor of mostly proteolytic enzymes, and ‘Disulphide bond’, both of which include the kallikrein 1-related peptide genes (Figure 4G, purple bars). To further understand features of the KO ‘normal’ regions, Ingenuity Pathway Analyses (IPA) was employed and identified cellular movement, immune cell trafficking, inflammatory response, lipid metabolism and cancer in the top 20 diseases and bio functions (Supplementary Table S2). Importantly, these indicate the pathways influenced by the subtle transcriptional changes occurring in the *Inha* KO N tubules, which precede their evolution into the more severe phenotypes evident in TAT and TM regions.

The TAT samples comprised seminiferous tubules and interstitial areas bordering tumour regions. In this group, 4,939 DEGs were identified compared to WT control testis (Supplementary Table S1). 

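*Bmp3*, a member of the bone morphogenetic protein family (ENSMUSG00000029335, chromosome 5 of GRCm38, 98854415 to 98884396), rose by 7.57 (standard error 0.91, edgeR adjusted p = 8.76e-04) on the log2 scale, from 0.0979 ± 0.0992 to 26.5 ± 20.3 CPM (mean ± SD, n = 3 animals). *Nppc*, which encodes C-type natriuretic peptide, rose by 5.68 (standard error 0.95, edgeR adjusted p = 0.00257), the chemokine *Cxcl14* by 5.66 (standard error 0.65, edgeR adjusted p = 8.08e-04) and *Ahsg*, which encodes fetuin-A, by 5.91 (standard error 0.81, edgeR adjusted p = 0.00134). The Wnt modulators *Dkk3* and *Sfrp4* rose by 5.44 (standard error 0.96) and 5.07 (standard error 0.85), and the BMP antagonist *Grem1* by 4.85 (standard error 0.81). *Nppc* and *Grem1* in TAT did not pass the test with the limma-voom method of the study or limma-voom and the animal as a random block (log2 fold changes 3.93 to 4.79).
*Bhmt*, an enzyme of methionine synthesis, fell in TAT (log2 fold change -3.19, standard error 0.53, edgeR adjusted p = 0.00254), as did *Lcn2*, an iron-binding lipocalin (log2 fold change -2.74, standard error 0.62, edgeR adjusted p = 0.0103). *Spatc1* and *Spata32*, genes of developing sperm, fell as well (log2 fold changes -2.98, standard error 0.66, and -2.79, standard error 0.65). Of 6 tested red blood cell genes, 5 were higher and 1 lower (5 higher and 1 lower when adjusted over the list alone). *Hbb-bs*, a beta globin, rose by 2.61 (standard error 0.37, edgeR adjusted p = 0.00143). *Lcn2*, *Spatc1* and *Spata32* in TAT did not pass the test without KO animal 79781 (log2 fold changes -3.09, -2.77 and -2.71).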

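Genes of the endoplasmic reticulum stress response moved both ways in TAT. Of 20 tested members, 5 were higher and 3 lower (5 higher and 4 lower when adjusted over the list alone). *Pdia4*, a protein disulphide isomerase of the ER (ENSMUSG00000025823, chromosome 6 of GRCm38, 47796141 to 47813430), rose from 47.2 ± 3.69 to 115 ± 26.3 CPM (mean ± SD, n = 3 animals), a log2 fold change of 1.29 (standard error 0.24, edgeR adjusted p = 0.00435). *Xbp1*, a transcription factor of this response, rose by 1.51 (standard error 0.29, edgeR adjusted p = 0.00437). *Herpud1* and *Dnajb9*, of the degradation of misfolded ER proteins, fell (log2 fold changes -1.41, standard error 0.22, edgeR adjusted p = 0.00195, and -1.15, standard error 0.29, edgeR adjusted p = 0.0185). *Pdia4* and *Xbp1* in TAT did not pass the test without KO animal 79781 (log2 fold changes 1.31 and 1.42), and *Dnajb9* in TAT did not pass the test without WT animal 79783 or KO animal 79781 or 79853 (log2 fold changes -0.99, -1.26 and -0.93). The ER stress list in TAT held 2 changed members without KO animal 79781 and 5 without WT animal 79783 or KO animal 79853.
Of 81 nuclear genes of oxidative phosphorylation 21 rose and none fell (21 higher and 0 lower when adjusted over the list alone). The cytochrome c oxidase subunit *Cox8a* rose by 1.77 (standard error 0.26, edgeR adjusted p = 0.00154) and *Ndufa4* by 1.78 (standard error 0.27, edgeR adjusted p = 0.00166). Of 13 genes of the mitochondrial genome 8 rose and none fell (9 higher and 0 lower when adjusted over the list alone), such as *mt-Nd1* (log2 fold change 1.04, standard error 0.20, edgeR adjusted p = 0.00459). *mt-Nd1* in TAT did not pass the test without KO animal 79781 (log2 fold change 1.01). The oxidative phosphorylation list in TAT held 4 changed members without KO animal 79781 and 9 without WT animal 79852 or KO animal 79853. The mitochondrial genome list in TAT held 0 changed members without KO animal 79781, 3 without WT animal 79852 or KO animal 79853 and 4 without WT animal 79811.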

DAVID analysis revealed significant enrichment for terms including endoplasmic reticulum (ER), ribosomal proteins and mitochondrion (Figure 4G, orange bars). During tumorigenesis, the high proliferation rate of cancerous cells requires increased ER protein assembly, folding and transport, which can induce physiological ER stress (Chen and Cubillos-Ruiz, 2021), and increased mitochondrial metabolism (Lee et al., 2022). 

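Of 87 tested genes of cytosolic ribosomal proteins, 40 were higher and none was lower (51 higher and 1 lower when adjusted over the list alone) in TAT (camera adjusted p = 2.09e-09, and adjusted p = 0.459 with an estimated correlation). *Rps3*, of the small subunit (ENSMUSG00000030744, chromosome 7 of GRCm38, 99477896 to 99483738), rose from 165 ± 29.1 to 553 ± 193 CPM (mean ± SD, n = 3 animals), a log2 fold change of 1.75 (standard error 0.27, edgeR adjusted p = 0.00172). *Rpl10a*, *Rpl36a* and *Rpl39*, of the large subunit, rose by 1.70 (standard error 0.27), 2.98 (standard error 0.39) and 2.96 (standard error 0.39). Of 77 mitochondrial ribosomal proteins 17 rose and 1 fell (19 higher and 1 lower when adjusted over the list alone). *Mrpl14* rose by 1.47 (standard error 0.26, edgeR adjusted p = 0.00333) and *Mrps36*, which fell, had -0.68 (standard error 0.18, edgeR adjusted p = 0.0237). All 30 ribosomal and 5 mitoribosomal genes that the study lists for TAT were higher here (median log2 fold change 1.11). They were chosen on these samples and are not independent evidence of a direction. The wider ribosomal and mitoribosomal lists were counted on the same samples without leaving such genes out. Their counts and the camera test are thus no independent test of the paper's statement. Of all 19791 genes tested in TAT, 2850 were higher and 912 lower. In the same TAT libraries *Tssk6*, a kinase of spermatids, fell (log2 fold change -2.37, standard error 0.51, edgeR adjusted p = 0.00796). *Mrps36* in TAT did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes -0.73 to -0.60), and *Tssk6* in TAT did not pass the test without KO animal 79781 (log2 fold change -2.29). *Mrps36* in TAT did not pass the test with total library size (log2 fold change -0.40). The ribosomal list in TAT held 7 changed members without KO animal 79781, 16 without KO animal 79853 and 24 without WT animal 79852. The mitoribosomal list in TAT held 2 changed members without KO animal 79781, 5 without KO animal 79853, 6 without WT animal 79852 and 9 without WT animal 79811.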

Our data showing 30 ribosomal and 5 mitoribosomal transcripts were significantly increased in TAT samples (Supplementary Table S1) provides evidence that organelles in cells near to these testicular tumours have adopted a stress-response phenotype. In agreement with this, IPA analyses, identified Metabolic disease in the top 20 Disease and Bio Function categories (Supplementary Table S2).

In the tumour regions (TM), we identified 12983 DEGs *versus* WT testis (Supplementary Table S1) associated with UniProt keywords such as spermatogenesis, cell differentiation, motile cilium and metalloprotease (Figure 4G, red bars, DAVID analysis). 

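Of 43 tested genes of the sperm tail, 37 were lower and none was higher (0 higher and 37 lower when adjusted over the list alone) in TM. *Tekt2*, a tektin of the axoneme (ENSMUSG00000028845, chromosome 4 of GRCm38, 126322121 to 126325688), went from 262 ± 59.1 to 23.5 ± 23.1 CPM (mean ± SD, n = 3 animals), a log2 fold change of -3.46 (standard error 0.58, edgeR adjusted p = 3.86e-04). *Cfap43* and the dynein gene *Dnah7b* had -2.84 (standard error 0.45) and -2.64 (standard error 0.40).
Metalloproteases, here all ADAM, ADAMTS and MMP genes, moved both ways, with 21 of 58 higher and 21 lower (21 higher and 21 lower when adjusted over the list alone). Of all 19791 genes tested in TM, 5501 were higher and 6062 lower (58.4% changed), so changes both ways are not particular to this list. *Mmp11* and *Mmp23*, matrix metalloproteases, rose by 4.80 (standard error 0.38, edgeR adjusted p = 2.11e-05) and 5.74 (standard error 0.77, edgeR adjusted p = 1.18e-04), and *Adamts2*, which processes procollagen, by 4.48 (standard error 0.40, edgeR adjusted p = 2.97e-05). Genes with the largest differences included *Esr2*, which encodes oestrogen receptor beta (log2 fold change 9.76, standard error 1.11, edgeR adjusted p = 5.12e-05), the Notch target *Hey2* (log2 fold change 8.28, standard error 1.37, edgeR adjusted p = 3.53e-04) and *Adm*, which encodes adrenomedullin (log2 fold change 8.20, standard error 1.34, edgeR adjusted p = 3.39e-04). Of 6 red blood cell genes 5 rose, *Hba-a1* from 46.2 ± 11.7 to 3172 ± 1509.9 CPM.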

IPA analysis further identified the top Disease and Bio Functions as Cancer, Organismal Injury, and Abnormalites, and Endocrine System disorder (Supplementary Table S2). Reproductive related categories included Reproductive System Disease and Reproductive System Development and Function (Supplementary Table S2). This confirms the tumour regions assume a transcriptional landscape consistent with disease and loss of spermatogenesis.

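All 24 spermatid genes tested were lower in TM. *Tssk6*, a kinase of late spermatids (ENSMUSG00000047654, chromosome 8 of GRCm38, 69902184 to 69903518), fell from 827 ± 53.7 to 33.8 ± 26.9 CPM (mean ± SD, n = 3 animals), a log2 fold change of -4.61 (standard error 0.56, edgeR adjusted p = 7.27e-05). *Crem*, a transcription factor of haploid germ cells, had -2.83 (standard error 0.38, edgeR adjusted p = 1.12e-04) and *Catsper1*, a sperm calcium channel, -3.71 (standard error 0.50, edgeR adjusted p = 1.24e-04). Of 20 tested spermatocyte genes, 16 were lower and none was higher (0 higher and 16 lower when adjusted over the list alone), such as the germ cell glycolytic enzyme *Pgk2* (log2 fold change -3.78, standard error 0.55, edgeR adjusted p = 1.77e-04) and the meiotic cyclin *Ccna1* (log2 fold change -3.63, standard error 0.67, edgeR adjusted p = 7.35e-04). In TAT 10 spermatid genes fell and none rose (0 higher and 18 lower when adjusted over the list alone). No spermatocyte gene passed the test there, and their median log2 fold change, -0.12, changed sign between scalings. Over all alternatives 0 to 5 of them were called lower and 0 to 1 higher, the most with only the 2 groups in the fit. The spermatocyte list in TM held 10 changed members without KO animal 79781, and the spermatid list in TAT held 0 changed members without KO animal 79781, 1 without WT animal 79852, 3 without WT animal 79783 or 79811 and 21 without KO animal 79813. The spermatocyte list in TAT held 2 changed members without KO animal 79813.
From the TM genes and the terms enriched among them, the paper concludes that the tumour regions have a transcriptional landscape that fits disease and a loss of spermatogenesis.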

### *Inha* KO tumours possess some Sertoli cell features and have a striking steroidogenic phenotype

To investigate the cellular composition and transcriptional landscape of *Inha* KO tumours, we used 1) cell-specific transcripts to explore the relative proportion of testis cell types (germline, immune, Leydig, Sertoli, endothelial, and peritubular myoid cells) within the tumours (Figure 5), 2) immunofluorescence to examine the *in situ* distribution of these cell types (Figure 6), and 3) H&E staining to examine the cytological features and arrangement of cells within the tumours (Figure 7). Cell-specific transcripts, identified from single-cell RNAseq datasets of adult mouse testis (Hermann et al., 2018), allowed us to assess the representation of each cell type within the tumours. 

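*Sall4*, a transcription factor of undifferentiated spermatogonia (ENSMUSG00000027547, chromosome 2 of GRCm38, 168748332 to 168767943), had 3.57 ± 1.64 CPM in WT, 5.51 ± 2.97 CPM in N and 8.38 ± 0.216 CPM in TAT (mean ± SD, n = 3 animals). Its log2 fold change was 0.66 (standard error 0.70, edgeR adjusted p = 0.962) in N and 1.26 (standard error 0.71, edgeR adjusted p = 0.224) in TAT. *Zbtb16*, which encodes PLZF (ENSMUSG00000066687, chromosome 9 of GRCm38, 48654297 to 48836222), had 3.07 ± 1.01, 3.41 ± 1.43 and 7.81 ± 1.53 CPM, with 0.18 (standard error 0.51, edgeR adjusted p = 0.998) in N and 1.37 (standard error 0.52, edgeR adjusted p = 0.0810) in TAT. Of 17 tested genes of undifferentiated spermatogonia, *Tsc22d3*, which encodes GILZ, and *Upp1*, a uridine phosphorylase, rose in TAT (log2 fold changes 1.14, standard error 0.25, edgeR adjusted p = 0.00974, and 3.31, standard error 0.91, edgeR adjusted p = 0.0257) and none fell (2 higher and 0 lower when adjusted over the list alone). Of 7 genes of differentiating spermatogonia, *Stra8*, which is induced by retinoic acid, rose (log2 fold change 2.41, standard error 0.45, edgeR adjusted p = 0.00387), as did the DNA methyltransferase *Dnmt3b* (log2 fold change 1.06, standard error 0.26, edgeR adjusted p = 0.0162). *Tsc22d3* in TAT did not pass the test without KO animal 79781 (log2 fold change 1.09), and *Upp1* in TAT did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes 3.07 to 3.75). *Dnmt3b* in TAT did not pass the test without WT animal 79852 or KO animal 79781 or 79853 (log2 fold changes 0.95, 1.05 and 0.96). *Zbtb16* in TAT passed the test with DESeq2, total library size and only the 2 groups in the fit (log2 fold changes 1.26, 1.64 and 1.40). *Upp1* in TAT did not pass the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR or only testis 1 of KO animal 79813 (log2 fold changes 3.17 to 3.39).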

As expected, undifferentiated SPG markers (*Sall4*, *Plzf*) generally increased (mean CPM) in KO N, and TAT (Supplementary Table S2) consistent with our IF counting data. 

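In TM, *Sall4* had 11.7 ± 8.97 CPM, with 2.01, 13.4 and 19.7 CPM in the 3 animals, and a log2 fold change of 1.74 (standard error 0.71, edgeR adjusted p = 0.0515) against WT. *Zbtb16* had 7.94 ± 4.54 CPM, with 4.29, 13.0 and 6.48 CPM in the 3 animals, and rose by 1.40 (standard error 0.52, edgeR adjusted p = 0.0333). Of 17 tested genes of undifferentiated spermatogonia, 6 were higher and 1 lower (6 higher and 1 lower when adjusted over the list alone). Of all genes tested in TM 58.4% were changed. The higher members include *Plaur*, which was at 0 counts in WT and N, the tissues with ongoing spermatogenesis. The count thus does not show by itself that cells of the tumours are spermatogonia. *Lin28a*, an RNA-binding protein of stem and progenitor cells, rose by 3.73 (standard error 1.10, edgeR adjusted p = 0.0115), and *Id4*, an inhibitor of DNA binding that marks spermatogonial stem cells, fell (log2 fold change -2.26, standard error 0.44, edgeR adjusted p = 0.00103). *Dmrtb1*, which guards the entry into meiosis, fell as well (log2 fold change -3.17, standard error 0.66, edgeR adjusted p = 0.00143). *Sall4* in TM passed the test without KO animal 79781 (log2 fold change 2.23), and *Zbtb16* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79813 (log2 fold changes 1.25, 1.28 and 0.92). *Lin28a* in TM did not pass the test without KO animal 79781 (log2 fold change 3.17). *Sall4* in TM passed the test with pieces as replicates in edgeR, DESeq2, RLE size factors, total library size, no filter on low counts and only testis 1 of KO animal 79813 (log2 fold changes 1.76 to 2.07), and *Zbtb16* in TM did not pass the test with only the 2 groups in the fit (log2 fold change 1.45). *Lin28a* in TM did not pass the test with limma-voom and the animal as a random block (log2 fold change 2.73).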

In the TM samples, these transcripts were elevated and highly variable. While this may reflect germ cell remnants present within these regions, SALL4 staining was low/absent, therefore the significance of these results in the context of the tumours is currently unclear. Germ cell markers (*Ddx4*, *Sycp3*) were significantly reduced in tumours, indicating the paucity of germ cells in these areas (Figure 5A). 

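*Ddx4*, an RNA helicase of germ cells (ENSMUSG00000021758, chromosome 13 of GRCm38, 112598333 to 112652475), had 489 ± 16.7 CPM in WT, 413 ± 46.4 CPM in N, 326 ± 67.9 CPM in TAT and 77.9 ± 64.0 CPM in TM (mean ± SD, n = 3 animals). It fell in TM (log2 fold change -2.65, standard error 0.46, edgeR adjusted p = 4.77e-04), while its log2 fold change was -0.24 (standard error 0.43, edgeR adjusted p = 0.998) in N and -0.59 (standard error 0.43, edgeR adjusted p = 0.355) in TAT. *Sycp3*, of the synaptonemal complex of meiotic chromosomes (ENSMUSG00000020059, chromosome 10 of GRCm38, 88459569 to 88473236), had 541 ± 116 CPM in WT, 643 ± 74.6 CPM in N, 541 ± 83.6 CPM in TAT and 142 ± 129 CPM in TM. It fell in TM (log2 fold change -1.93, standard error 0.49, edgeR adjusted p = 0.00487). The meiotic cohesin genes *Smc1b* and *Stag3* fell in TM as well, with log2 fold changes of -2.18 (standard error 0.41) and -2.81 (standard error 0.54). *Sycp3* in TM did not pass the test without KO animal 79781 (log2 fold change -1.63).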

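*Cx3cr1*, the fractalkine receptor of monocytes and macrophages (ENSMUSG00000052336, chromosome 9 of GRCm38, 119901616 to 120069879), had 4.07 ± 1.59 CPM in WT, 4.05 ± 1.34 CPM in N, 16.2 ± 6.51 CPM in TAT and 19.4 ± 8.57 CPM in TM (mean ± SD, n = 3 animals). It rose in TAT (log2 fold change 1.98, standard error 0.48, edgeR adjusted p = 0.0142) and TM (log2 fold change 2.24, standard error 0.48, edgeR adjusted p = 0.00184). *Csf1r*, the receptor of colony stimulating factor 1 (ENSMUSG00000024621, chromosome 18 of GRCm38, 61100598 to 61132149), had 4.92 ± 0.622 CPM in WT, 8.51 ± 1.29 CPM in N, 15.2 ± 2.42 CPM in TAT and 17.9 ± 8.09 CPM in TM and rose in TAT (log2 fold change 1.63, standard error 0.37, edgeR adjusted p = 0.0103) and TM (log2 fold change 1.87, standard error 0.37, edgeR adjusted p = 0.00110). Of 20 tested macrophage genes, 10 were higher and none was lower (13 higher and 1 lower when adjusted over the list alone) in TAT, and 13 were higher and 1 lower in TM (15 higher and 1 lower when adjusted over the list alone). *Lyz2*, which encodes lysozyme, rose by 2.41 (standard error 0.30) in TAT and 4.05 (standard error 0.32) in TM. *Aif1*, a calcium-binding protein that spermatids also express, fell in TM (log2 fold change -2.63, standard error 0.50, edgeR adjusted p = 8.93e-04). *Hba-a1*, an alpha globin, rose in the same TAT libraries (log2 fold change 2.54, standard error 0.37, edgeR adjusted p = 0.00154). Of 9 lymphocyte genes, *Cd3d* fell in TAT and TM (log2 fold changes -1.50, standard error 0.47, and -3.02, standard error 0.50) and no other passed the test. *Cx3cr1* in TAT did not pass the test without WT animal 79852 or KO animal 79781 (log2 fold changes 1.76 and 1.60), and *Csf1r* in TAT did not pass the test without KO animal 79781 (log2 fold change 1.51). *Cd3d* in TAT did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes -1.63 to -1.18). *Cd3d* in TAT did not pass the test with total library size (log2 fold change -1.24). The macrophage list in TAT held 2 changed members without KO animal 79781, and the lymphocyte list in TAT held 0 changed members without WT animal 79783, 79811 or 79852 or KO animal 79781 or 79853. The lymphocyte list in TM held 2 changed members without WT animal 79852 or KO animal 79853.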

Immune cell markers (*Cx3cr1*, *Csf1r*) were increased in TAT and TM groups, consistent with immune cell infiltrates being a common feature (Figure 5B). 

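*Insl3* fell in TAT (log2 fold change -3.90, standard error 0.63, edgeR adjusted p = 0.00229) and TM (log2 fold change -5.09, standard error 0.67, edgeR adjusted p = 1.07e-04), to 213 ± 74.6 and 93.3 ± 69.3 CPM (mean ± SD, n = 3 animals). *Klk1b21* (ENSMUSG00000066516, chromosome 7 of GRCm38, 44102328 to 44106583) fell in TAT (log2 fold change -4.88, standard error 1.18, edgeR adjusted p = 0.0144) and TM (log2 fold change -4.20, standard error 1.15, edgeR adjusted p = 0.00779). *Cyp11a1*, the cholesterol side-chain cleavage enzyme (ENSMUSG00000032323, chromosome 9 of GRCm38, 58006411 to 58027023), had 138 ± 29.4 CPM in WT, 94.7 ± 8.33 CPM in N, 345 ± 168 CPM in TAT and 695 ± 244 CPM in TM and rose in TAT (log2 fold change 1.32, standard error 0.37, edgeR adjusted p = 0.0271) and TM (log2 fold change 2.33, standard error 0.38, edgeR adjusted p = 3.39e-04). *Hsd17b3* had 5.76 ± 2.60 CPM in TAT and 3.98 ± 3.34 CPM in TM, with log2 fold changes of -1.51 (standard error 0.80, edgeR adjusted p = 0.197) and -2.02 (standard error 0.81, edgeR adjusted p = 0.0481), the latter past the threshold. In the Leydig cell list *Hsd3b1*, *Cyp11a1* and *Lhcgr* were higher in TAT and 7 members lower (of 14), and *Prlr*, the prolactin receptor, joined the higher genes in TM with 9 lower (3 higher and 7 lower in TAT and 4 and 9 in TM when adjusted over the list alone). *Lhcgr* rose by 2.73 (standard error 0.69, edgeR adjusted p = 0.0169) in TAT and 4.13 (standard error 0.72, edgeR adjusted p = 5.01e-04) in TM. *Insl3* in TAT did not pass the test without KO animal 79781 (log2 fold change -3.80), and *Klk1b21* in TAT did not pass the test without WT animal 79811 or KO animal 79781 (log2 fold changes -4.25 and -5.24). *Cyp11a1* in TAT did not pass the test without WT animal 79783 or 79852 or KO animal 79781 or 79853 (log2 fold changes 0.96 to 1.28), and *Hsd17b3* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes -2.15 to -1.49). *Lhcgr* in TAT did not pass the test without WT animal 79783 or 79852 or KO animal 79781 (log2 fold changes 2.42, 2.34 and 2.53). *Prlr* in TM did not pass the test without KO animal 79781. *Cyp11a1* in TAT did not pass the test with the limma-voom method of the study (log2 fold change 0.95), and *Hsd17b3* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block and only the 2 groups in the fit (log2 fold changes -2.11, -2.14 and -1.48). *Hsd17b3* in TM did not pass the test with total library size, only the 2 groups in the fit or only testis 1 of KO animal 79813 (log2 fold changes -1.71, -1.96 and -1.86). The Leydig cell list in TAT held 3 changed members without KO animal 79781.

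**Figure D3:**
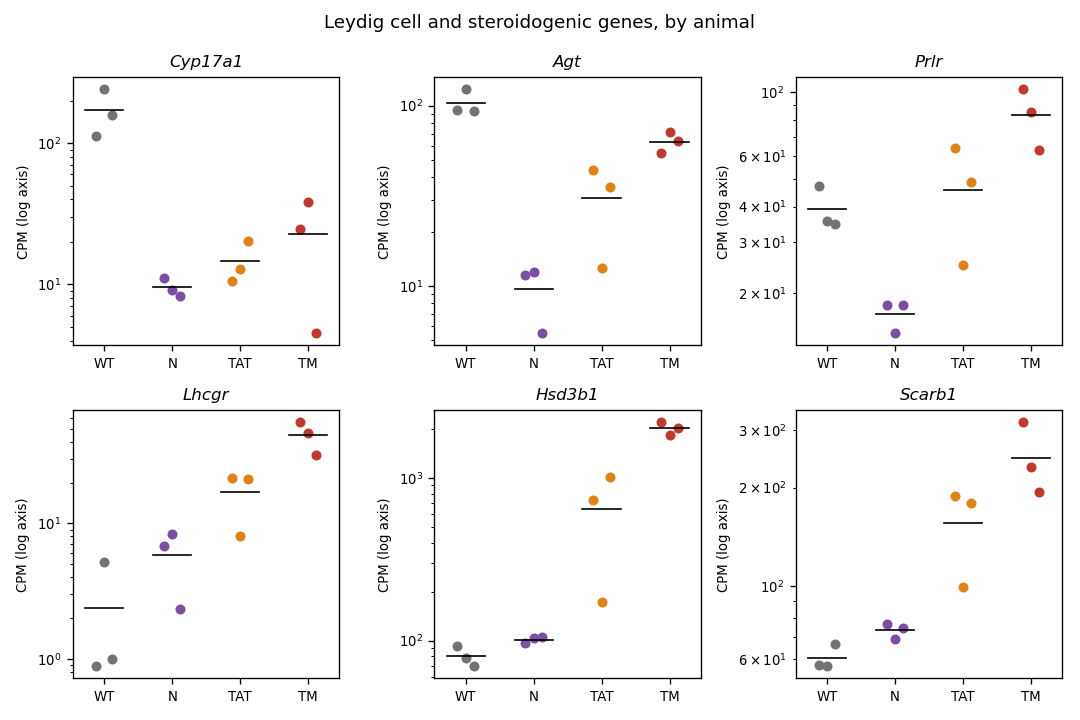
Level in CPM (log axis) of *Cyp17a1*, *Agt*, *Prlr*, *Lhcgr*, *Hsd3b1* and *Scarb1* in WT, N, TAT and TM. Each point is 1 animal (3 per group) and the line is their mean. Mean *Lhcgr* is 2.37, 5.82, 16.9 and 44.7 CPM, and mean *Cyp17a1* 170.2, 9.55, 14.6 and 22.6 CPM.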

Intriguingly, Leydig cell transcripts exhibited two distinct profiles; *Insl3* and *Klk1b21* were strongly decreased in all KO groups compared with WT, in accord with reduced Leydig cell number and/or function, however steroidogenic markers such as *Cyp11a1* and *Hsd17b3* were increased in TAT and TM groups indicating these regions display a steroidogenic phenotype (Figure 5C). Interestingly, certain Sertoli cell specific transcripts (*Sox9*, *Gata1*, *Rhox8*, *Cst12*) were increased in TAT, likely reflecting a proportional increase in Sertoli cells due to a decrease in germ cells but were not significantly different in TM regions compared to WT (Figure 5D). 

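*Sox9*, a transcription factor of Sertoli cells (ENSMUSG00000000567, chromosome 11 of GRCm38, 112782224 to 112787760), had 42.4 ± 14.6 CPM in WT and 116 ± 31.3 CPM in TAT (mean ± SD, n = 3 animals), a log2 fold change of 1.45 (standard error 0.58, edgeR adjusted p = 0.0995). *Gata1*, a zinc finger transcription factor (ENSMUSG00000031162, chromosome X of GRCm38, 7959260 to 7978071), had 0.59 (standard error 0.86, edgeR adjusted p = 0.648) in TAT and -1.14 (standard error 0.87, edgeR adjusted p = 0.275) in TM. *Rhox8*, a homeobox gene (ENSMUSG00000064137, chromosome X of GRCm38, 37874778 to 37878944), had 1.48 (standard error 0.49, edgeR adjusted p = 0.0521) in TAT and 1.06 (standard error 0.48, edgeR adjusted p = 0.0761) in TM. *Cst12*, a cystatin (ENSMUSG00000027443, chromosome 2 of GRCm38, 148789361 to 148793546), had 1.14 (standard error 0.47, edgeR adjusted p = 0.104) in TAT and -0.67 (standard error 0.46, edgeR adjusted p = 0.221) in TM. None of the values of *Sox9*, *Gata1*, *Rhox8* and *Cst12* passed the test. Of 18 tested Sertoli cell genes, 6 were higher and none was lower (7 higher and 1 lower when adjusted over the list alone) in TAT, among them *Ctsl*, which encodes cathepsin L (log2 fold change 1.86, standard error 0.26, edgeR adjusted p = 0.00145), and *Kitl*, which encodes stem cell factor (log2 fold change 3.06, standard error 0.50, edgeR adjusted p = 0.00231). *Pgk2*, a germ cell enzyme, had -1.40 (standard error 0.50) in the same libraries. *Sox9* in TAT passed the test without KO animal 79853 (log2 fold change 1.60), and *Rhox8* and *Cst12* in TAT passed the test without KO animal 79813 or 79853 (log2 fold changes 1.10 to 1.65). *Rhox8* in TM passed the test without KO animal 79853 (log2 fold change 1.52), and *Cst12* in TM passed the test without KO animal 79813 (log2 fold change -1.42). *Pgk2* in TAT passed the test without KO animal 79813 (log2 fold change -1.57). *Sox9* in TAT passed the test with pieces as replicates in edgeR, total library size and only the 2 groups in the fit (log2 fold changes 1.45, 1.73 and 1.48). *Rhox8* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2, total library size, no filter on low counts, only the 2 groups in the fit, only testis 1 of KO animal 79813 and thinned counts (log2 fold changes 1.34 to 1.76). *Rhox8* in TM passed the test with pieces as replicates in edgeR, DESeq2, total library size and thinned counts (log2 fold changes 1.05 to 1.39). *Cst12* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, total library size, only the 2 groups in the fit and only testis 1 of KO animal 79813 (log2 fold changes 1.12 to 1.42). *Cst12* in TM passed the test with only testis 1 of KO animal 79813 (log2 fold change -1.09). *Pgk2* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2, RLE size factors, no filter on low counts, only the 2 groups in the fit, only testis 1 of KO animal 79813 and thinned counts (log2 fold changes -1.54 to -1.28). The Sertoli cell list in TAT held 3 changed members without KO animal 79781 and 11 without KO animal 79853.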

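*Pecam1*, an adhesion molecule of endothelial cells (ENSMUSG00000020717, chromosome 11 of GRCm38, 106654217 to 106750628), rose in TAT (log2 fold change 2.38, standard error 0.73, edgeR adjusted p = 0.0386) and TM (log2 fold change 2.70, standard error 0.73, edgeR adjusted p = 0.00736). *Icam2*, another endothelial adhesion molecule, rose by 3.54 (standard error 0.94, edgeR adjusted p = 0.0212) in TAT and 3.80 (standard error 0.94, edgeR adjusted p = 0.00442) in TM, *Kazald1* by 2.82 (standard error 0.50) and 2.21 (standard error 0.49), and *Ctla2a*, a protease inhibitor, by 4.73 (standard error 0.85) and 6.37 (standard error 0.90). Of 15 tested genes of the endothelial list, 8 were higher and none was lower (11 higher and 0 lower when adjusted over the list alone) in TAT, and 11 rose in TM (11 when adjusted over the list alone). *Plvap*, of endothelial diaphragms, rose by 6.00 (standard error 0.97) in TM. *Pecam1* in TAT did not pass the test without WT animal 79783 or 79852 or KO animal 79781 or 79853 (log2 fold changes 2.07 to 2.40), and *Icam2* in TAT did not pass the test without WT animal 79811 or 79852 or KO animal 79781 (log2 fold changes 3.37, 3.28 and 2.98). *Pecam1* and *Ctla2a* in TAT did not pass the test with the limma-voom method of the study or limma-voom and the animal as a random block (log2 fold changes 2.15 to 4.93). The endothelial list in TAT held 2 changed members without KO animal 79781, 4 without WT animal 79852 and 5 without KO animal 79853.
*Acta2*, the smooth muscle actin of peritubular myoid cells (ENSMUSG00000035783, chromosome 19 of GRCm38, 34241090 to 34255590), had 65.5 ± 14.6 CPM in WT, 123 ± 24.9 CPM in N, 549 ± 447 CPM in TAT and 957 ± 559 CPM in TM (mean ± SD, n = 3 animals) and rose in TAT (log2 fold change 3.06, standard error 0.62, edgeR adjusted p = 0.00604) and TM (log2 fold change 3.87, standard error 0.64, edgeR adjusted p = 3.71e-04). *Lsp1*, an actin-binding protein, rose by 3.52 (standard error 0.62) and 3.71 (standard error 0.62) and *Fbxl22*, an F-box protein, by 2.15 (standard error 0.66) and 3.51 (standard error 0.69). Of 12 tested genes of the myoid list, 7 were higher and none was lower (11 higher and 1 lower when adjusted over the list alone) in TAT, and 10 rose in TM while *Actg2*, a smooth muscle actin, fell (log2 fold change -1.44, standard error 0.34, edgeR adjusted p = 0.00333). *Hbb-bt*, a beta globin, rose in the same regions (log2 fold changes 2.50, standard error 0.36, and 6.14, standard error 0.42). *Fbxl22* in TAT did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes 1.16 to 2.45). *Fbxl22* in TAT did not pass the test with the limma-voom method of the study, limma-voom and the animal as a random block, only testis 1 of KO animal 79813 or thinned counts (log2 fold changes 1.56 to 2.12). The myoid list in TAT held 3 changed members without KO animal 79781 and 4 without WT animal 79783 or 79852, and the myoid list in TM held 7 changed members without KO animal 79781.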

Endothelial (*Pecam1*, *Icam2*, *Kazald1*, *Ctla2a*) (Figure 5E) and peritubular myoid cell (*Acta2*, *Lsp1*, *Serpine1*, *Fbxl22*) (Figure 5F) transcripts were significantly increased in TAT and TM groups compared to WT. These likely reflect both the increased vascularisation, which is common in testicular germ cell tumours (TGCT) and tumours in general (Silvan et al., 2010; Ribatti and Pezzella, 2021), and an increase in the myoid cells that contribute to the seminiferous tubule basement membrane.

**FIGURE 5:**
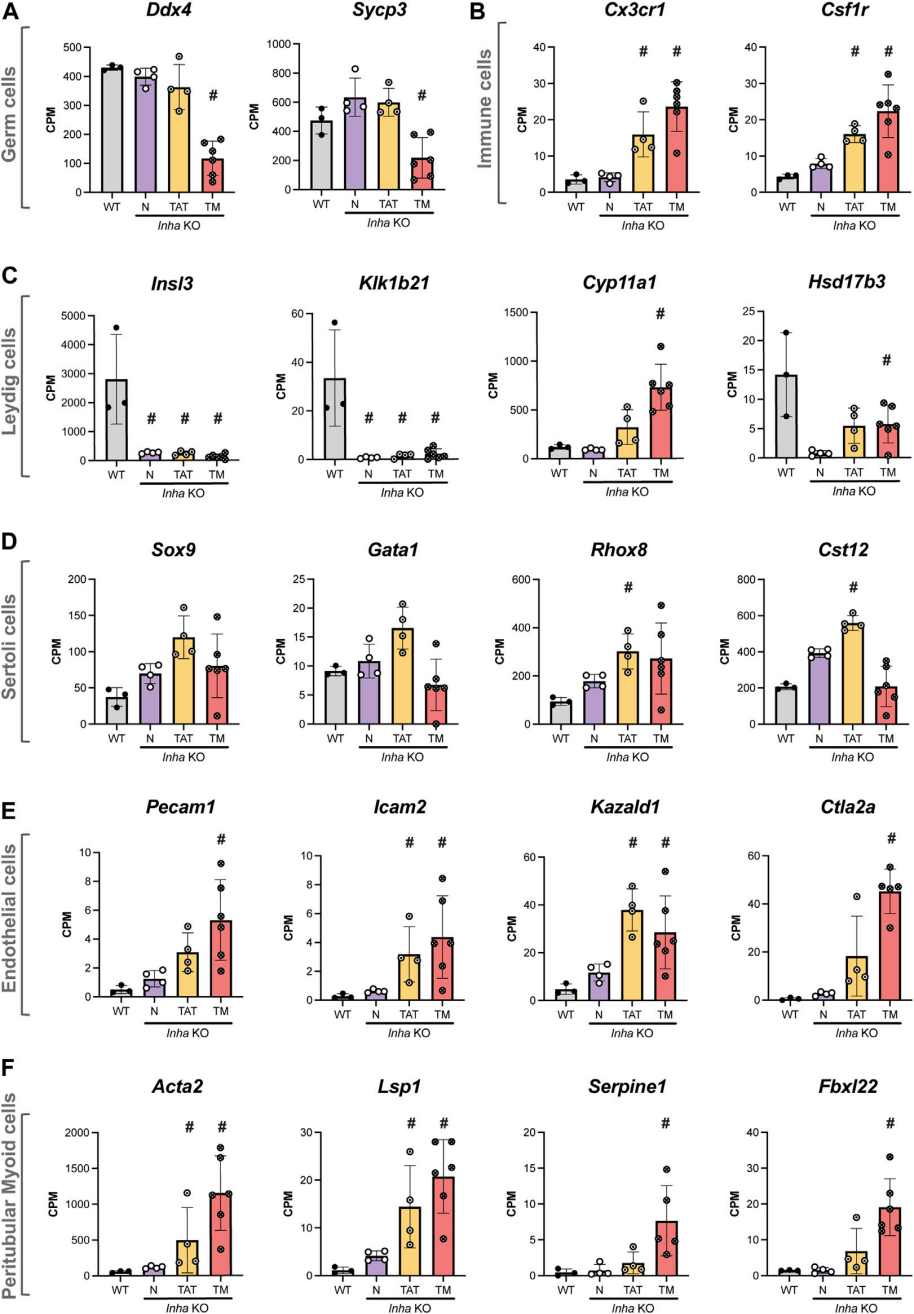
Transcriptional profile of major testicular cell types in adult *Inha* WT and KO tumours. Transcripts enriched in **(A)** germ cells, **(B)** immune cells, **(C)** Leydig cells, **(D)** Sertoli cells, **(E)** endothelial cells and **(F)** peritubular myoid cells. All graphs show Counts Per Million (CPM) from RNAseq analysis of *Inha* WT tubules (grey) and N, *Inha* KO ‘normal’ (purple), TAT, *Inha* KO ‘tumour associated tubules’ (orange), TM, *Inha* KO ‘tumours’ (red) (n = 3–6/group). Mean ± SD. Significance (indicated by #) compared to WT determined in DEGUST (FDR <0.05, Abs logFC >0.05).

**FIGURE 6:**
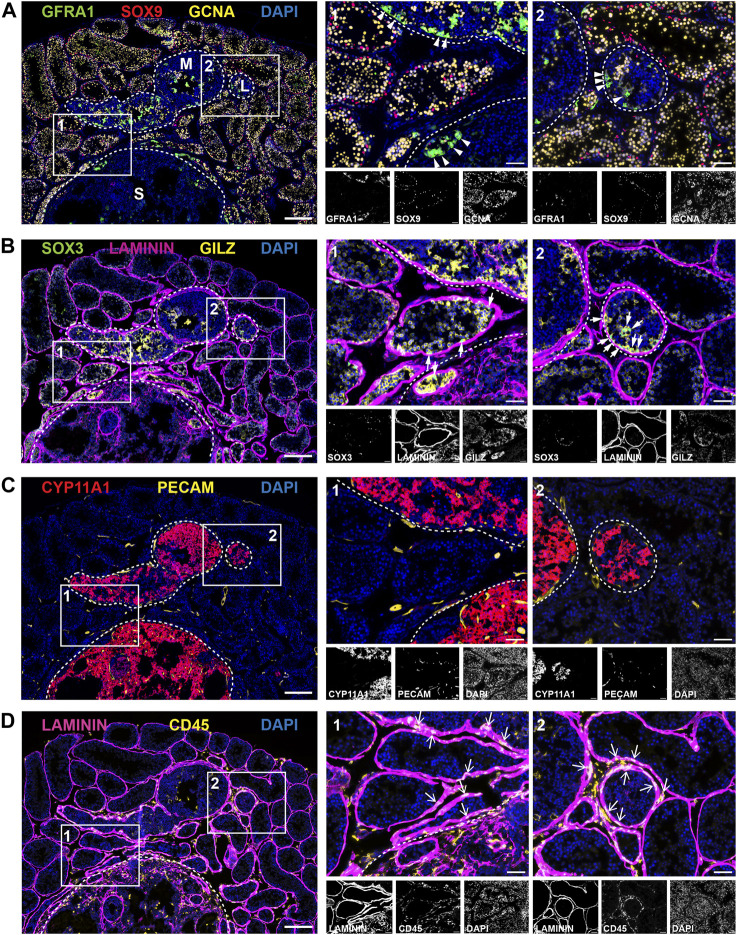
Cellular landscape of tumour regions in adult *Inha* KO testes. Panels **(A–D)** show representative images of different antibody combinations over the same tumour regions; **(A)** GFRA1 (SSC-enriched population), SOX9 (Sertoli cells), GCNA (all germ cells), **(B)** SOX3 (progenitor SPG), LAMININ (basement membrane), GILZ (SPG and early meiotic cells), **(C)** CYP11A1 (Leydig cells/steroidogenic), PECAM (endothelial cells/vasculature) and **(D)** LAMININ (basement membrane), CD45 (immune cells). Tumour regions designated low (L), medium (M) or severe (S) grade and are outlined with white dotted line. High magnification ROIs are shown with a solid white line and are numbered 1 or 2. Scale bars = 200 µm (low magnification image, left) or 50 µm (all other images).

**FIGURE 7:**
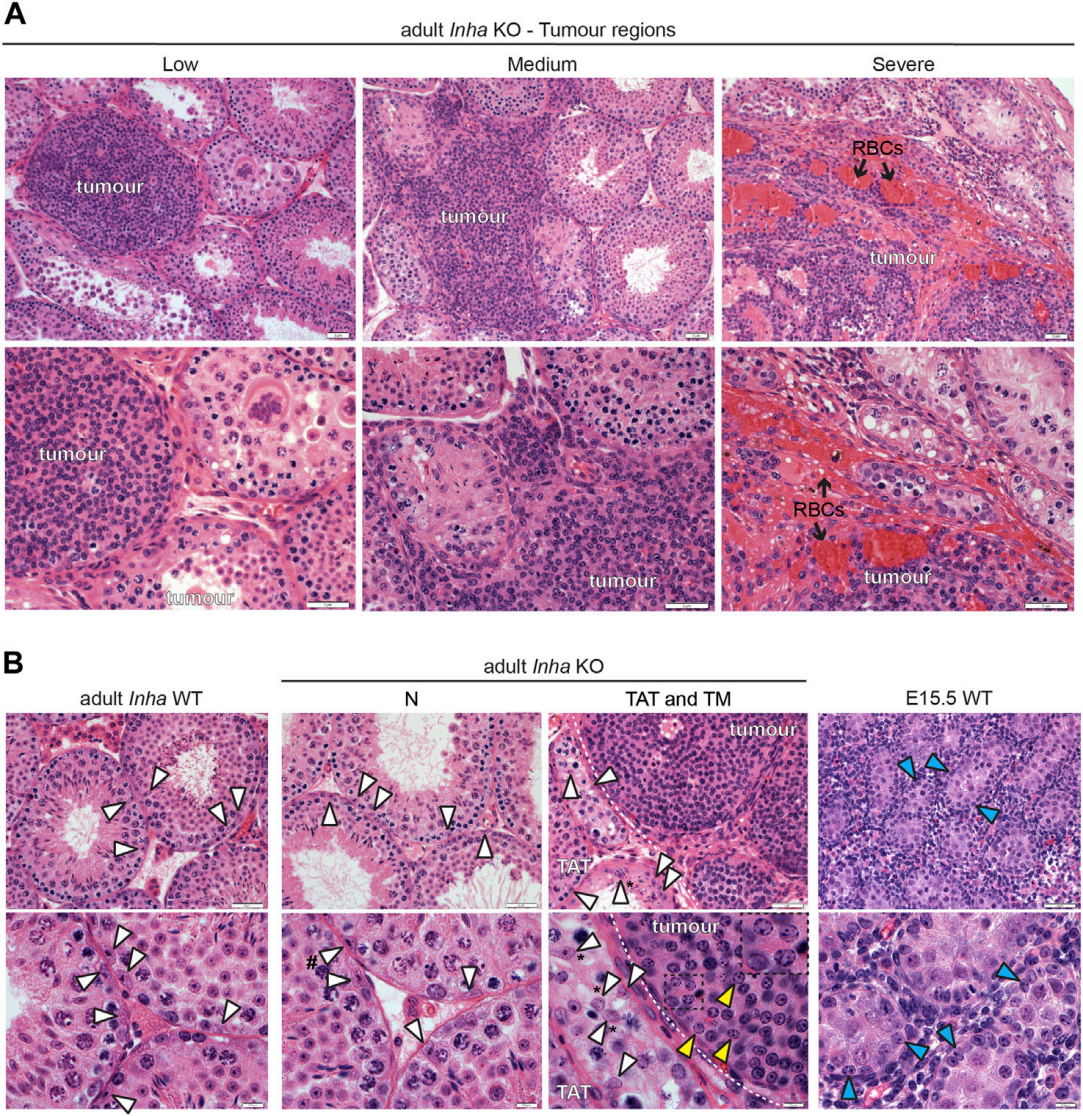
Histological features of tumours and Sertoli cells in *Inha* KO testes. **(A)** Representative H&E-stained images of low, medium, and severe grade tumours showing tightly packed tumour cells enclosed within a basement membrane (low), infiltration of tumour cells into interstitial areas (medium), and tumour lacking obvious tubules with red blood cells (RBCs, black arrow) (severe) in *Inha* KO testes. **(B)** A comparison of Sertoli cell nuclei in adult *Inha* WT, *Inha* KO N, TAT and tumour regions (TM) and fetal (E15.5 WT) testes. Sertoli cells nuclei exhibiting normal histological features (white arrowhead), tumour cells (yellow arrowhead and inset), and fetal Sertoli cells (blue arrowhead) are indicated. Sertoli cell nuclei displaced from basement membrane (indicated by *) and with tripartite nucleoli (indicated by #). Tumour border indicated by white dotted line. Scale bars = 0.5 µm (high magnification images, 7B, bottom panel) or 2 µm (all other images).

Next, we visualised the distribution of key cell types across the same tumour region using immunofluorescence (Figures 6A–D). Representative images show three tumours of different sizes and severity: low (L), medium (M) and severe (S) grade tumours (outlined white dotted lines). Tumours were classified based on the following criteria: visible tumour size together with the absence of normal spermatogenic architecture, specifically, the loss GCNA + germ cells and the presence of cell infiltrates. Although *Inha* KO tumours are thought to be derived from Sertoli cells, unexpectedly, SOX9+ cells, normally marking Sertoli nuclei, were less abundant in tumour regions and very low in the severe tumours despite being readily detected in *Inha* KO ‘normal’ and TAT tubules, (Figure 6A).

Although smaller tumours contained some germ cell remnants, more developed tumours did not contain germ cells (GCNA+). As outlined above, clusters of GFRA1+ cells were visible within the tumours and in tubules bordering the tumour regions (Figure 6A, arrowheads). SOX3, marking spermatogonial progenitors (Figure 6B, white arrows), was detected in *Inha* KO ‘normal’ tubules and also in tubules containing clusters of SSCs; these observations show these cells have the capacity to differentiate, albeit at a reduced rate. SPG and early meiotic germ cells (GILZ+) exhibited a similar staining pattern to GCNA and were not readily detected in the tumour regions (Figure 6B). 

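Of 25 tested genes of the extracellular matrix, 20 were higher and none was lower (23 higher and 0 lower when adjusted over the list alone) in TAT, and 24 rose in TM, none fell (25 higher when adjusted over the list alone). *Col18a1*, a basement membrane collagen (ENSMUSG00000001435, chromosome 10 of GRCm38, 77052178 to 77166548), had 11.0 ± 0.512 CPM in WT, 29.7 ± 6.93 CPM in N, 92.5 ± 24.8 CPM in TAT and 91.3 ± 17.5 CPM in TM (mean ± SD, n = 3 animals). Its log2 fold change was 3.07 (standard error 0.27, edgeR adjusted p = 2.81e-04) in TAT and 3.05 (standard error 0.27, edgeR adjusted p = 2.97e-05) in TM against WT. Between TAT and N it was 1.67 (standard error 0.29, edgeR adjusted p = 0.0661) and between TM and N 1.67 (standard error 0.28, edgeR adjusted p = 0.00236), within animals. *Col6a1*, a collagen of the pericellular matrix, rose by 3.34 (standard error 0.42) in TAT and 4.22 (standard error 0.44) in TM, *Timp1*, an inhibitor of metalloproteases, by 4.26 (standard error 0.58) and 5.62 (standard error 0.61), and *Mmp14*, a membrane-bound metalloprotease, by 2.66 (standard error 0.41) and 3.98 (standard error 0.43). In N 9 members were higher when adjusted over the list alone. *Col18a1* between TAT and N passed the test without KO animal 79813 (log2 fold change 2.03), and *Col18a1* between TM and N did not pass the test without KO animal 79781 (log2 fold change 1.66). *Col18a1* between TAT and N passed the test with DESeq2, total library size, thinned counts and pieces as replicates with the block (log2 fold changes 1.46 to 1.80). The extracellular matrix list in TAT held 13 changed members without KO animal 79781.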

The tubule basement membrane, outlined by LAMININ, appeared thicker in TAT and tumour regions than KO ‘normal’, consistent with our RNAseq data. In humans, the equivalent structure, the lamina propria, is thicker in azoo- and oligospermic patients (de Kretser et al., 1975; Sato et al., 2008), and in Leydig cell tumours (Charfi et al., 2012), providing an example of a feature common to these somatic cell tumours in mice and human testicular disorders.

The steroidogenic enzyme CYP11A1 exhibited remarkably intense staining in all tumours, including in low grade tumours, suggesting the steroidogenic phenotype is present early during tumour initiation (Figure 6C). Consistent with the formation of haemorrhagic tumours (Figure 4B) and our RNAseq data (Figure 5E), we observed increased levels and frequency of PECAM+ endothelial cells/vasculature around the tumour boundary and within severe grade tumours (Figure 6C). 

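*Vegfa*, the main growth factor of blood vessels (ENSMUSG00000023951, chromosome 17 of GRCm38, 46016993 to 46032369), had 0.403 ± 0.406 CPM in WT, 1.53 ± 0.588 CPM in N, 1.85 ± 1.69 CPM in TAT and 48.4 ± 73.4 CPM in TM (mean ± SD, n = 3 animals) and rose in TM (log2 fold change 6.64, standard error 1.40, edgeR adjusted p = 0.00156), while its log2 fold change in TAT was 1.92 (standard error 1.25, edgeR adjusted p = 0.292). The 3 animals had 6.03, 6.16 and 133 CPM in TM, and without KO animal 79853, the highest, the log2 fold change in TM was 3.75 and passed the test. DESeq2 gave *Vegfa* in TM a log2 fold change of 6.95 with no adjusted p, and so did not call it. *Vegfb* rose in TM by 2.30 (standard error 0.52, edgeR adjusted p = 0.00239). *Vegfc*, a growth factor of lymphatic vessels, had 2.87 (standard error 1.90, edgeR adjusted p = 0.206). Of 9 tested genes of the hypoxia response 7 rose in TM and none fell (7 when adjusted over the list alone). *Egln3*, a prolyl hydroxylase of this response, rose by 7.85 (standard error 1.53, edgeR adjusted p = 9.66e-04).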

To support tumour expansion, blood vessel growth (angiogenesis) is induced via the secretion of various factors including FGFs and VEGF (Sakurai and Kudo, 2011), both of which were increased transcriptionally in the TM group (Figure 7B). Finally, immune cells were detected using the pan-leukocyte marker CD45. The frequency of elongated CD45^+^ cells observed was increased at the perimeter of seminiferous tubules close to the tumour boundary, around the tumour borders, and inside the tumours (Figure 6D, arrows) consistent with our RNAseq data showing *Ptprc* elevation.

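*Ptprc*, which encodes CD45 of leukocytes (ENSMUSG00000026395, chromosome 1 of GRCm38, 138062861 to 138175708), had 1.59 ± 0.971 CPM in WT, 1.77 ± 0.951 CPM in N, 3.62 ± 0.505 CPM in TAT and 4.73 ± 0.992 CPM in TM (mean ± SD, n = 3 animals). Its log2 fold change was 0.09 (standard error 0.61, edgeR adjusted p = 0.998) in N, 1.13 (standard error 0.61, edgeR adjusted p = 0.210) in TAT and 1.52 (standard error 0.62, edgeR adjusted p = 0.0504) in TM against WT, and none passed the test. Between TM and N of the same animals it rose by 1.60 (standard error 0.58, edgeR adjusted p = 0.0484), with the animal as a block. *Tyrobp*, a signalling adaptor of myeloid cells, rose in TM (log2 fold change 3.17, standard error 0.38, edgeR adjusted p = 6.63e-05), as did *Fcer1g*, an Fc receptor subunit (log2 fold change 2.65, standard error 0.34, edgeR adjusted p = 8.89e-05), and the complement gene *C1qc* (log2 fold change 2.87, standard error 0.40, edgeR adjusted p = 1.49e-04). The counts of changed genes between TM and N were 10319 with this block and 10462 with no replicate block. *Ptprc* in TM passed the test without WT animal 79852 (log2 fold change 1.92), and *Ptprc* between TM and N did not pass the test without KO animal 79781, 79813 or 79853 (log2 fold changes 2.15, 1.06 and 1.70). *Ptprc* in TM passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2, RLE size factors and total library size (log2 fold changes 1.50 to 1.84). *Ptprc* between TM and N did not pass the test with RLE size factors, no filter on low counts, only testis 1 of KO animal 79813 or thinned counts (log2 fold changes 1.47 to 1.62).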

Histological analyses on H&E-stained sections allowed us to examine the cellular and tissue structure of TAT and tumour regions in more detail and provided additional insights (Figures 7A,B). The classification of tumours which appear as low, medium, and severe grade (as described in Materials and Methods) provides clues to the events involved in tumour progression. In low and some medium severity tumours, tightly packed tumour cells were surrounded by a distinct border, likely the LAMININ+ basement membrane (observed in Figure 6B), providing evidence that the tumour originates from a cell/s within the tubule. As the tumour progresses, the border is less well-defined, and the tumour cells appear to infiltrate the interstitial space. In severe tumours, there is a lack of both tubules and basement membrane (Figure 6B, LAMININ staining), and the increased numbers of red blood cells (RBCs) is consistent with haemorrhagia (Figure 7A). Our interpretation based on these H&E images and LAMININ staining is that the tumours initiate within the tubule and proliferate to the extent that the tubule becomes enlarged, leading to eventual breakdown of the basement membrane. Subsequently the tumour cells infiltrate the local region causing progressive degeneration of surrounding tubules, loss of spermatogenesis, and increased vascularisation. Next, a histological comparison of tumour cells with Sertoli cells from adult *Inha* WT and KO tubules was performed (Figure 7B). Sertoli cell nuclei in *Inha* WT and KO N tubules (arrowhead, white fill) were identifiable based on their shape and position, parallel or perpendicular to the basement membrane. Depending on the plane of the section, characteristic nuclear indentations, and tripartite nucleoli were also visible. In *Inha* KO TAT tubules with incomplete spermatogenesis, Sertoli cell nuclei with a normal appearance were observed, however they often appeared displaced from the basement membrane. Nuclei within the tumour regions (arrowhead, yellow fill) did not display typical Sertoli cell characteristics, appearing rounded with chromatin granules arranged along the nuclear membrane (see inset), more closely resembling fetal Sertoli cells (arrowhead, blue fill) (Figure 7B).

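Genes of mature Sertoli cells moved both ways in TM. Of 18 tested members, 6 were higher and 3 lower (6 higher and 3 lower when adjusted over the list alone). Over all genes tested in TM against WT 58.4% were changed, in both directions. *Trf*, which encodes transferrin (ENSMUSG00000032554, chromosome 9 of GRCm38, 103204001 to 103230444), rose from 21.4 ± 4.04 to 109 ± 20.2 CPM (mean ± SD, n = 3 animals), a log2 fold change of 2.35 (standard error 0.31, edgeR adjusted p = 1.13e-04). *Rhox5*, an androgen-responsive homeobox gene, fell (log2 fold change -3.03, standard error 0.42, edgeR adjusted p = 1.40e-04), as did *Amhr2*, the receptor of anti-Müllerian hormone (log2 fold change -0.72, standard error 0.27, edgeR adjusted p = 0.0363), and *Cst9*, a cystatin (log2 fold change -1.82, standard error 0.67, edgeR adjusted p = 0.0326). Over the list the median log2 fold change was 0.77, against 2.46 for myoid cells, 2.68 for endothelial cells, 2.19 for macrophages and -2.22 for spermatocytes. In TM against TAT of the same animals 4 Sertoli genes were lower and 1 higher, with the animal as a block, and no gene was called in this comparison without KO animal 79781 (edgeR; 4887 genes with all animals, and 3813 with no replicate block). *Amhr2* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes -0.68 to -0.49), and *Cst9* in TM did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 (log2 fold changes -1.92 to -1.68). *Amhr2* in TM did not pass the test with the limma-voom method of the study, pieces as replicates in edgeR, total library size or only the 2 groups in the fit (log2 fold changes -0.65 to -0.40), and *Cst9* in TM did not pass the test with total library size or only the 2 groups in the fit (log2 fold changes -1.54 and -1.76). The Sertoli cell list between TM and TAT held 0 changed members without KO animal 79781.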

Overall, our RNAseq, immunofluorescence and H&E data were in accord: tumour progression results in a loss of germ cells and mature Sertoli cells, accompanied by an increase in the proportion of peritubular myoid cells, vascular endothelial cells and immune cells. Intriguingly, tumour cell nuclei more closely resemble fetal compared to adult Sertoli cell nuclei and exhibit evidence of an increasingly altered steroidogenic profile with tumour progression.

### *Inha* KO tumours express multiple growth factors associated with SSC maintenance

Within seminiferous tubules, SSCs respond to exogenous growth factors that regulate their self-renewal and differentiation. One example is GDNF, secreted by Sertoli cells in a cyclic manner to regulate spermatogonial stem cell proliferation (Meng et al., 2000; Sharma and Braun, 2018). The observation of GFRA1+ SPG clusters in tubules adjacent to tumours lead us to hypothesise that *Inha* KO tumours secrete factors that promote SSC self-renewal and maintenance. To corroborate this, and potentially identify new factors that affect signalling important to SSC biology, we profiled growth factor transcript expression in *Inha* WT and KO testes. 

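Growth factor genes were taken from a list of 65, of which 53 were among the genes counted. *Inha* and *Inhba* of the TGFβ family, *Bmp3*, *Gdnf*, *Igf1*, *Fgf2* and *Vegfa* were among the 50 that passed edgeR's filter on low counts. With a threshold of 1 CPM in at least 3 of the 17 libraries 45 were left, and 53 had at least 1 count in any library. *Fgf5*, a fibroblast growth factor, did not pass the filter. The list was drawn up here, and the study's own list of growth factors was not used.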

Our initial analyses comprised 53 growth factors including TGFβs, BMPs, FGFs, IGFs, PDGFs, and VEGFs, and following exclusion of those below the level of detection, 35 growth factors remained. The PCA plot showed growth factor transcript expression progressively diverges from *Inha* WT to KO TM (Figure 8A, black arrow). 

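On the first principal component of the growth factor genes, WT animals lay at -7.91 ± 0.16 (mean ± SD, n = 3 animals), N at -3.66 ± 0.30, TAT at 2.27 ± 3.57 and TM at 9.30 ± 1.70. This component held 74.8% of the variance of log2 CPM, and the ranges of the groups did not overlap. TAT had the widest range, -1.73 to 5.14. No test of these positions was made.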

The heatmap revealed a suite of growth factor transcripts that increase from WT tubules to *Inha* KO tumours (Figure 8B), including *Inhba* (activin A), consistent with previously published data showing activin A levels are elevated in these mice (Matzuk et al., 1994). 

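In TAT 13 of 50 growth factor genes rose and *Inha* alone fell (14 higher and 2 lower when adjusted over the list alone). *Bmp3* went on from TAT to 164 ± 75.0 CPM in TM (mean ± SD, n = 3 animals), a log2 fold change of 10.20 (standard error 0.96, edgeR adjusted p = 3.23e-05) against WT. *Kitl*, which encodes stem cell factor (ENSMUSG00000019966, chromosome 10 of GRCm38, 100015630 to 100100416), had 3.79 ± 2.21 CPM in WT, 15.9 ± 0.205 CPM in N, 33.1 ± 14.7 CPM in TAT and 43.5 ± 17.7 CPM in TM and rose in TM by 3.46 (standard error 0.51, edgeR adjusted p = 1.85e-04). *Inhbb* (ENSMUSG00000037035, chromosome 1 of GRCm38, 119415465 to 119422248) had 7.80 ± 1.83 CPM in WT, 21.1 ± 6.69 CPM in N, 94.4 ± 83.2 CPM in TAT and 339 ± 182 CPM in TM. In N, *Bmp3* had a log2 fold change of 4.45 (standard error 0.89, edgeR adjusted p = 0.170) and *Kitl* 2.00 (standard error 0.48, edgeR adjusted p = 0.277). *Bmp3* in N passed the test without KO animal 79813 (log2 fold change 4.36). *Bmp3* and *Kitl* in N passed the test with DESeq2 and only the 2 groups in the fit (log2 fold changes 1.95 to 4.58). The growth factor list in TAT held 8 changed members without KO animal 79781.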

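*Gdnf*, a glial cell line-derived factor secreted by Sertoli and myoid cells (ENSMUSG00000022144, chromosome 15 of GRCm38, 7810846 to 7837575), had 1.73 ± 1.56 CPM in WT, 1.76 ± 0.963 CPM in N, 6.05 ± 4.79 CPM in TAT and 26.0 ± 23.3 CPM in TM (mean ± SD, n = 3 animals). It rose in TM (log2 fold change 4.07, standard error 0.93, edgeR adjusted p = 0.00264), and its log2 fold change in TAT was 1.96 (standard error 0.87, edgeR adjusted p = 0.132). *Igf1*, insulin-like growth factor 1 (ENSMUSG00000020053, chromosome 10 of GRCm38, 87858265 to 87937042), had 11.0 ± 5.05 CPM in WT, 16.0 ± 1.97 CPM in N, 61.3 ± 25.5 CPM in TAT and 149 ± 15.6 CPM in TM and rose in TAT (log2 fold change 2.45, standard error 0.37, edgeR adjusted p = 0.00166) and TM (log2 fold change 3.74, standard error 0.39, edgeR adjusted p = 3.75e-05). *Fgf2* (ENSMUSG00000037225, chromosome 3 of GRCm38, 37348346 to 37410108) had 0.192 ± 0.252 CPM in WT, 0.707 ± 0.133 CPM in N, 2.31 ± 0.934 CPM in TAT and 1.22 ± 0.110 CPM in TM and rose in TAT (log2 fold change 3.40, standard error 0.99, edgeR adjusted p = 0.0316) and TM (log2 fold change 2.48, standard error 0.96, edgeR adjusted p = 0.0416). *Bmp4* (ENSMUSG00000021835, chromosome 14 of GRCm38, 46383520 to 46390669) had 0.520 ± 0.464 CPM in WT, 0.884 ± 0.129 CPM in N, 2.62 ± 0.577 CPM in TAT and 4.00 ± 1.82 CPM in TM and rose in TM (log2 fold change 2.79, standard error 0.84, edgeR adjusted p = 0.0130), with 2.18 (standard error 0.83, edgeR adjusted p = 0.0831) in TAT. *Fgf2* in TAT did not pass the test without WT animal 79783 or 79811 or KO animal 79781, 79813 or 79853 (log2 fold changes 3.01 to 3.58), and *Fgf2* in TM did not pass the test without WT animal 79783 or 79811 or KO animal 79781, 79813 or 79853 (log2 fold changes 2.08 to 2.55). *Bmp4* in TM did not pass the test without KO animal 79781 or 79813 (log2 fold changes 2.59 and 2.70). *Fgf2* in TAT did not pass the test with thinned counts (log2 fold change 2.77), and *Fgf2* in TM did not pass the test with no filter on low counts, only the 2 groups in the fit, only testis 1 of KO animal 79813 or thinned counts (log2 fold changes 2.27 to 2.56). *Bmp4* in TM did not pass the test with only the 2 groups in the fit (log2 fold change 2.89), and *Bmp4* in TAT passed the test with the limma-voom method of the study, pieces as replicates in edgeR, DESeq2 and total library size (log2 fold changes 1.97 to 2.67).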

We found *Gdnf*, *Igf1* and *Fgf2* transcripts, involved in maintaining SSCs in an undifferentiated state (Meng et al., 2000; Kubota et al., 2004; Ishii et al., 2012; Sharma and Braun, 2018), were significantly increased in TAT and/or TM regions (Figure 8C), as were *Bmp4* and *Inhba* which promote SSC differentiation *in vitro* (Nagano et al., 2003). Given the increased numbers of GFRA1+ SPGs observed in our model, and the elevation of transcripts important for both SSC self-renewal and differentiation, we surmise that the relative stoichiometry of growth factors is critical in determining cell fate outcomes.

**FIGURE 8:**
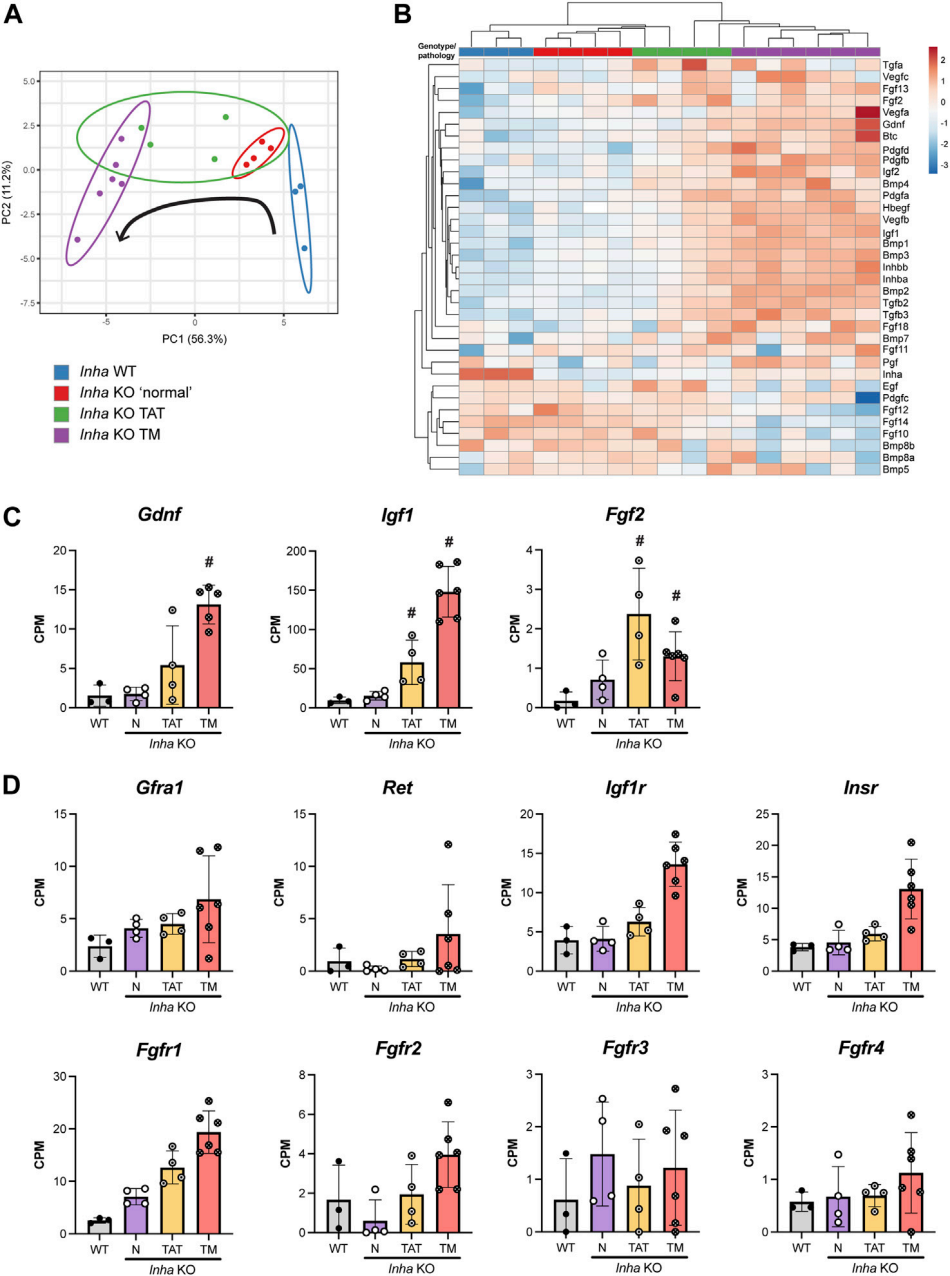
Profile of growth factor expression in adult *Inha* testes. **(A)** PCA plot shows growth factor expression diverges from *Inha* WT to KO TM (direction indicated by black arrow). **(B)** Heatmap showing 35 growth factors measured in *Inha* WT and KO samples. Both rows and columns are clustered using correlation distance and average linkage. **(C)** Growth factor transcripts associated with maintenance of SSCs (*Gdnf*, *Igf1*, *Fgf2*) and **(D)** associated receptors are increased in TAT and TM regions. All graphs show Counts Per Million (CPM) from RNAseq analysis of *Inha* WT tubules (grey) and *Inha* KO ‘normal’ N (purple), *Inha* KO ‘tumour associated tubules’ TAT (orange), *Inha* KO ‘tumours’ TM (red) (n = 3–6). Mean ± SD. Significance (indicated by #) determined in DEGUST (FDR <0.05, Abs logFC >0.05).

Importantly for SSC biology, secretion of FGFs (4, 5 and 8) by lymphatic endothelial (LE) cells located near the vasculature, regulate SSC density and fine tune their self-renewal and differentiation in normal mouse testes (Kitadate et al., 2019). However, transcripts encoding *Fgf4*, *5* and *8* (plus others) were below the level of detection in all samples. 

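*Fgf4* was not among the genes counted. *Fgf5* (ENSMUSG00000029337, chromosome 5 of GRCm38, 98254184 to 98277030) had 0 counts in WT and N, 9 in TAT and 23 in TM, summed over 3 animals. Its level in TM was at least 4.75-fold that of WT, from a floor of 3 counts over the group, and it did not pass the filter, so no test was made. *Fgf8* (ENSMUSG00000025219, chromosome 19 of GRCm38, 45736798 to 45742915), a signal of embryonic patterning, had 0.384 ± 0.370 CPM in WT, 0.506 ± 0.601 CPM in N, 0.752 ± 0.388 CPM in TAT and 0.168 ± 0.290 CPM in TM (mean ± SD, n = 3 animals), with a log2 fold change of 0.91 (standard error 1.55, edgeR adjusted p = 0.704) in TAT and -1.03 (standard error 1.57, edgeR adjusted p = 0.586) in TM.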

Of the remaining FGF transcripts, 7 were detected, and their expression was variable in the *Inha* KO TAT and TM regions; we measured increased levels of *Fgf2*, *11*, *13*, and *18* transcripts, and decreased levels of *Fgf10*, *12* and *14* compared to WT (Figure 8B). 

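*Fgf13*, an intracellular FGF family member (ENSMUSG00000031137, chromosome X of GRCm38, 59062145 to 59568071), rose in TM by 2.77 (standard error 0.99, edgeR adjusted p = 0.0294) and had 2.67 (standard error 0.99, edgeR adjusted p = 0.0765) in TAT. *Fgf11* had 0.741 ± 0.779 CPM in WT and 3.63 ± 4.49 CPM in TM (mean ± SD, n = 3 animals), with a log2 fold change of 2.16 (standard error 1.27, edgeR adjusted p = 0.158) in TM and 1.82 (standard error 1.26, edgeR adjusted p = 0.322) in TAT. *Fgf18* had 1.39 ± 0.593 CPM in WT and 2.71 ± 0.621 CPM in TM, with 1.00 (standard error 0.69, edgeR adjusted p = 0.224) in TM and 0.47 (standard error 0.68, edgeR adjusted p = 0.650) in TAT. *Fgf10*, a signal from mesenchyme to epithelium (ENSMUSG00000021732, chromosome 13 of GRCm38, 118669791 to 118792115), fell in TM from 3.04 ± 2.11 to 0.127 ± 0.220 CPM (log2 fold change -4.20, standard error 1.20, edgeR adjusted p = 0.00971). *Fgf12* and *Fgf14*, which bind sodium channels, fell in TM (log2 fold changes -1.40, standard error 0.53, edgeR adjusted p = 0.0386, and -3.70, standard error 0.61, edgeR adjusted p = 3.63e-04). In TAT the log2 fold changes of *Fgf10*, *Fgf12* and *Fgf14* were -1.16, -0.28 and -1.70, and none passed the test in the fit used here. *Fgf13* in TM did not pass the test without WT animal 79783 or 79852 or KO animal 79781, 79813 or 79853 (log2 fold changes 2.36 to 2.99), and *Fgf12* in TM did not pass the test without WT animal 79783 or 79811 or KO animal 79781, 79813 or 79853 (log2 fold changes -1.67 to -1.03). *Fgf14* in TAT passed the test without KO animal 79813 (log2 fold change -2.30). *Fgf13* in TM did not pass the test with only the 2 groups in the fit or thinned counts (log2 fold changes 2.87 and 2.10), and *Fgf13* in TAT passed the test with DESeq2 and total library size (log2 fold changes 2.48 and 2.97). *Fgf12* in TM did not pass the test with total library size or only the 2 groups in the fit (log2 fold changes -1.06 and -1.33). *Fgf14* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, DESeq2, RLE size factors, no filter on low counts, only the 2 groups in the fit and only testis 1 of KO animal 79813 (log2 fold changes -1.84 to -1.65).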

*Fgf2* and *Fgf18* encode secreted canonical FGFs, which bind to and activate FGFRs, however *Fgf11* and *13* transcripts encode non-signalling, intracellular proteins (Ornitz and Itoh, 2015). In testes, FGF2 is a key factor in promoting SSC expansion *in vitro*, and a lack of FGF2 leads to dysregulated sperm production and altered sperm morphology and function (Saucedo et al., 2018), while relatively little is known about the function of FGF18. Since *Fgf10*, *12* and *14* are predominantly expressed in germ cells (Hermann et al., 2018), their decrease likely reflects the loss of germ cells in these regions.

Receptors related to GDNF, IGF and FGF signalling were detectable and generally increased in the TAT and TM samples signifying the potential for these signalling pathways to be active (Figure 8D). 

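Of 8 receptor genes that the study names for GDNF, IGF and FGF signalling, *Fgfr1* rose in TAT and *Fgfr1*, *Igf1r* and *Insr* rose in TM, and none fell (1 and 3 when adjusted over the list alone, edgeR, n = 3 animals). The paper's statement on these genes rests on the same samples, so the count is no independent test of it. Its median log2 fold change was 0.06 in N, 0.45 in TAT and 1.32 in TM. Between TM and N of the same animals 5 of the receptors were higher, with the animal as a block. *Fgfr2* and *Ret* between TM and N did not pass the test with no replicate block. *Fgfr2* between TM and N did not pass the test with only testis 1 of KO animal 79813. The receptor list between TM and N held 1 changed member without KO animal 79781 or 79813.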

Downstream targets of FGF (*Stat1*, *3*, *5*, *Foxo1*, *Etv4*), GDNF (*Bcl6b, Egr2, Egr3*) and IGF (*Igf1*, *Trp53*, *Casp8*) signalling were increased in tumours, indicating pathway activation (data not shown). 

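*Foxo1*, a transcription factor downstream of growth factor signalling (ENSMUSG00000044167, chromosome 3 of GRCm38, 52268336 to 52353221), rose in TM from 8.70 ± 3.21 to 269 ± 68.8 CPM (mean ± SD, n = 3 animals), a log2 fold change of 4.96 (standard error 0.52, edgeR adjusted p = 3.86e-05). The signal transducers *Stat3*, *Stat5a* and *Stat5b* rose by 2.26 (standard error 0.23), 2.86 (standard error 0.42) and 4.33 (standard error 0.69). *Egr2*, an immediate early transcription factor, rose by 5.33 (standard error 1.14, edgeR adjusted p = 0.00179), the tumour suppressor *Trp53* by 2.94 (standard error 0.36, edgeR adjusted p = 7.19e-05) and the caspase *Casp8* by 3.54 (standard error 0.75, edgeR adjusted p = 0.00169). *Etv4* and *Bcl6b*, transcription factors of spermatogonial stem cells, had 3.64 (standard error 1.80, edgeR adjusted p = 0.0983) and 0.82 (standard error 0.62, edgeR adjusted p = 0.265). *Egr3* fell (log2 fold change -4.35, standard error 1.53, edgeR adjusted p = 0.0277), from 0.395 ± 0.349 to 0.0102 ± 0.0176 CPM. Of 12 targets that the study lists, 9 were higher and 1 lower (9 higher and 1 lower when adjusted over the list alone). The paper's statement on these targets comes from the same samples, so the count does not test it independently. *Egr3* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781, 79813 or 79853 (log2 fold changes -6.03 to -3.85). *Bcl6b* in TM passed the test with limma-voom and the animal as a random block (log2 fold change 1.25).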

GDNF receptor transcripts *Gfra1* and *Ret* were present at low levels, and *Gfra1* transcripts were increased in N and TAT samples compared to WT, consistent with our counting data. Both IGF1 receptors, *Igf1r* and *Insr* were detected and FGF2 receptors, *Fgfr1* - *Fgfr4*, exhibited varying expression levels. 

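*Gfra1*, the co-receptor of GDNF on undifferentiated spermatogonia (ENSMUSG00000025089, chromosome 19 of GRCm38, 58235604 to 58455909), had 2.71 ± 1.24 CPM in WT, 4.03 ± 0.943 CPM in N, 3.99 ± 1.04 CPM in TAT and 5.92 ± 4.61 CPM in TM (mean ± SD, n = 3 animals). Its log2 fold change was 0.59 (standard error 0.69, edgeR adjusted p = 0.974) in N, 0.58 (standard error 0.69, edgeR adjusted p = 0.576) in TAT and 1.15 (standard error 0.70, edgeR adjusted p = 0.170) in TM, and none passed the test. *Ret*, the kinase that signals with it (ENSMUSG00000030110, chromosome 6 of GRCm38, 118151745 to 118197718), had 1.06 ± 1.40 CPM in WT, 0.253 ± 0.327 CPM in N, 1.09 ± 0.688 CPM in TAT and 4.20 ± 5.69 CPM in TM, with -1.91 (standard error 1.80, edgeR adjusted p = 0.940) in N, 0.17 (standard error 1.73, edgeR adjusted p = 0.956) in TAT and 2.11 (standard error 1.77, edgeR adjusted p = 0.317) in TM.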

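*Igf1r*, the receptor of insulin-like growth factor 1 (ENSMUSG00000005533, chromosome 7 of GRCm38, 67952827 to 68233668), had 4.43 ± 1.91 CPM in WT, 4.15 ± 0.512 CPM in N, 6.35 ± 1.69 CPM in TAT and 13.1 ± 2.11 CPM in TM (mean ± SD, n = 3 animals) and rose in TM (log2 fold change 1.59, standard error 0.41, edgeR adjusted p = 0.00525). *Insr*, the insulin receptor (ENSMUSG00000005534, chromosome 8 of GRCm38, 3122061 to 3279617), had 4.36 ± 0.742 CPM in WT, 5.00 ± 2.17 CPM in N, 5.83 ± 0.895 CPM in TAT and 12.2 ± 6.34 CPM in TM and rose in TM (log2 fold change 1.49, standard error 0.48, edgeR adjusted p = 0.0175). In TAT their log2 fold changes were 0.54 (standard error 0.40, edgeR adjusted p = 0.354) and 0.42 (standard error 0.47, edgeR adjusted p = 0.548). *Insr* in TM did not pass the test without WT animal 79852 or KO animal 79853 (log2 fold changes 1.34 and 1.09).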

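*Fgfr1*, a receptor of fibroblast growth factors (ENSMUSG00000031565, chromosome 8 of GRCm38, 25513654 to 25575718), had 2.90 ± 0.491 CPM in WT, 7.82 ± 1.53 CPM in N, 12.6 ± 2.61 CPM in TAT and 15.9 ± 4.54 CPM in TM (mean ± SD, n = 3 animals). It rose in TAT (log2 fold change 2.13, standard error 0.35, edgeR adjusted p = 0.00231) and TM (log2 fold change 2.48, standard error 0.35, edgeR adjusted p = 1.54e-04), and its log2 fold change was 1.45 (standard error 0.34, edgeR adjusted p = 0.264) in N. *Fgfr2* had 1.87 ± 1.97 CPM in WT, 0.770 ± 1.25 CPM in N, 2.17 ± 1.38 CPM in TAT and 3.78 ± 2.00 CPM in TM, *Fgfr3* 0.689 ± 0.872 CPM in WT, 1.57 ± 0.918 CPM in N, 1.02 ± 0.870 CPM in TAT and 1.03 ± 0.909 CPM in TM and *Fgfr4* 0.660 ± 0.230 CPM in WT, 0.623 ± 0.394 CPM in N, 0.674 ± 0.0374 CPM in TAT and 1.36 ± 0.575 CPM in TM. Their log2 fold changes in TM were 1.09 (standard error 1.36, edgeR adjusted p = 0.506), 0.53 (standard error 1.38, edgeR adjusted p = 0.753) and 1.01 (standard error 0.89, edgeR adjusted p = 0.340). *Fgfr1* in N passed the test with DESeq2 (log2 fold change 1.41), and *Fgfr2* in TM passed the test with limma-voom and the animal as a random block (log2 fold change 2.21).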

*Fgfr1* was most highly expressed and increased uniformly in relation to the tumour proximity, however *Fgfr2* - *4* were expressed at low levels and were highly variable. These data indicate that progression towards a tumour phenotype results in increased production of numerous growth factors including several of known importance in SSC maintenance, some of which are not exclusive to a particular cell type.

## Discussion

In studying the importance of activin A to testis biology, we and others have previously investigated how inappropriate levels of activin A affect normal spermatogenesis (Mendis et al., 2011; Whiley et al., 2020). Tight regulation of its action and impact on a wide variety of processes relating to testis biology have been documented (Boitani et al., 1995; Barakat et al., 2008; Itman et al., 2009; Mendis et al., 2011; Young et al., 2015; Wijayarathna and de Kretser, 2016). In culture, activin A promotes differentiation of mouse (Nagano et al., 2003) and human SPG (Tan et al., 2020a), however its direct impact on spermatogenesis in the adult testis *in vivo* is unknown. To address this, we examined *Inha* KO mice which have elevated activin A bioactivity and develop stromal tumours in adulthood. The surprising observation of discretely localised clusters of SPG close to the tumours led us to investigate how these could arise and be sustained. Tubules distant from tumour foci exhibit grossly ‘normal’ spermatogenesis, however spermatogenic deterioration was evident in tubules adjacent to tumours, compelling us to consider these regions independently. This approach led us to use the *Inha* KO mice as a model with which to interrogate the bioavailability of niche growth factors that influence germline fate.

### Increased SSC and proposed models

Our analyses showed the ‘normal’ *Inha* KO testis tubules contain a higher proportion of undiff SPG and an expanded pool of GFRA1+ SPGs (∼2-fold higher), indicating increased SSC abundance. In addition, both cell types were more proliferative than in WT controls. The increase in GFRA1+ cells was surprising given that *in vitro* studies have demonstrated SPG treated with a 50 ng/mL activin A promotes their differentiation (Nagano et al., 2003)*.* Although activin A serum (Matzuk et al., 1994) and transcripts (our data) are elevated in adult (4–6 week old) *Inha* KO testes, it is highly likely that within the complex *in vivo* cellular environment, these levels may not be robust enough to elicit differentiation of SPG. Indeed, it is possible that in culture 50 ng/mL activin A represents a supraphysiological level that far exceeds the elevated levels of activin A in even the *Inha* KO mice. Clusters of primitive SPG and a decreased proportion of progenitors in tubules adjacent to tumour regions indicated that the tumour cells provide a localised microenvironment that supports SSC self-renewal and impedes their differentiation. 

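Compared with N of the same animals, 22 of 49 growth factor genes were higher and 4 lower in TM (22 higher and 4 lower when adjusted over the list alone). *Gdnf* rose by 3.62 (standard error 0.61, edgeR adjusted p = 0.00219), *Igf1* by 3.25 (standard error 0.31, edgeR adjusted p = 0.00109), *Inhba* by 4.69 (standard error 0.57, edgeR adjusted p = 0.00114) and *Bmp4* by 2.18 (standard error 0.64, edgeR adjusted p = 0.0229) on the log2 scale, while *Fgf2* had 0.84 (standard error 0.73, edgeR adjusted p = 0.351) (n = 3 animals, with the animal as a block). Against TAT, *Gdnf* rose by 2.04 (standard error 0.56, edgeR adjusted p = 0.0353) in TM, and *Fgf2* had -0.84 (standard error 0.73, edgeR adjusted p = 0.419). *Bmp4* between TM and N did not pass the test without KO animal 79781 or 79813 (log2 fold changes 1.95 and 2.08), and *Gdnf* between TM and TAT did not pass the test without KO animal 79781 or 79853 (log2 fold changes 2.49 and 2.07). *Gdnf* between TM and TAT did not pass the test with no replicate block (log2 fold change 2.14). The growth factor list between TM and N held 9 changed members without KO animal 79781 and 17 without KO animal 79813.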

In agreement, transcriptional analyses demonstrated tumour areas were enriched for transcripts encoding numerous growth factors including several fundamental to SSC self-renewal (*Gdnf* and *Fgf2*). In total, over 20 additional growth factors transcripts with the potential to influence SSC biology were also increased, including those shown to promote SSC differentiation *in vitro* (*Inhba*, *Bmp4*) (Nagano et al., 2003; Li et al., 2014). 

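In TM against WT 21 growth factor genes rose and 5 fell (21 higher and 5 lower when adjusted over the list alone). Over all alternatives 16 to 23 rose and 4 to 9 fell, with 17 and 9 without KO animal 79813. Beside *Igf1*, *Inhba* and *Bmp3*, the genes that rose include the BMP family genes Bmp2 and *Bmp4*, Tgfb2 and Tgfb3, Pdgfa, Csf1, Hbegf and Btc. *Areg*, an EGF receptor ligand, was at 0 in WT and at least 20.8-fold higher in TM, from a floor of 3 counts over the group. *Artn*, a neurotrophic factor that signals through *Ret* (ENSMUSG00000028539, chromosome 4 of GRCm38, 117926162 to 117929763), fell from 16.2 ± 4.04 to 2.23 ± 2.38 CPM (mean ± SD, n = 3 animals), a log2 fold change of -2.78 (standard error 0.67, edgeR adjusted p = 0.00378). *Inha*, *Fgf10*, *Fgf12* and *Fgf14* fell as well. The genes beyond *Igf1*, *Inhba*, *Bmp3* and those of the study were picked after their values were seen.

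**Figure D4:**
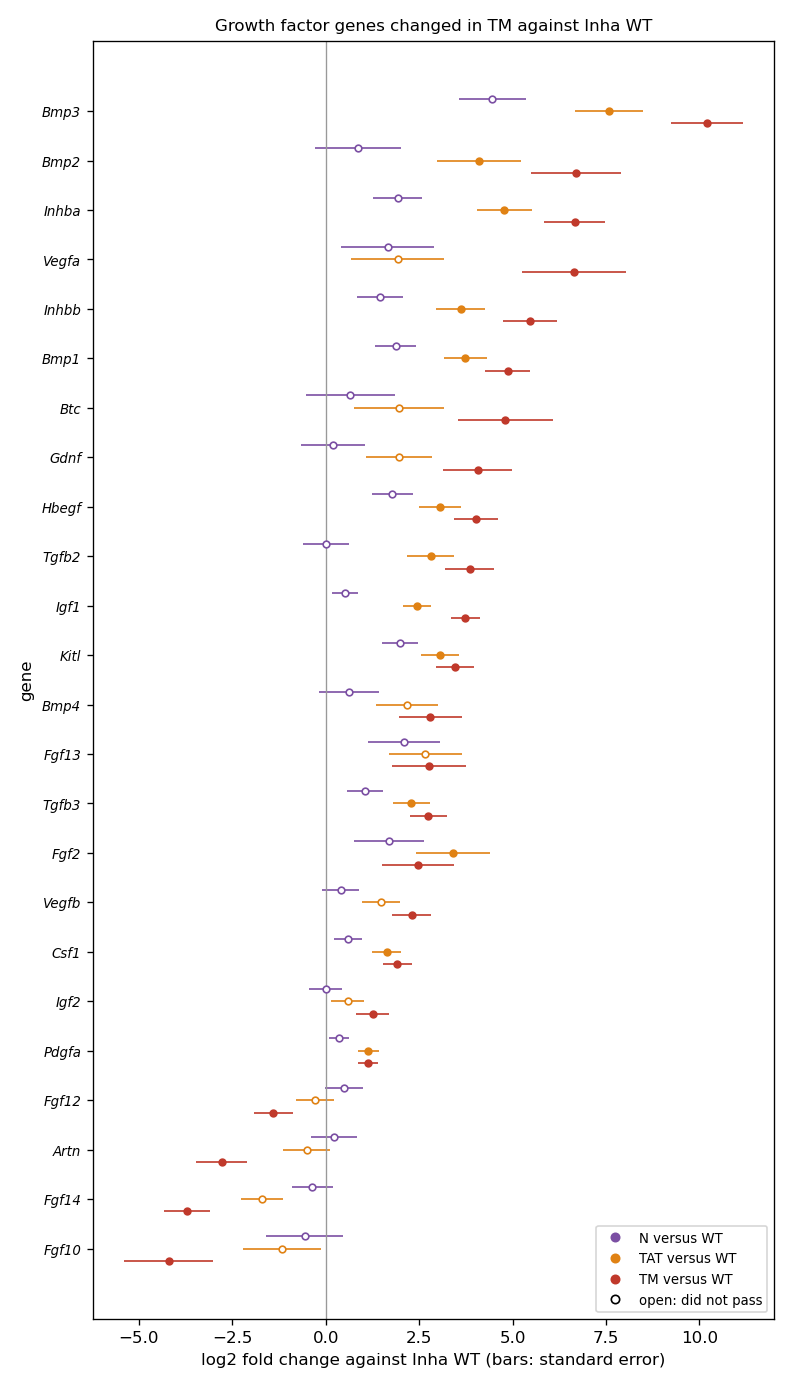
Log2 fold change against *Inha* WT (points) with its standard error (bars) of the growth factor genes changed in TM, other than *Inha* and *Areg*, in N, TAT and TM from 3 animals per group. Filled points passed the test. *Bmp3* lies at 7.57 in TAT and 10.20 in TM, and *Fgf14* at -3.70 in TM.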

Because SSCs reside within a complex changing cellular environment and are exposed to numerous growth factors simultaneously, the relative stoichiometry of growth factors may be critical to determining stem cell fate. For example, can we identify a concentration at which GDNF overrides BMP4 differentiation cues in SSCs?

Based on histological features such as SSC clusters, spermatogenic deterioration, and increased transcriptional dysregulation in tubules bordering tumour regions, we propose that tumour-derived growth factors influence a localised microenvironment ∼1-3 tubules wide surrounding the tumours. Therefore, the increased numbers of SSC within ‘normal’ tubules, distant from the tumours was surprising. Below we discuss three potential tumour independent mechanisms of actions based on our findings that could result in the increased frequency of SSCs within *Inha* KO ‘normal’ tubules (summarised in Figure 9A) and speculate that one or more of these contributes to the observed phenotype.

**FIGURE 9:**
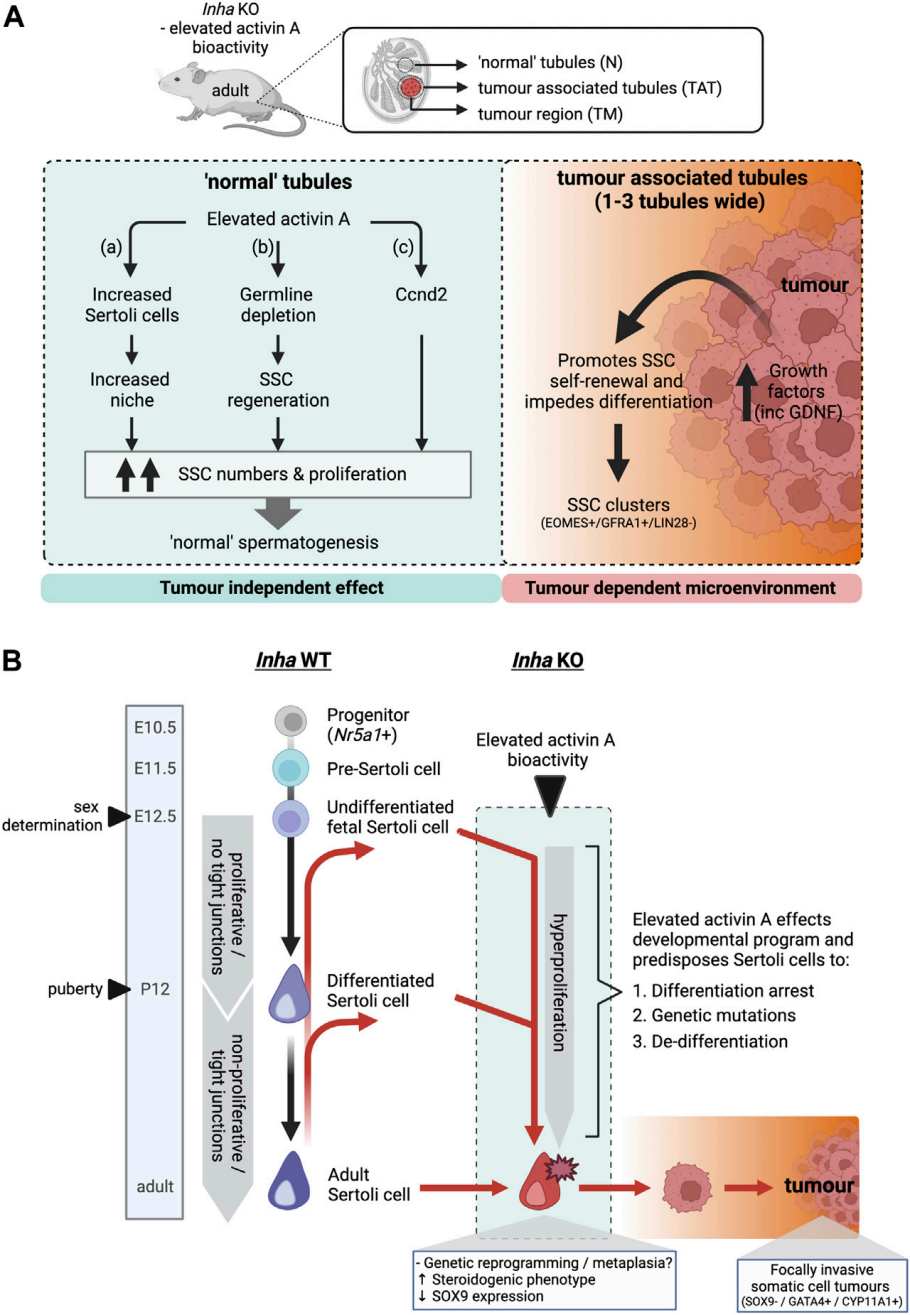
**(A)** Schematic outlining the effects of elevated activin A bioactivity on spermatogonial fate in *Inha* KO mice. Proposed model of action in ‘normal’ tubules (left) and tumour associated/tumour regions (right). In ‘normal’ tubules without evident tumours, elevated activin A bioactivity increases SSC numbers and proliferation, via (a) increased Sertoli cells and therefore increased SSC niche availability, (b) germline depletion event during early post-natal life leads to subsequent SSC regeneration, or (c) regulating *Ccnd2* expression, resulting in grossly ‘normal’ spermatogenesis. In contrast, *Inha* KO tumours produce increased levels of numerous growth factors including GDNF. This creates a microenvironment that promotes SSC self-renewal and impedes differentiation in tumour associated tubules, resulting in clusters of SSCs. **(B)** A proposed model of the origin of *Inha* KO somatic cell tumours. In *Inha* WT animals, Sertoli cells originate from an *Nr5a1*+ progenitor population, transition into pre-Sertoli cells (E11.5) and undifferentiated fetal Sertoli cells at the time of sex determination (E12.5). Sertoli cells remain undifferentiated (proliferative and lacking tight junctions) until puberty (P12). After puberty, Sertoli cells become differentiated, form tight junctions and are predominantly non-proliferative (black arrows). In *Inha* KO testes, activin A transcripts increase directly after sex determination at E12.5, resulting in hyperproliferation of Sertoli cells throughout testis development. We speculate this environment alters the developmental program of Sertoli cell (red arrows) resulting in 1. differentiation arrest of a progenitor population at stage unknown, 2. acquisition of genetic mutations and/or 3. de-differentiation to a less mature state. Genetic reprogramming results in the acquisition of a steroidogenic phenotype together with loss of SOX9 expression early during tumour progression. Created with BioRender.com.

In the first model (a), Sertoli cell niche-driven: The roles of activin A on Sertoli cell proliferation and maturation throughout testis development are well documented (Boitani et al., 1995; Mendis et al., 2011; Nicholls et al., 2012; Itman et al., 2015; Haverfield et al., 2017). In *Inha* KO testes, Sertoli cell numbers are higher than in WT (Haverfield et al., 2017), and adult *Inha* HET testes support an increased (44%) daily sperm production (Itman et al., 2015). Because each Sertoli cell supports a fixed number of germ cells, and their postnatal complement determines SSC numbers in adult mice (Orth et al., 1988; Oatley et al., 2011), we considered the relationship between the activin driven increase in Sertoli cell number and GFRA1+ SPGs. As expected, both SOX9+ Sertoli and GFRA1+ cells were elevated in *Inha* KO testes, however the GFRA1+/SOX9+ cell ratio (Supplementary Figure S3A) remained significantly higher (∼50%) in *Inha* KO testes compared to WT, indicating that Sertoli cell numbers do not solely contribute to SSC numbers in this model. The increased Sertoli cell population likely aids in supporting the expanded stem cell pool.

In the second model (b), Germ cell catchup/regeneration: Germ cell depleted tubules observed in P16 *Inha* HET testes were resolved by P28 (Itman et al., 2015), indicating that germ cell loss due to increased activin A bioactivity in developing testes induces a germline regenerative process. Our unpublished observations indicate that germ cell numbers are reduced by approx. 50% in neonatal *Inha* KO mouse testes compared to controls. In adult *Inha* KO ‘normal’ tubules with ongoing spermatogenesis, the full complement of germ cells is visible. We therefore propose establishment of SSCs in juvenile life set the size of the stem cell pool for adult life and there is an ongoing regenerative response by SSCs. In damaged testicular tissue following busulfan-induced germline depletion, SSCs exhibit molecular characteristics different from homeostatic SSCs, including increased expression of cell cycle genes, and activation of the PI3K/AKT and mTORC1 signalling pathways (La et al., 2018a; Kitadate et al., 2019; La et al., 2022). 

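*Mki67*, which encodes the proliferation antigen Ki67 (ENSMUSG00000031004, chromosome 7 of GRCm38, 135689784 to 135716361), had 15.1 ± 6.55 CPM in WT, 13.3 ± 5.39 CPM in N, 27.8 ± 9.90 CPM in TAT and 46.4 ± 9.96 CPM in TM (mean ± SD, n = 3 animals) and rose in TM (log2 fold change 1.63, standard error 0.42, edgeR adjusted p = 0.00572), with 0.89 (standard error 0.42, edgeR adjusted p = 0.149) in TAT. *Kif4*, a mitotic kinesin, rose in TAT (log2 fold change 1.36, standard error 0.40, edgeR adjusted p = 0.0326) and TM (log2 fold change 2.51, standard error 0.41, edgeR adjusted p = 3.45e-04), as did the chromatin remodeller *Hells* (log2 fold changes 1.29, standard error 0.25, edgeR adjusted p = 0.00466, and 1.16, standard error 0.25, edgeR adjusted p = 0.00172). *Top2a*, a topoisomerase of dividing cells, had 0.49 (standard error 0.21, edgeR adjusted p = 0.0622) in TM and *Smarca5*, another remodeller, 0.55 (standard error 0.26, edgeR adjusted p = 0.0829). In N the log2 fold changes of *Mki67*, *Kif4*, *Top2a*, *Smarca5* and *Hells* were -0.17, 0.67, 0.22, 0.39 and 0.45, and none passed the test. What the paper states of these genes was read from the same samples, so their counts do not test it independently. *Kif4* in TAT did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes 1.15 to 1.46). *Mki67* in TAT passed the test with limma-voom and the animal as a random block (log2 fold change 1.10), and *Kif4* in TAT did not pass the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR or RLE size factors (log2 fold changes 1.13 to 1.27). *Top2a* in TM passed the test with total library size (log2 fold change 0.82), and *Smarca5* in TM passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, total library size and thinned counts (log2 fold changes 0.59 to 0.87).
In a wider list of 20 cell cycle genes, 8 were higher and 6 lower in TM (8 higher and 6 lower when adjusted over the list alone). Of all genes tested in TM against WT 58.4% were changed, in both directions. *Mcm2*, of the replicative helicase, rose by 2.87 (standard error 0.28, edgeR adjusted p = 3.29e-05), and the mitotic kinases *Aurka* and *Plk1* fell (log2 fold changes -2.25, standard error 0.35, edgeR adjusted p = 2.77e-04, and -1.75, standard error 0.28, edgeR adjusted p = 2.92e-04).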

The undifferentiated spermatogonia in *Inha* KO testes were more frequently proliferative (Ki67+), and cell cycle transcripts (*Ccnd2*, *Mki67*, *Kif4, Top2a*, *Smarca5*, *Hells*) were elevated, consistent with a regenerative SSC phenotype (La et al., 2022) (Supplementary Table S2). In contrast, as a readout of P13K/AKT activity, we found FOXO1 was nuclear in SPG of *Inha* KO N and TAT tubules, indicative of a homeostatic environment ((Goertz et al., 2011; La et al., 2022); Supplementary Figure S3B). Additionally, transcripts encoding several regenerative SSC markers were undetectable (e.g., *Eomes*, *Pax7*, *Plaur*) (Sharma et al., 2019; La et al., 2022), and EOMES^+^ cells were decreased as a proportion of the PLZF + population, compared to in *Inha* WT testes. Thus, SSCs in *Inha* KO ‘normal’ tubules exhibit some features of regenerative SSC but lack others.

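*Eomes*, a T-box transcription factor (ENSMUSG00000032446, chromosome 9 of GRCm38, 118478212 to 118486132), had 0.0220 ± 0.0382 CPM in WT, 0.247 ± 0.252 CPM in N, 0.0507 ± 0.0878 CPM in TAT and 0.157 ± 0.273 CPM in TM (mean ± SD, n = 3 animals), from 2, 28, 3 and 31 counts over the groups, and did not pass the filter. *Pax7* was not among the genes counted. *Plaur*, the urokinase receptor (ENSMUSG00000046223, chromosome 7 of GRCm38, 24462484 to 24475968), was at 0 in WT and N and had 0.160 ± 0.178 CPM in TAT and 1.41 ± 0.392 CPM in TM. From a floor of 3 counts over the group it was at least 2.42-fold higher in TAT and at least 22.3-fold higher in TM than in WT. It passed the test in TM (edgeR adjusted p = 0.00764) and not in TAT (edgeR adjusted p = 0.103).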

In the third model (c), activin A-driven: CCND2 (Cyclin D2) acts synergistically with CCNE (Cyclin E) to induce SSC proliferation without the requirement for self-renewal factors such as GDNF and FGF (Lee et al., 2009). 

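*Ccnd2*, which encodes the G1 cyclin D2 (ENSMUSG00000000184, chromosome 6 of GRCm38, 127125162 to 127152193), had 35.6 ± 2.95 CPM in WT, 188 ± 2.73 CPM in N, 663 ± 277 CPM in TAT and 1024 ± 48.5 CPM in TM (mean ± SD, n = 3 animals). It rose by 2.40 (standard error 0.30, edgeR adjusted p = 0.0113) in N, 4.22 (standard error 0.32, edgeR adjusted p = 1.24e-04) in TAT and 4.85 (standard error 0.33, edgeR adjusted p = 1.33e-05) in TM. In N all 3 KO animals lay above all 3 WT animals. Other targets of activin or TGFβ signalling in N were *Pmepa1*, with 1.41 (standard error 0.28, edgeR adjusted p = 0.164), and *Ctgf*, with 2.23 (standard error 0.56, edgeR adjusted p = 0.286). Of 12 such targets *Ccnd2* alone passed the test over all genes in N, and 5 were higher when adjusted over the list alone. *Ccnd2* in N did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 (log2 fold changes 2.34 to 2.46). *Pmepa1* in N passed the test with pieces as replicates in edgeR and DESeq2 (log2 fold changes 1.42 and 1.35), and *Ctgf* in N passed the test with DESeq2 and only the 2 groups in the fit (log2 fold changes 2.16 and 2.28).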

The cell cycle transcript *Ccnd2* was 1 of only 9 transcripts elevated in *Inha* KO ‘normal’ tubules (Figure 4F; Supplementary Figure S2) and is activin A regulated in several tissues, including in embryonic mouse testes lacking activin A (*Inhba* KO) (Park et al., 2005; Mendis et al., 2011; Pauklin and Vallier, 2013). By sc-RNAseq, *Ccnd2* is predominantly expressed in undiff SPG, but it is also produced in endothelial, Leydig and peritubular myoid cells in adult testes (Hermann et al., 2018), therefore we propose activin A may act as a niche factor, promoting SSC self-renewal via Cyclin D2*.* Intriguingly, transplantation of SSCs overexpressing both CCND2 and CCNE1 produced tubules consisting of spermatogonial clusters and an absence of haploid cells, resembling germ cell tumours (Lee et al., 2009) and similar to TAT tubules. In contrast, *in vitro* studies have shown activin A promotes SSC differentiation (Nagano et al., 2003; Tan et al., 2020a). Nevertheless, our *in vivo* results suggest that elevated activin A levels may contribute to increased SSC renewal in *Inha* KO ‘normal’ tubules via upregulation of *Ccnd2*.

### Tumour landscape offers clues to developmental origins

Tumour cells can originate from progenitor cells that fail to differentiate appropriately (i.e., testicular germ cell tumours (TGCT) (Rajpert-De Meyts, 2006)), or they may arise via reversion to a more immature state. *Inha* KO male mice develop focally invasive gonadal sex cord-stromal tumours, thought to originate from Sertoli cells. Because these tumours initiate from foci, we considered that elevated activin A levels in fetal and postnatal life sustains or modifies a precursor somatic cell population, preserving it in an inappropriate developmental state that manifests as a tumour in adulthood (Figure 9B). Indeed, the presence of cell nuclei resembling fetal Sertoli cell nuclei surrounded by an intact basement membrane in low grade tumours suggests the tumour mass is derived from cells initially present within the tubules (i.e., Sertoli or germ cells). To determine if these tumours possess a signature consistent with immature Sertoli cells, we searched for Sertoli cell-specific transcripts selectively expressed in either undifferentiated or differentiated Sertoli cells based on sc-RNAseq data (Hermann et al., 2018)) and prior knowledge (Haverfield et al., 2015). 

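*Cldn11*, a tight junction protein of Sertoli cells (ENSMUSG00000037625, chromosome 3 of GRCm38, 31149920 to 31164324), had 49.0 ± 3.19 CPM in WT, 87.2 ± 20.5 CPM in N, 126 ± 26.6 CPM in TAT and 48.2 ± 43.1 CPM in TM (mean ± SD, n = 3 animals), with log2 fold changes of 1.37 (standard error 0.89, edgeR adjusted p = 0.293) in TAT and -0.02 (standard error 0.88, edgeR adjusted p = 0.986) in TM. *Gata1* had 10.4 ± 0.754 CPM in WT, 11.0 ± 1.49 CPM in N, 15.7 ± 1.67 CPM in TAT and 4.65 ± 4.40 CPM in TM. *Amh*, which encodes anti-Müllerian hormone, was not among the genes counted. Of 6 other tested genes of immature Sertoli cells, *Hsd17b1*, an enzyme of oestradiol synthesis, rose in TM, as did the adhesion molecule *Ncam1* (log2 fold change 2.43, standard error 0.48, edgeR adjusted p = 0.00112) and *Krt18*, a keratin (log2 fold change 4.83, standard error 1.06, edgeR adjusted p = 0.00212). *Hsd17b3* of the same list fell (3 higher and 1 lower when adjusted over the list alone). *Hsd17b1* is expressed by granulosa cells too. *Cldn11* in TAT passed the test without KO animal 79853 (log2 fold change 1.52). *Cldn11* in TAT passed the test with only the 2 groups in the fit (log2 fold change 1.40).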

*Amh*, marking immature Sertoli cells, was not detectable in our RNAseq dataset, while levels of mature Sertoli cells markers, *Gata1* and *Cldn11*, were not different compared to WT, indicating the tumour cells had not acquired an immature Sertoli cell signature. These findings are limited by the small number of genes fitting the criteria, and lineage tracing studies and/or single-cell RNAseq analyses would address this.

The combination of transcriptional and histological analyses provided new insights into *Inha* KO tumour formation and their molecular and cellular characteristics. Small, low-grade tumours are initially surrounded by an intact basement membrane, while larger more ‘advanced’ tumours appear to invade the interstitial space, engulfing nearby tubules, such that remnants of intact tubules were frequently observed within severe tumour regions. This may occur due to tubule basement membrane breakdown, angiogenesis and hyperproliferation/infiltration of tumour cells. There is a signature consistent with elevated levels of several cell types (immune, endothelial, and peritubular myoid cells) and the deficiency in germ cells manifests as spermatogenic failure in these tumours.

Interestingly, *Inha* KO tumours exhibited changes to hallmark proteins and transcripts associated with Sertoli and adult Leydig cells indicative of cell identity changes that can occur within a tumour environment. Although the tumours were GATA4+ (Haverfield et al., 2017), Sertoli cell-specific transcripts were not increased (Figure 5D) and SOX9 protein, a marker of both immature and mature Sertoli cells, was not detected (Sharpe et al., 2003). As *Sox9* transcripts were not altered compared to WT, this suggested post-transcriptional and/or post-translational mechanisms may limit SOX9 levels in these tumours. 

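*Sox9* had 73.6 ± 5.21 CPM in N and 62.1 ± 46.0 CPM in TM (mean ± SD, n = 3 animals), and its log2 fold change in TM against WT was 0.55 (standard error 0.57, edgeR adjusted p = 0.426). Between TM and N of the same animals it was -0.50 (standard error 0.63, edgeR adjusted p = 0.514), and between TM and TAT -1.09 (standard error 0.61, edgeR adjusted p = 0.221), with the animal as a block. *Gata4*, a transcription factor of gonadal somatic cells (ENSMUSG00000021944, chromosome 14 of GRCm38, 63198922 to 63271692), had 1.92 ± 1.20 CPM in WT, 2.37 ± 0.131 CPM in N, 5.65 ± 1.80 CPM in TAT and 9.84 ± 2.19 CPM in TM and rose in TM (log2 fold change 2.38, standard error 0.56, edgeR adjusted p = 0.00313), with 1.57 (standard error 0.55, edgeR adjusted p = 0.0625) in TAT. *Sox9* in TM passed the test without KO animal 79853 (log2 fold change 1.05), and *Gata4* in TAT passed the test without WT animal 79852 (log2 fold change 2.15). *Gata4* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2 and total library size (log2 fold changes 1.45 to 1.89).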

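*Sumo2*, a small ubiquitin-like modifier (ENSMUSG00000020738, chromosome 11 of GRCm38, 115523102 to 115536276), had 228 ± 81.2 CPM in WT, 209 ± 15.3 CPM in N, 334 ± 60.6 CPM in TAT and 410.0 ± 24.8 CPM in TM (mean ± SD, n = 3 animals). It rose in TM (log2 fold change 0.85, standard error 0.25, edgeR adjusted p = 0.0115) and had a log2 fold change of 0.56 (standard error 0.25, edgeR adjusted p = 0.134) in TAT. *Sumo3* (ENSMUSG00000020265, chromosome 10 of GRCm38, 77606097 to 77618331) had 33.9 ± 8.75 CPM in WT, 33.9 ± 4.19 CPM in N, 54.9 ± 8.44 CPM in TAT and 72.6 ± 9.95 CPM in TM, rose in TM (log2 fold change 1.10, standard error 0.24, edgeR adjusted p = 0.00172) and had 0.70 (standard error 0.23, edgeR adjusted p = 0.0543) in TAT. Of 8 genes of the SUMO pathway these were the ones higher in TM. In TM 3 fell (2 higher and 3 lower when adjusted over the list alone), among them *Pias1*, a SUMO ligase (log2 fold change -2.11, standard error 0.26, edgeR adjusted p = 7.41e-05), and the SUMO protease *Senp1* (log2 fold change -0.77, standard error 0.24, edgeR adjusted p = 0.0157). In TAT *Pias1* fell (log2 fold change -0.91, standard error 0.25, edgeR adjusted p = 0.0246). *Sumo2* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781 (log2 fold changes 0.70, 0.70 and 0.85), and *Sumo2* in TAT passed the test without WT animal 79783 (log2 fold change 0.89). *Sumo3* in TAT passed the test without WT animal 79783 or KO animal 79813 (log2 fold changes 0.93 and 0.86), and *Senp1* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes -0.73 to -0.60). *Pias1* in TAT did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes -0.98 to -0.77). *Sumo2* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block and total library size (log2 fold changes 0.63, 0.63 and 0.83). *Sumo3* in TAT passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, total library size, only the 2 groups in the fit and only testis 1 of KO animal 79813 (log2 fold changes 0.68 to 0.98). *Senp1* in TM did not pass the test with total library size, only the 2 groups in the fit or thinned counts (log2 fold changes -0.44, -0.69 and -0.56). The SUMO list in TM held 3 changed members without WT animal 79811 or KO animal 79781.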

SUMOylation (small ubiquitin-like modifier) is a key mechanism by which SOX9 proteins are repressed (Williams et al., 2020), and we measured elevated *Sumo2* and *Sumo3* transcript levels in TAT and TM regions, suggesting this is one mechanism by which SOX9 protein expression may be disrupted (Supplementary Figure S2). Whether the loss of SOX9 protein is a signature of tumorigenic Sertoli cells remains to be elucidated. Additionally, transcripts encoding steroidogenic enzymes (*Cyp11a1*, *Hsd3b1*, *Cyp17a1*, *Hsd17b1, Hsd17b3, Cyp19a1*) and protein (CYP11A1) found in adult Leydig cells were elevated in both *Inha* KO TAT and tumour regions when compared to *Inha* KO ‘normal’ tubules, leading us to suggest cells in these regions acquire an atypical steroidogenic phenotype. 

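Compared with N of the same animals, *Hsd3b1* was higher in TM by 4.34 (standard error 0.53, edgeR adjusted p = 0.00114) on the log2 scale, *Cyp11a1* by 2.86 (standard error 0.38, edgeR adjusted p = 0.00121), *Hsd17b1*, which makes oestradiol (ENSMUSG00000019301, chromosome 11 of GRCm38, 101078411 to 101080527), by 4.48 (standard error 0.48, edgeR adjusted p = 0.00109) and *Cyp19a1*, the aromatase that makes oestrogens (ENSMUSG00000032274, chromosome 9 of GRCm38, 54165937 to 54268110), by 3.82 (standard error 0.68, edgeR adjusted p = 0.00271) (n = 3 animals, with the animal as a block). *Cyp17a1* had 1.15 (standard error 0.67, edgeR adjusted p = 0.176) and *Hsd17b3* 2.07 (standard error 1.04, edgeR adjusted p = 0.126). Levels of *Hsd3b1* were 642 ± 431 CPM in TAT and 2017 ± 182 CPM in TM (mean ± SD), and those of *Cyp19a1* 2.78 ± 1.68 CPM in WT, 9.19 ± 0.310 CPM in N, 39.8 ± 45.9 CPM in TAT and 161 ± 95.1 CPM in TM. *Cyp19a1* between TM and N did not pass the test without KO animal 79781 (log2 fold change 3.79), and *Cyp17a1* and *Hsd17b3* between TM and N passed the test without KO animal 79853 (log2 fold changes 1.79 and 2.97). *Cyp17a1* and *Hsd17b3* between TM and N passed the test with pieces as replicates with the block (log2 fold changes 1.51 and 2.75).
In TAT against N the log2 fold changes were 1.79 (standard error 0.37) for *Cyp11a1*, 2.48 (standard error 0.51) for *Hsd3b1*, 0.70 (standard error 0.65) for *Cyp17a1*, 2.33 (standard error 0.45) for *Hsd17b1*, 2.73 (standard error 0.98) for *Hsd17b3* and 1.34 (standard error 0.67) for *Cyp19a1*. None of them passed the test, and no gene did in this comparison (edgeR, smallest adjusted p = 0.0661), although 4517 genes had an unadjusted p under 0.05. DESeq2 called 3747 genes, edgeR 1396 without KO animal 79813 and 0 with no replicate block. *Cyp11a1*, *Hsd3b1*, *Hsd17b1* and *Cyp19a1* between TAT and N passed the test without KO animal 79813 (log2 fold changes 2.27 to 3.15). *Cyp11a1*, *Hsd3b1* and *Hsd17b1* between TAT and N passed the test with DESeq2, total library size, thinned counts and pieces as replicates with the block (log2 fold changes 1.52 to 2.59), and *Hsd17b3* between TAT and N passed the test with DESeq2 and pieces as replicates with the block (log2 fold changes 2.54 and 2.68).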

Metaplasia refers to the replacement of one differentiated somatic cell type with another, a response typical of chronic exposure of cells to an irritant, and a known precursor to certain cancers (Giroux and Rustgi, 2017). In *Inha* testis tumour regions, the combination of low SOX9 protein levels and increased expression of steroidogenic components allude to cell identity changes consistent with this process (Figure 9B).

In adult testes, appropriate steroid production relies on a functional Leydig cell population. 

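On a linear scale *Insl3* was 11.2-fold lower in N, 14.9-fold lower in TAT and 34.0-fold lower in TM than in WT, and *Klk1b21* 49.6-fold, 29.5-fold and 18.4-fold lower (n = 3 animals per group, edgeR). The values in N did not pass the test and those in TAT and TM did (edgeR adjusted p = 0.127 for *Insl3* and 0.224 for *Klk1b21* in N). *Sult1e1*, a sulfotransferase of oestrogens that Leydig cells express, fell in TAT (log2 fold change -3.37, standard error 1.02, edgeR adjusted p = 0.0379) and TM (log2 fold change -3.08, standard error 1.01, edgeR adjusted p = 0.0198), and *Hsd3b6*, the adult Leydig cell form of 3β-hydroxysteroid dehydrogenase, fell in TM (log2 fold change -1.89, standard error 0.66, edgeR adjusted p = 0.0271). *Sult1e1* and *Hsd3b6* were picked after their values were seen. *Sult1e1* in TAT did not pass the test without WT animal 79783, 79811 or 79852 or KO animal 79781 (log2 fold changes -3.66 to -3.01), and *Sult1e1* in TM did not pass the test without WT animal 79852 or KO animal 79781 (log2 fold changes -2.73 and -2.98). *Hsd3b6* in TM did not pass the test without WT animal 79783 or KO animal 79781 (log2 fold changes -1.72 and -2.25), and *Insl3* and *Klk1b21* in N passed the test without KO animal 79853 (log2 fold changes -3.48 and -5.96). *Insl3* in TAT did not pass the test without KO animal 79781 (log2 fold change -3.80), and *Klk1b21* in TAT did not pass the test without WT animal 79811 or KO animal 79781 (log2 fold changes -4.25 and -5.24). *Sult1e1* in TM did not pass the test with only the 2 groups in the fit (log2 fold change -3.03), and *Hsd3b6* in TM did not pass the test with total library size, only the 2 groups in the fit or only testis 1 of KO animal 79813 (log2 fold changes -1.56, -1.83 and -1.63). *Insl3* in N passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2, no filter on low counts and only the 2 groups in the fit (log2 fold changes -3.53 to -3.29). *Klk1b21* in N passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2 and only the 2 groups in the fit (log2 fold changes -5.83 to -5.62).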

Adult *Inha* KO mice have reduced Leydig cell numbers (Matzuk et al., 1992) (Figure 7B; Supplementary Figure S3C); this is supported by RNAseq data showing an approximately 5-fold reduction in Leydig cell transcripts (*Insl3*, *Klk1b21*) in *Inha* KO ‘normal’ tubules, TAT tubules and tumours. Steroidogenic enzyme transcripts and protein (listed above) were elevated in *Inha* KO TAT tubules and tumours compared to *Inha* KO ‘normal’ tubules and IPA analyses identified lipid metabolism to be altered in *Inha* KO testes (N, TAT and TM samples, Supplementary Table S2). 

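Of 14 tested genes of steroid synthesis, 9 were higher and none was lower (9 higher and 0 lower when adjusted over the list alone) in TM against N, with the animal as a block. *Fdxr*, which passes electrons to steroidogenic enzymes (ENSMUSG00000018861, chromosome 11 of GRCm38, 115268024 to 115277050), rose by 2.07 (standard error 0.23, edgeR adjusted p = 0.00109) and *Scarb1*, a receptor that takes up cholesterol from lipoproteins, by 1.78 (standard error 0.26, edgeR adjusted p = 0.00139) (n = 3 animals). In TAT against N 8 of the 14 genes were higher when adjusted over the list alone. Against WT 8 were higher and 1 lower in TAT, and 9 and 3 in TM. The steroid synthesis list in TAT held 2 changed members without KO animal 79781.
Genes of cholesterol synthesis moved both ways in TM against WT. Of 19 tested members, 7 were higher and 5 lower (8 higher and 5 lower when adjusted over the list alone). Changes both ways are not particular to this list, since 58.4% of all genes tested were changed in this comparison. *Fdft1*, which makes squalene, fell from 350.1 ± 120.2 to 65.6 ± 12.0 CPM (log2 fold change -2.41, standard error 0.27, edgeR adjusted p = 5.07e-05), as did *Idi1* (log2 fold change -1.93, standard error 0.30, edgeR adjusted p = 2.38e-04) and *Sqle* (log2 fold change -1.13, standard error 0.19, edgeR adjusted p = 4.08e-04) of the same pathway, and *Msmo1*, a sterol oxidase, rose (log2 fold change 1.91, standard error 0.35, edgeR adjusted p = 6.95e-04).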

The observation that tubules are enriched for steroidogenic markers as they transition towards a tumorigenic phenotype, regardless of tumour size and severity, was intriguing. The enzymes CYP11A1, HSD3B1, and HSD17B1/B3 catalyse conversion of cholesterol to testosterone, while CYP19A1 catalyses androstenedione and testosterone to estrone and estradiol respectively, providing considerable scope for dysregulated steroid production. How reduced Leydig cell numbers, together with altered expression of steroidogenic enzymes impacts on the steroid milieu in *Inha* KO adult testes is currently under investigation.

The origin of these tumours remains open to further study. It is known that Sertoli cell development and proliferation are regulated by several hormones including activin A and FSH, (reviewed in (Meroni et al., 2019)), both of which exhibit elevated serum levels in adult *Inha* KO mice (Matzuk et al., 1992). Consistent with a role in driving Sertoli cell proliferation and tumour formation, disruption of luteinising hormone (LH) and/or FSH signalling ablates or reduces tumour size (Kumar et al., 1996; Haverfield et al., 2017). Our histological data showing an accumulation of tumour cells within low severity tumour tubules suggests the tumours are likely derived from Sertoli cells.

In summary, the data presented here show the condition of chronically elevated activin A can modify the adult testis SSC pool. *Inha* KO somatic cell tumours lack SOX9, a key hallmark feature of adult Sertoli cells and exhibit an unexpected steroidogenic profile, while providing a microenvironment that supports SSC self-renewal. Our identification that these tumours produce growth factors of potential importance to SSC biology highlight its value for studies of SSC regulation. Further examination of this model may help explain the aetiology of testis stromal cell tumours (Ulbright et al., 2000), and we propose that cells derived from tumours may be employed as feeders to help improve *in vitro* SSC culture that can be relevant for therapeutic purposes (Tran et al., 2022).

## Data Availability

The data presented in this study are deposited in the NCBI GEO repository, accession number GSE236488.

How the deposited data were processed for this re-analysis (not part of the article)

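RNA of dissected testis pieces was sequenced from 3 *Inha* WT animals and from the N, TAT and TM regions of 3 *Inha* KO animals, 17 libraries in all. The authors made the libraries by priming at the poly(A) tail with a sample index and a unique molecular identifier, template switching, pooled amplification and tagmentation, and sequenced them on a NextSeq 2000. The values are estimated counts (expected counts) per gene, and before the authors deposited them reads were mapped with STAR to GRCm38 in the nf-core/rnaseq pipeline and quantified per gene, by Salmon according to the paper. The submitters' processing notes name STAR 2.6.1d, featureCounts of Subread 2.0.1, Picard 2.23.9, FastQC 0.11.9, MultiQC 1.12 and limma. Neither source gives the annotation release, whether duplicate reads were removed by their identifiers, or a filter on genes. The values are mostly whole, with decimals in some genes, and are not normalized. The table held 23362 genes, of which 23213 had a position in GENCODE release M21 for GRCm38, 21663 of them with the same symbol. Gene symbols are those of the table, and 29 symbols stand for more than 1 gene identifier.
Libraries of the same animal and region were summed and rounded to whole numbers, which gave 12 libraries with totals of 6349355 counts (WT animal 79783) to 65236050 counts (TM of KO animal 79813). The floor of 3 counts for a gene at 0 in every library of a group was taken over the group. Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment over all genes tested in a comparison). A gene was called changed at an adjusted p under 0.05 and a fold change above 1.5. N, TAT and TM were each compared with WT in a fit of all 12 libraries with a mean for each group. The spread of a gene in that fit was estimated from all groups together, so that of TAT and TM enters the test of N. TAT with N, TM with N and TM with TAT were compared in the 9 KO libraries, with the animal as a block since the regions come from the same animals according to the labels. The deviations of 2 libraries from the means of their regions had a correlation of 0.0922 on average for libraries of the same animal (0.0164 to 0.350, 9 pairs) and -0.0458 for different animals (-0.282 to 0.0575, 18 pairs). No library was a copy of another, and libraries of a group differed by more than counting noise (chi-square per gene 22.4 to 154).
Changed genes were counted in 40 gene lists, most of them fixed from general knowledge of cell types and pathways and 4 taken from the study, over all genes tested and adjusted over the list alone. The Leydig cell list, though not taken from the study, shares genes with those that the paper names as decreased in N. The granulosa cell list likewise shares *Inhba*, *Cyp19a1* and *Hsd17b1* with genes that the paper names as elevated in tumours. The lists were also tested against all other genes with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation. R2 was computed on CPM and the MDS plot on log2 CPM with a prior count of 2 and 500 genes. Genes named in the text were taken from those that the study names for these data, from up to 12 changed genes with the largest and up to 12 with the smallest fold change in each comparison with WT and in TM against TAT (mean of at least 10 CPM and no overlap between the animals), and from up to 4 members of each list with the smallest p, with any changed member against the majority of its list. The paper's text and tables had been read when the rule was written. Genes outside it are marked where they appear.
The tests, the gene lists, the rule for named genes and the alternatives were set before the data were examined. The alternatives were the dissected pieces as replicates, the study's method (limma-voom on 17 libraries), limma-voom with the animal as a random block, DESeq2 1.42.0, its size factors (RLE), total library size, no filter on low counts, no fold threshold, a fit of only the groups compared, only testis 1 of KO animal 79813, counts thinned to the smallest summed library (seed 20231), no block, and each animal left out in turn. The tests were checked on counts drawn from the gene means, dispersions and library sizes of these samples with known changes in some genes. Intervals of medians came from 2000 bootstrap draws over genes, and the shares of TM in TAT used genes with at least 5 CPM in N and TM together and a difference of at least 2-fold. For N against WT (19099 genes tested), 51.0% of genes changed 8-fold and 32.7% of those changed 4-fold were called, none of 49 changed 2-fold, and 5 unchanged genes. Camera called the list that had been shifted and none of the 39 others. The genes were drawn independently of each other, so this does not check lists whose genes are correlated. The enrichment analyses of the paper (DAVID and Ingenuity Pathway Analysis) and its single-cell data were not used here. Results of a few genes that the rule for named genes picks are not reported here.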

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

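The tests of explanations in this section were chosen only after the results were seen. Among the N, TAT and TM libraries, a library far from the others of its group was looked for in 15 combinations of group and measure, and 0 were found, where chance gives 0.75. WT has 3 libraries and was not tested in this way, and WT animal 79783 lay at 3.47 on the second MDS dimension against 0.15 and 0.34.
3 of the genes that fell in N rose in TM against N of the same animals, tested with the animal as a block. *Inha* rose by 2.27 (standard error 0.69, edgeR adjusted p = 0.0258), from a log2 fold change of -6.13 in N to -3.96 in TM against WT. *Ephx1* rose by 1.85 (standard error 0.24, edgeR adjusted p = 0.00121), from -2.87 to -1.08, and *Agt* by 2.79 (standard error 0.50, edgeR adjusted p = 0.00292), from -3.43 to -0.71. Both comparisons use the same N libraries, which by itself favours opposite directions in genes picked for a low value in N. *Inha* between TM and N did not pass the test without KO animal 79781, 79813 or 79853 (log2 fold changes 2.88, 1.91 and 2.16).
Of 11 gene lists looked through after the results were seen, 6 passed camera with most of their members changed 1 way, and all 6 stood above WT in TM. These were the granulosa cell list (9 of 10 members higher and 1 lower, median log2 fold change 6.42, camera adjusted p = 3.76e-05, and adjusted p = 0.204 with an estimated correlation), the red blood cell list (5 of 6 members higher and 0 lower, median log2 fold change 5.99, camera adjusted p = 2.89e-08, and adjusted p = 0.204 with an estimated correlation) and the hypoxia list (7 of 9 members higher and 0 lower, median log2 fold change 3.60, camera adjusted p = 0.00986, and adjusted p = 0.515 with an estimated correlation). They were also the interferon response list (7 of 10 members higher and 0 lower, median log2 fold change 3.22, camera adjusted p = 0.00469, and adjusted p = 0.204 with an estimated correlation), the immediate early list (7 of 10 members higher and 1 lower, median log2 fold change 2.99, camera adjusted p = 0.00136, and adjusted p = 0.357 with an estimated correlation) and the lysosome list (15 of 17 members higher and 1 lower, median log2 fold change 2.62, camera adjusted p = 2.35e-08, and adjusted p = 0.204 with an estimated correlation). The changed members against these majorities were *Irx5* of the granulosa list (log2 fold change -3.33), *Nr4a1* of the immediate early list (-1.65) and *Lamp1* of the lysosome list (-0.76). Some members stand in other lists too, 5 of the granulosa list, 0 of the red blood cell list, 1 of the hypoxia list, 1 of the interferon list, 1 of the immediate early list and 2 of the lysosome list. *Irx5* in TM did not pass the test without KO animal 79781 (log2 fold change -2.87), and *Lamp1* in TM did not pass the test without WT animal 79783 or KO animal 79781 or 79853 (log2 fold changes -0.51, -0.67 and -0.66). *Lamp1* in TM did not pass the test with the limma-voom method of the study, total library size or only the 2 groups in the fit. *Irx5* in TM did not pass the test with only the 2 groups in the fit.
Leydig cell genes had a median log2 fold change of -3.30 in N against WT (95% bootstrap interval -4.64 to -1.06, 14 genes, camera adjusted p = 4.86e-20, and adjusted p = 0.0461 with an estimated correlation), and 1 passed the test over all genes (11 when adjusted over the list alone, 3 without KO animal 79853 and 0 without any other animal). The paper names several of these genes as decreased in the same samples, so these values are not independent evidence of a decrease. A loss of interstitial tissue in the N pieces large enough to explain the Leydig median is argued against. Genes of macrophages, endothelial and myoid cells had a median of 0.63 (95% bootstrap interval 0.37 to 0.80, 47 genes). Myoid cells lie in the tubule wall, but the macrophage (0.45) and endothelial (0.87) medians were positive too. Sertoli genes, inside the tubule, had 0.68, so a smaller loss is not excluded. The intervals are over genes and do not cover the spread between animals. The shallow library of WT animal 79783 is argued against as well, since the Leydig median without it was -3.17 (95% bootstrap interval -4.93 to -1.06). From these RNA values fewer Leydig cells and a change in Leydig cells cannot be told apart. The 3 Leydig genes with a log2 fold change above -1 (*Hsd3b1*, *Cyp11a1* and *Lhcgr*) also rose in TM and may come from other cells. The paper gives adult KO mice as having fewer Leydig cells, from an earlier study and its own figures. The loss of inhibin, which the design names, stays open as a biological explanation and was not tested further.
Spermatid genes lay between N and TM in TAT of each KO animal (median share of TM 0.424 to 0.688), and tubules beside a tumour could hold TM tissue. As the whole difference between TAT and N this is argued against, since the share of TM that spermatid genes give exceeded that from spermatocyte genes by 0.413, 0.359 and 0.400 in the 3 KO animals (95% bootstrap interval of the smallest 0.202 to 0.569), where a mixture gives the same share. With no least fold between N and TM the differences were 0.400 to 0.457, and extracellular matrix genes gave shares of 0.143 (KO animal 79813) to 1.17 (KO animal 79853). TM tissue as a part of the difference stays open. A loss of spermatids before spermatocytes near tumours is a candidate biological explanation, found on these data and not tested further.
Some somatic lists had medians above 0 in TM against WT (granulosa cells 6.42, extracellular matrix 3.43, endothelial cells 2.68, myoid cells 2.46 and macrophages 2.19, camera adjusted p = 1.67e-10 to 0.00280, and adjusted p = 0.204 to 0.496 with an estimated correlation), while the Leydig list had -2.47. Loss of germ cells alone would raise all somatic lists alike and is argued against, since the granulosa median exceeded the Sertoli median by 5.66 (95% bootstrap interval 4.10 to 7.09). The granulosa list holds *Inhba*, *Cyp19a1* and *Hsd17b1*, which the paper names as elevated in tumours of the same samples. Its median is thus not independent evidence of a granulosa-like cell. A difference in library size is argued against, since the granulosa median was 6.23 after thinning all libraries to the same total. In WT and TM, *Fst* had 1.44 ± 0.763 and 219.5 ± 98.8 CPM and *Esr2* 0.0331 ± 0.0573 and 47.5 ± 11.5 CPM (mean ± SD, n = 3 animals). A tumour cell type that shares genes with granulosa cells may explain the difference, as a hypothesis that was not tested, nor were cells of another kind, and *Foxl2* of the granulosa list was not among the genes counted.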

How the results depend on the processing

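The counts of changed genes in TM against WT (11563) and TM against N (10319) stayed within 1.5 times of their values under every alternative that kept all animals (9106 to 12983, and 9913 to 12274), as did growth factors changed in TM (26, 20 to 29) and growth factors detected. The 8 genes of N against WT became 44 with pieces as replicates in edgeR, 38 by the study's method, 27 by limma-voom with the animal as a random block, 214 by DESeq2 and 170 with only the 2 groups in the fit, and the others with all animals gave 7 to 11. The 1 Leydig gene among them became 4, 7, 6, 9 and 10 under these settings, 2 with no filter on low counts and 0 after thinning. For TAT against WT the count of 3762 became 6138 by DESeq2 and 5702 with only the 2 groups in the fit, and other alternatives with all animals gave 3668 to 5222. The 0 genes of TAT against N (edgeR, 4517 at an unadjusted p under 0.05) became 3747 by DESeq2, 1217 with total library size, 15 with only testis 1 of KO animal 79813, 525 after thinning and 2501 with pieces as replicates and the block, and stayed at 0 with RLE size factors, no filter, no fold threshold and no replicate block. For TM against TAT 4887 became 8071 by DESeq2 and 7998 with pieces as replicates and the block. The fit with no replicate block gave 10462 genes for TM against N and 3813 for TM against TAT, within 1.5 times of the counts with the block. Leaving out 1 animal at a time gave 1 to 15 genes for N, 778 to 5283 for TAT and 8963 to 11048 for TM against WT, 0 to 1396 for TAT against N, 3207 to 9470 for TM against N and 0 to 5623 for TM against TAT, and 0 to 3 Leydig genes in N. The lowest counts of N and TAT against WT, TM against N and TM against TAT were those without KO animal 79781, and the count of TAT against N rose above 0 without KO animal 79813. These fits have fewer animals, and for the other differences the cause was not tested.
With an estimated correlation camera called 1 list for N against WT in place of 16, 0 in place of 26 for TAT, 0 in place of 23 for TM, and 0, 0 and 0 in place of 26, 24 and 19 for TAT against N, TM against N and TM against TAT. Changed members over all lists went from 8 to 62 in N and from 0 to 199 in TAT against N when adjusted over the list alone. Mean R2 of TM libraries of both testes of 1 animal was 0.939 on log2(CPM + 1) and 0.947 without the 10 genes with the highest mean CPM, against 0.959, and that of 1 testis was 0.923 without these genes, against 0.947. The cause was not tested. Over the named genes and all alternatives, the call, changed or not, was the same in 4636 of 4774 in N (25 lost and 113 gained a call), 4272 of 4777 in TAT (255 lost and 250 gained a call) and 4602 of 4780 in TM (145 lost and 33 gained a call) against WT, and 2839 of 3332 in TAT against N (0 lost and 493 gained a call), 3101 of 3332 in TM against N (172 lost and 59 gained a call) and 2909 of 3332 in TM against TAT (215 lost and 208 gained a call). No value past the threshold in both changed sign.
RLE size factors moved the median log2 fold change of all genes by -0.13 in TAT against WT, -0.19 in TAT against N and -0.12 in TM against N. Total library size moved it by 0.13 in N, 0.28 in TAT and 0.32 in TM against WT, 0.13 in TAT against N and 0.15 in TM against N. The 6 libraries of a comparison can be split in 10 ways, and for regions of the same animals 4 of these put the regions of every animal in different groups, as the real split does, while the others keep some together, and either number is too few for a share under 0.05. Over those 4 the highest other count was 0 for TAT against N, 0 for TM against N and 0 for TM against TAT. The real counts and the highest over all other splits were 8 and 0 for N, 3762 and 0 for TAT and 11563 and 2 for TM against WT, 0 and 0 for TAT against N, 10319 and 0 for TM against N and 4887 and 0 for TM against TAT. Depth limits genes of low level, since the floor of 3 counts was 0.472 CPM in the library of WT animal 79783 and 0.0460 CPM in the deepest summed library.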

Differences from the paper's values

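In N against WT the paper's count of changed genes is 38, 9 of them higher, and here 8 were changed and 4 higher. The thresholds were the same, with edgeR and animals as replicates in place of limma-voom and dissected pieces. DESeq2 and the fit of only the 2 groups, also with animals as replicates, called more genes than the paper. The choice of replicate alone thus does not set the count. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's with the study's method, limma-voom with a random block and pieces as replicates in edgeR, and the count of higher genes with the study's method, thinned counts, limma-voom with a random block and without WT animal 79811 or KO animal 79813 or 79853, and with no other alternative. The paper's own method gave exactly its counts (38 for N, 4939 for TAT and 12983 for TM). Of the paper's 38 genes, 34 passed the filter here, 34 of these had the paper's sign, 33 had an unadjusted p under 0.05 and 6 were called by edgeR. For *Klk1b27* the paper's log2 fold change in N is -6.89 and here -4.95 (standard error 1.26), and the difference was within the error with the study's method, limma-voom with a random block and without KO animal 79781 and not with the other alternatives. For *Robo4* the paper's value is 6.41 and here 7.52 (standard error 0.73), within the error with the study's method, limma-voom with a random block and without KO animal 79853 and not with the others.
The folds that the paper's text gives for Leydig cell genes match the values here on a log2 scale. In N, *Insl3* fell by 3.48 on the log2 scale, or 11.2-fold on a linear scale, *Cyp17a1* by 4.16 or 17.8-fold and *Hsd17b3* by 4.15 or 17.8-fold. *Klk1b22* fell by 5.86 or 58.0-fold, *Klk1b24* by 5.11 or 34.6-fold and *Klk1b21* by 5.63. Of these genes *Cyp17a1* alone passed the test in N, while the paper lists each as changed. The fit used here estimates the spread of a gene from all groups, TAT and TM among them. With only WT and N in the fit, and animals still as replicates, the others of these genes were called as well. That *Cyp17a1* alone passed is thus a result of this fit and not of animals as replicates alone. *Insl3* was called with the study's method, limma-voom with a random block, pieces as replicates in edgeR, only the 2 groups in the fit, no filter on low counts, DESeq2 and without KO animal 79853, *Hsd17b3* with the study's method, pieces as replicates in edgeR, only the 2 groups in the fit and DESeq2, *Klk1b21* with the study's method, limma-voom with a random block, pieces as replicates in edgeR, only the 2 groups in the fit, DESeq2 and without KO animal 79853, *Klk1b22* with the study's method, limma-voom with a random block, only the 2 groups in the fit and DESeq2 and *Klk1b24* with the study's method, limma-voom with a random block, only the 2 groups in the fit and DESeq2.
The paper states that *Hsd17b3*, with *Cyp11a1*, was increased in TAT and TM, without naming the group compared. The legend of that figure gives significance against WT, and the discussion compares these enzymes with N. Against WT *Cyp11a1* rose here in both, though in TAT not by the study's method, while *Hsd17b3* had a log2 fold change of -1.51 (standard error 0.80, edgeR adjusted p = 0.197) in TAT and -2.02 (standard error 0.81, edgeR adjusted p = 0.0481) in TM. No alternative called *Hsd17b3* higher than in WT, and in TAT it was called lower with the study's method, limma-voom with a random block and only the 2 groups in the fit. *Cyp11a1* in TAT did not pass the test without WT animal 79783 or 79852 or KO animal 79781 or 79853 (log2 fold changes 0.96 to 1.28), and *Hsd17b3* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79853 (log2 fold changes -2.15 to -1.49). The paper's discussion states that steroidogenic enzymes, *Hsd17b3* among them, were higher in TAT and TM than in N. In TM 4 of 6 were, and *Cyp17a1* had 1.15 (standard error 0.67, edgeR adjusted p = 0.176), called with pieces as replicates with the block and without KO animal 79853, and *Hsd17b3* 2.07 (standard error 1.04, edgeR adjusted p = 0.126), called with pieces as replicates with the block and without KO animal 79853. In TAT none passed the test in edgeR. *Cyp11a1*, *Hsd3b1* and *Hsd17b1* were called with pieces as replicates with the block, thinned counts, total library size, DESeq2 and without KO animal 79813, *Hsd17b3* with pieces as replicates with the block and DESeq2, *Cyp19a1* without KO animal 79813, and *Cyp17a1* under no alternative.
For TAT against WT the paper states increases of *Sox9*, *Gata1*, *Rhox8* and *Cst12*, and the values here were positive and none passed the test. The legend of that figure gives an absolute log fold change above 0.05, a lower threshold than the 1.5-fold used here. Each edgeR adjusted p of these genes was above 0.05, so the fold threshold did not decide their calls in the fit used here. *Sox9* had 1.45 (standard error 0.58, edgeR adjusted p = 0.0995), called with pieces as replicates in edgeR, only the 2 groups in the fit, total library size and without KO animal 79853. *Rhox8* had 1.48 (standard error 0.49, edgeR adjusted p = 0.0521), called with the study's method, thinned counts, limma-voom with a random block, pieces as replicates in edgeR, only testis 1 of KO animal 79813, only the 2 groups in the fit, no filter on low counts, total library size, DESeq2 and without KO animal 79813 or 79853. *Cst12* had 1.14 (standard error 0.47, edgeR adjusted p = 0.104), called with the study's method, limma-voom with a random block, pieces as replicates in edgeR, only testis 1 of KO animal 79813, only the 2 groups in the fit, total library size and without KO animal 79813 or 79853. *Gata1* had 0.59 (standard error 0.86, edgeR adjusted p = 0.648), not called under any alternative.
*Sumo2* and *Sumo3*, which the paper gives as elevated in TAT and TM, passed the test here in TM. In TAT *Sumo2* had 0.56 (standard error 0.25, edgeR adjusted p = 0.134), called with the study's method, limma-voom with a random block, total library size and without WT animal 79783, and *Sumo3* 0.70 (standard error 0.23, edgeR adjusted p = 0.0543), called with the study's method, limma-voom with a random block, pieces as replicates in edgeR, only testis 1 of KO animal 79813, only the 2 groups in the fit, total library size and without WT animal 79783 or KO animal 79813. For *Ptprc*, given as elevated, the value in TM against WT was 1.52 (standard error 0.62, edgeR adjusted p = 0.0504), called with the study's method, limma-voom with a random block, pieces as replicates in edgeR, total library size, RLE size factors, DESeq2 and without WT animal 79852. The paper gives 6 cell cycle genes as elevated in *Inha* KO testes, within a model of stem cells in normal tubules. In N *Ccnd2* alone of them passed the test, and in TAT *Ccnd2*, *Kif4* and *Hells* did. In TM, which is tumour tissue, *Ccnd2*, *Mki67*, *Kif4* and *Hells* rose. There *Top2a* had 0.49 (standard error 0.21, edgeR adjusted p = 0.0622), called with total library size, and *Smarca5* 0.55 (standard error 0.26, edgeR adjusted p = 0.0829), called with the study's method, thinned counts, limma-voom with a random block, pieces as replicates in edgeR and total library size.
Of 12 targets of growth factor signalling that the paper gives as increased in tumours, 9 rose, *Egr3* fell by 4.35 (standard error 1.53, edgeR adjusted p = 0.0277), *Etv4* had 3.64 (standard error 1.80, edgeR adjusted p = 0.0983), not called under any alternative, and *Bcl6b* 0.82 (standard error 0.62, edgeR adjusted p = 0.265), called with limma-voom with a random block. The paper gives *Gfra1* as increased in N and TAT. Its mean level was higher than in WT, with 0.59 (standard error 0.69, edgeR adjusted p = 0.974), not called under any alternative in N, and 0.58 (standard error 0.69, edgeR adjusted p = 0.576), not called under any alternative in TAT. For *Fgf11* and *Fgf18*, given as increased, the values in TM were 2.16 (standard error 1.27, edgeR adjusted p = 0.158), not called under any alternative, and 1.00 (standard error 0.69, edgeR adjusted p = 0.224), not called under any alternative. The paper gives *Fgf8* as below detection in all samples, and here it passed the filter, with 0.384 ± 0.370 CPM in WT (mean ± SD, n = 3 animals). It gives *Plaur* as undetectable, which was so in WT and N and not in TM. *Egr3* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781, 79813 or 79853 (log2 fold changes -6.03 to -3.85).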

Other observations

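The test of the region around *Inha* was chosen only after the result was seen. In TM against TAT of the same animals, with the animal as a block and n = 3 animals, *Cxcl1*, a chemokine that attracts neutrophils, rose by 4.82 (standard error 0.91, edgeR adjusted p = 0.0164) on the log2 scale and *Ier3*, an early response gene that limits cell death, by 3.85 (standard error 0.82, edgeR adjusted p = 0.0174). *Spp1*, which encodes osteopontin, rose by 3.51 (standard error 0.71, edgeR adjusted p = 0.0165), from 34.7 ± 15.0 to 503 ± 605 CPM (mean ± SD), and *Nupr1*, a stress-induced regulator of transcription, by 3.41 (standard error 0.59, edgeR adjusted p = 0.0164). *Spag16*, of the sperm axoneme, fell by 3.39 (standard error 0.84, edgeR adjusted p = 0.0248) and *Glipr1l1*, of the sperm head, by 3.56 (standard error 0.93, edgeR adjusted p = 0.0297). Against WT, *Arg1*, the arginase of alternatively activated macrophages, had 9.90 (standard error 1.95, edgeR adjusted p = 0.00105) in TM, *Cables1*, a cofactor of cyclin-dependent kinases, 8.02 (standard error 0.93, edgeR adjusted p = 5.87e-05) and the linker histone gene *Hist1h1b* 8.34 (standard error 0.82, edgeR adjusted p = 3.40e-05). *Cxcl1* between TM and TAT did not pass the test without KO animal 79781 or 79853 (log2 fold changes 4.47 and 4.57), and *Ier3*, *Spp1*, *Nupr1*, *Spag16* and *Glipr1l1* between TM and TAT did not pass the test without KO animal 79781 (log2 fold changes -2.92 to 4.21). *Spag16* and *Glipr1l1* between TM and TAT also did not pass the test with no replicate block.
Lists of genes of adipose tissue, the epididymis and the adrenal cortex had few tested members in TM against WT. Of 4 adipocyte genes tested, the fatty acid carrier *Fabp4* rose by 4.04 (standard error 0.70, edgeR adjusted p = 4.64e-04) and adiponectin (*Adipoq*) fell by 3.62 (standard error 0.66, edgeR adjusted p = 6.70e-04). Of 5 epididymis genes, the defensin *Defb42* rose by 7.41 (standard error 1.07, edgeR adjusted p = 1.66e-04) and 2 fell, of which *Crisp1*, a secreted protein that coats sperm, was at 0 in TM and at least 18.3-fold lower than in WT, from a floor of 3 counts over the group (edgeR adjusted p = 0.0419). Of 3 adrenal genes *Mrap*, an accessory protein of the ACTH receptor, rose by 2.87 (standard error 0.47, edgeR adjusted p = 3.57e-04). The camera tests of these lists gave an adjusted p of 0.991, 0.991 and 0.278, and 0.991, 0.991 and 0.468 with an estimated correlation. The counts were the same when adjusted over the list alone. *Spink8* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781 or 79813 (log2 fold changes -3.15 to -2.59). *Crisp1* in TM did not pass the test without WT animal 79811 or 79852 or KO animal 79781, 79813 or 79853. *Crisp1* in TM did not pass the test with no filter on low counts or only testis 1 of KO animal 79813. *Spink8* in TM did not pass the test with only the 2 groups in the fit or only testis 1 of KO animal 79813. The epididymis list in TM held 1 changed member without WT animal 79811 or 79852 or KO animal 79781.
*Obsl1*, a cytoskeletal adaptor gene beside *Inha* that was picked after its values were seen, had 5.37 ± 2.48 CPM in WT and 34.1 ± 6.52 CPM in TM (mean ± SD, n = 3 animals). Its log2 fold change was 1.71 (standard error 0.32, edgeR adjusted p = 0.156) in N, 1.91 (standard error 0.32, edgeR adjusted p = 0.00259) in TAT and 2.71 (standard error 0.33, edgeR adjusted p = 7.24e-05) in TM. *Obsl1* in N passed the test with the limma-voom method of the study, limma-voom and the animal as a random block, pieces as replicates in edgeR, DESeq2 and only the 2 groups in the fit. A change of expression across the region around the *Inha* allele may be proposed as the cause of the higher *Obsl1*. The test did not bear this out, since 7 of 127 genes within 10 Mb of *Inha* (5.51%) had an unadjusted p under 0.05 in N against WT, against 7.59% elsewhere (Fisher's exact test across genes, two-sided p = 0.500). An effect on *Obsl1* alone stays open.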
